# The small and large intestine contain related mesenchymal subsets that derive from embryonic *Gli1*^*+*^ precursors

**DOI:** 10.1038/s41467-023-37952-5

**Published:** 2023-04-21

**Authors:** Simone Isling Pærregaard, Line Wulff, Sophie Schussek, Kristoffer Niss, Urs Mörbe, Johan Jendholm, Kerstin Wendland, Anna T. Andrusaite, Kevin F. Brulois, Robert J. B. Nibbs, Katarzyna Sitnik, Allan McI Mowat, Eugene C. Butcher, Søren Brunak, William W. Agace

**Keywords:** Differentiation, Mesenchymal stem cells, RNA sequencing, Stem-cell differentiation

## Abstract

The intestinal lamina propria contains a diverse network of fibroblasts that provide key support functions to cells within their local environment. Despite this, our understanding of the diversity, location and ontogeny of fibroblasts within and along the length of the intestine remains incomplete. Here we show that the small and large intestinal lamina propria contain similar fibroblast subsets that locate in specific anatomical niches. Nevertheless, we find that the transcriptional profile of similar fibroblast subsets differs markedly between the small intestine and colon suggesting region specific functions. We perform in vivo transplantation and lineage-tracing experiments to demonstrate that adult intestinal fibroblast subsets, smooth muscle cells and pericytes derive from *Gli1*-expressing precursors present in embryonic day 12.5 intestine. Trajectory analysis of single cell RNA-seq datasets of E12.5 and adult mesenchymal cells suggest that adult smooth muscle cells and fibroblasts derive from distinct embryonic intermediates and that adult fibroblast subsets develop in a linear trajectory from CD81^+^ fibroblasts. Finally, we provide evidence that colonic subepithelial PDGFRα^hi^ fibroblasts comprise several functionally distinct populations that originate from an *Fgfr2*-expressing fibroblast intermediate. Our results provide insights into intestinal stromal cell diversity, location, function, and ontogeny, with implications for intestinal development and homeostasis.

## Abstract (web summary)

Stromal cells are essential for intestinal homeostasis. Here the authors describe the phenotype, transcriptional profile and location of stromal cell subsets in the adult murine small intestine and colon lamina propria and demonstrate that these cells derive from *Gli1+* precursors present in embryonic day 12.5 intestine.

## Introduction

The small and large intestines form a continuous tube from the stomach to the anus but are functionally and anatomically distinct. The small intestine is the primary site of food digestion and nutrient absorption and is characterized by finger-like projections termed villi that protrude into the intestinal lumen and maximize the absorptive area of the epithelium. In contrast, the large intestine is primarily a site of water absorption and is a major niche for beneficial microbes; its surface consists of crypts linked by short regions of flat surface epithelium. The cellular composition of the intestinal mucosa also differs markedly between the small and large intestines^1,2^. For example, the small and large intestines contain different numbers and proportions of innate and adaptive immune cells as well as epithelial subpopulations^1–4^. These distinct segments are also exposed to different concentrations of microbial and food-derived metabolites that regulate the composition and function of local cells^1,2^. However, the cellular and signaling components that determine the differences in tissue structure and composition are not fully understood.

The intestinal lamina propria (LP) contains a large population of tissue resident mesenchymal stromal cells (MSC) that include fibroblasts (FB), pericytes (PC) and smooth muscle cells (SMCs) that play an essential role in intestinal homeostasis^5–12^. For example, intestinal FB are major producers of extracellular matrix proteins that help provide structure to the mucosa^13,14^. They also express factors essential for epithelial^5–8,10,15–18^ and endothelial homeostasis^11,19,20^, as well as immune cell localization and function^21–24^. Recent single-cell (sc)RNA-seq studies have demonstrated considerable heterogeneity within the intestinal LP MSC compartment and have led to the identification of several FB clusters with non-redundant functions in intestinal homeostasis^5,7–9,11,12,25,26^. A picture is also emerging whereby different intestinal FB subsets locate within distinct regions of the mucosa^3,6,7,10,11,19,20^, providing specialized support to cells in their local environment^5–11,15,16,27,28^. Of particular interest has been determining the nature of the MSC that support the epithelium, with it being proposed that different MSC subsets may have distinct effects on stem cells and more differentiated epithelial cells depending on the location along the crypt-villus axis^7,9,10,27^. However, the extent to which the distinct environments of the small and large intestine influence the transcriptional profile and specialized functions of MSC subsets remains to be determined.

The composition of human intestinal MSC populations changes markedly as the tissue develops in the embryo^20,29^. Lineage-tracing experiments in mice have suggested that the mesothelium, a simple squamous epithelial layer that lines the serosal surface of the intestine^30^, undergoes epithelial to mesenchymal transition (EMT) in the developing embryo and can give rise to SMC and various FB in the intestinal serosa and muscle layers^31,32^. In contrast, the origin of the diverse MSC populations in the adult intestinal LP, whether these subsets derive from cells of common or distinct embryonic origin, as well as the developmental relationship between adult LP MSC subsets remains unclear.

Here we demonstrate that LP MSC subset composition was similar in the small and large intestine and that each subset occupies distinct anatomical niches. Nevertheless, the transcriptional profile of the major LP FB subsets differed markedly between the small and large intestine, suggesting regional specific functions in intestinal homeostasis. Grafting and lineage-tracing experiments demonstrated that all MSC subsets in adult small intestinal and colonic LP derive from *Gli1*-expressing precursors present in embryonic day (E)12.5 intestine. Computational analysis suggested that adult SMC and FB arise from distinct embryonic intermediates and defined a linear developmental trajectory for all adult FB subsets that originated from CD81^+^ FB.

## Results

### The small intestine and colon LP contain diverse, but transcriptionally related MSC subsets

To gain a broad understanding of MSC subset diversity in the intestinal LP, we performed scRNA-seq on MSC isolated from the small intestine and colon LP of 8–10-week-old mice. Briefly, after removal of Peyer’s patches, muscularis externa and epithelium, intestinal MSCs were enriched from digested intestinal LP cell suspensions by fluorescently activated cell sorting of live, single, lineage^−^ (CD45^+^, Ter119^+^), non-epithelial (EpCAM^+^), non-endothelial (CD31^+^), non-lymphoid tissue-associated MSCs (BP3^+^)^33^ and non-glial cells (L1CAM^+^), followed by gating on cells expressing the pan MSC marker Itgβ1 (Supplementary Fig. 1a). After bioinformatic removal of contaminating c-kit^+^ interstitial cells of Cajal (ICC), CD31^+^ endothelial cells, plasma cells and CD45^+^ immune cells, we were able to generate sequencing data of 16.964 small intestinal and 14.164 colonic MSC.

Louvain clustering identified six small intestinal MSC clusters (Fig. 1a) and differential gene expression (DEG) analysis of these clusters identified pericytes, SMC and four FB clusters (Supplementary Fig. 1b). These were PDGFRα^hi^ FB, two PDGFRα^lo^CD34^hi^ clusters that could be distinguished based on their expression of *Cd81* (hereafter called CD81^+^ FB) and *Igfbp5* (hereafter called Igfbp5^+^ FB), and a PDGFRα^lo^CD34^lo^ cluster that expressed higher levels of *Fgfr2* (hereafter called Fgfr2^+^ FB) (Supplementary Fig. 1c). To determine how these clusters might relate to those identified in other, recently published scRNA-seq studies of small intestinal MSC^7,11^, DEGs from the previous MSC subsets were overlaid with our scRNA-seq dataset (Supplementary Fig. 1d). The MSC population termed “mural cells” by Hong et al.^11^ corresponded to our pericytes, while their FB subsets termed FB2, 3, 4 and 5 corresponded to our small intestinal Igfbp5^+^ FB, Fgfr2^+^ FB, CD81^+^ FB and PDGFRα^hi^ FB clusters, respectively (Supplementary Fig. 1d). The signature genes of FB1 identified by Hong et al. as activated FB based on their expression of *Junb* and *Fosb*, were expressed widely by several MSC subsets in our dataset (Supplementary Fig. 1d), indicating that this cluster represents a cell state rather than a MSC subset. Similar comparison with the MSC datasets generated by McCarthy et al.^7^ demonstrated that the PDGFRα^hi^ MSC subset they defined as “telocytes” corresponded to our PDGFRα^hi^ FB cluster, while the Lo-1 FB subset they named “trophocytes” corresponded to our CD81^+^ FB cluster and their Lo-2 FB subset encompassed both our Fgfr2^+^ and Igfbp5^+^ FB clusters (Supplementary Fig. 1d)^7^. Thus, our results confirm and extend recent findings and highlight the complexity of MSC subsets in the small intestinal LP, with there being substantial heterogeneity among PDGFRα^lo^ FB subsets in particular.

**Fig. 1:**
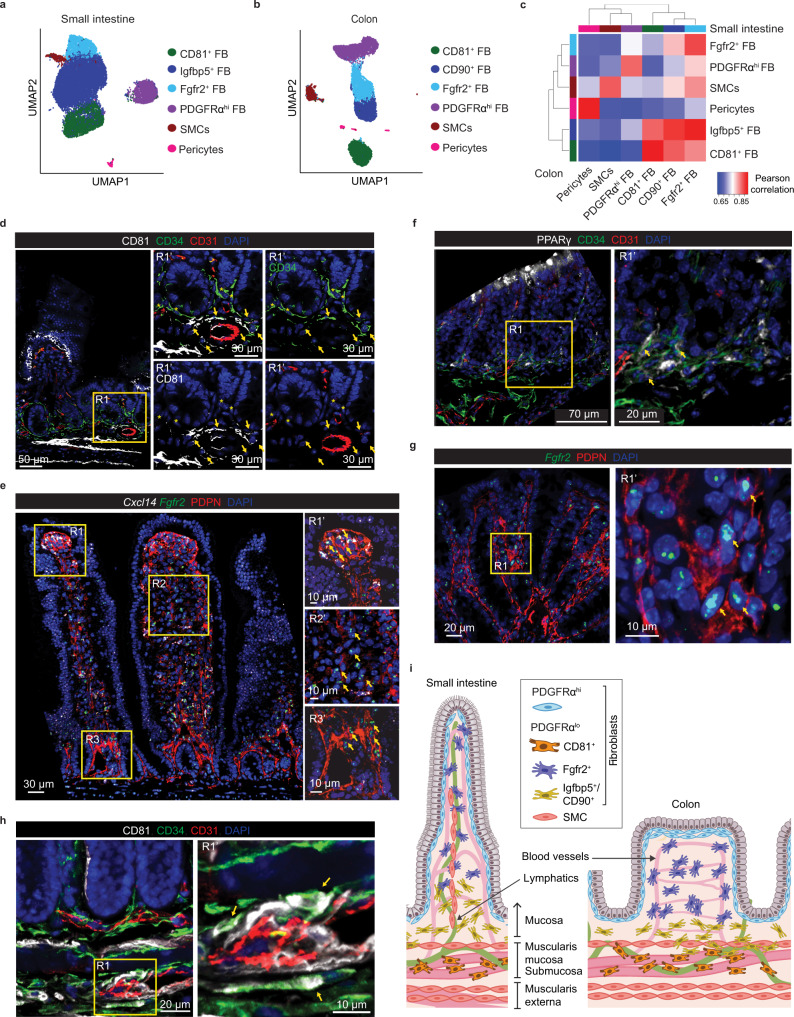
Intestinal MSC subsets are broadly conserved across intestinal segments. **a**, **b** Uniform Manifold Approximation and Projection (UMAP) colored by unsupervised Louvain clustering of murine small intestinal (**a**) and colonic (**b**) MSC. Results are from 2 independent experiments/organ with 3 pooled mice/experiment. **c** Pearson correlations between averaged cluster expressions of Louvain clusters from small intestinal and colonic MSC based on 1301 overlapping variable genes. Unsupervised hierarchical clustering indicates similarity of subsets within each tissue. **d**–**h** Immunohistochemical staining (**d**, **f**, **h**) or RNA-scope analysis (**e**, **g**) of mouse ileum (**d**, **e**) or colon (**f**–**h**). R, region; R′ represents magnifications of R quadrants (yellow squares). **d** Arrows indicate location of CD81^+^ FB (CD81^+^CD34^+^CD31^−^ cells) and stars, location of Igfbp5^+^ FB (CD81^−^CD34^+^CD31^−^ cells). **e** Arrows indicate location of (R1′) *Cxcl14*^+^Fgfr2^+^ FB (*Cxcl14*^+^*Fgfr2*^+^PDPN^+^ cells) and (R2′ and R3′) Fgfr2^+^ FB (*Fgfr2*^+^PDPN^+^ cells). **f** Arrows indicate location of CD90^+^ FB (PPARγ^+^CD34^+^CD31^−^ cells). **g** Arrows indicate location of Fgfr2^+^ FB (*Fgfr2*^+^PDPN^+^ cells). **h** Arrows indicate location of CD81^+^ FB (CD81^+^CD34^+^CD31^−^ cells). **d**–**h** Results are representative of 3 independent experiments. **i** Summary of FB subset location within the small intestinal and colonic lamina propria. SMC, smooth muscle cell. See also Supplementary Fig. 1.

Louvain clustering also identified six MSC clusters in colon LP (Fig. 1b), which DEG analysis identified as pericytes, SMC, and four FB clusters (Supplementary Fig. 1e). These were PDGFRα^hi^ FB and three PDGFRα^lo^CD34^+^ clusters that could be distinguished based on their expression of *Cd81* (hereafter called CD81^+^ FB), *Cd90* (hereafter called CD90^+^ FB) or *Fgfr2* (hereafter called Fgfr2^+^ FB) (Supplementary Fig. 1f). To determine the relationship between the colonic and small intestinal MSC subsets, Pearson correlation analysis was performed based on the pseudo-bulk of overlapping variable genes between the two datasets. This showed that colonic pericytes, SMC, PDGFRα^hi^ FB, CD81^+^ FB correlate closely with their counterparts in the small intestine, that colonic CD90^+^ FB are most similar to small intestinal Igfbp5^+^ FB and that colonic Fgfr2^+^ FB correspond to both small intestinal Fgfr2^+^ and Igfbp5^+^ FB (Fig. 1c).

### FB subsets are located within distinct niches along the crypt-villus axis

There is increasing evidence that subsets of small intestinal FBs may occupy distinct anatomical niches that overlap with the WNT/BMP signaling gradient along the crypt-villus axis^7,10,27^. In line with a recent report^15^, we found that small intestinal CD34^+^ FB (which include CD81^+^ and Igfbp5^+^ FB) were located around crypts and in the submucosa, but were largely excluded from the villus core (Supplementary Fig. 1g). Of these, the CD81^+^ FB were located around CD31^+^ vessels close to and within the submucosa, with some locating close to crypts (Fig. 1d), consistent with recent reports^7,11,19^; the Igfbp5^+^ (CD34^+^CD81^−^) FB located around crypts (Fig. 1d). Conversely, PDGFRα^+^CD34^−^ FB (including both PDGFRα^hi^ FB and Fgfr2^+^ FB) were located directly underlying the epithelium and within the villus core (Supplementary Fig. 1g). PDGFRα^hi^ FB underlie the epithelium (Supplementary Fig. 1g)^7,9,11,27,34^ and RNA-scope analysis using an *Fgfr2* probe in combination with PDPN staining demonstrated that Fgfr2^+^ FB located throughout the villus core, suggesting they represent interstitial FB (Fig. 1e). Furthermore, RNA-scope analysis using a probe for *Cxcl14*, that was expressed by a large proportion of Fgfr2^+^ FB and a few PDGFRα^hi^ FB (Supplementary Fig. 1h), indicated that *Cxcl14* expressing FB preferentially located towards the villus tip (Fig. 1e).

As in the small intestine, colonic CD34^+^ FB subsets were located beneath and surrounding intestinal crypts, while PDGFRα^hi^ FB formed a thin layer directly underlying the epithelium and were concentrated at the top of crypts (Supplementary Fig. 1I). As colonic CD90^+^CD34^+^ FB expressed high levels of *Pparg* compared with other colonic FB subsets (Supplementary Fig. 1h), we stained for PPARγ to locate this subset, which was found at the base of colonic crypts (Fig. 1f). RNA-scope analysis using an *Fgfr2* probe in combination with PDPN demonstrated that Fgfr2^+^ FB localized preferentially between crypts (Fig. 1g), whereas the colonic CD81^+^ FB were located below the crypts and in the submucosa (Fig. 1h). For a summary of intestinal FB subset location see Fig. 1i. Collectively these results demonstrate that the FB subsets identified by scRNA-seq locate within distinct niches of the small and large intestine.

### Expression of epithelial support genes is largely conserved across FB subsets in the small intestine and colon

Recent studies have suggested a division of labor amongst small intestinal FB subsets in the production of epithelial support factors^5–10,16,17^ and we thus assessed the expression of such genes in our small intestinal and colonic FB datasets. Consistent with these studies^7,10^, small intestinal PDGFRα^hi^ FB were major producers of BMPs and this property was shared by colonic PDGFRα^hi^ FB (Fig. 2a). *Bmp3*, *Bmp5* and *Bmp7* expression was largely restricted to PDGFRα^hi^ FB, while expression of *Bmp1*, *Bmp2* and *Bmp4* was found more broadly among FB MSC subsets in both tissues (Fig. 2a). Both small intestinal and colonic PDGFRα^hi^ FB were also the dominant source of the non-canonical WNT ligands, *Wnt4*, *Wnt5a* and *Wnt5b*, although Fgfr2^+^ FB also expressed *Wnt4*, particularly in the small intestine (Fig. 2a). Consistent with previous results^7,9,11,12^, CD81^+^ FB were the major source of the BMP antagonist *Grem1* in the small intestine and this was also highly expressed by colonic CD81^+^ FB. However, in the colon, Fgfr2^+^ FB and CD90^+^ FB also expressed *Grem1* (Fig. 2a). Thus, the specialization of MSC subsets in their expression of epithelial support genes is largely conserved between the small intestine and colon.

**Fig. 2:**
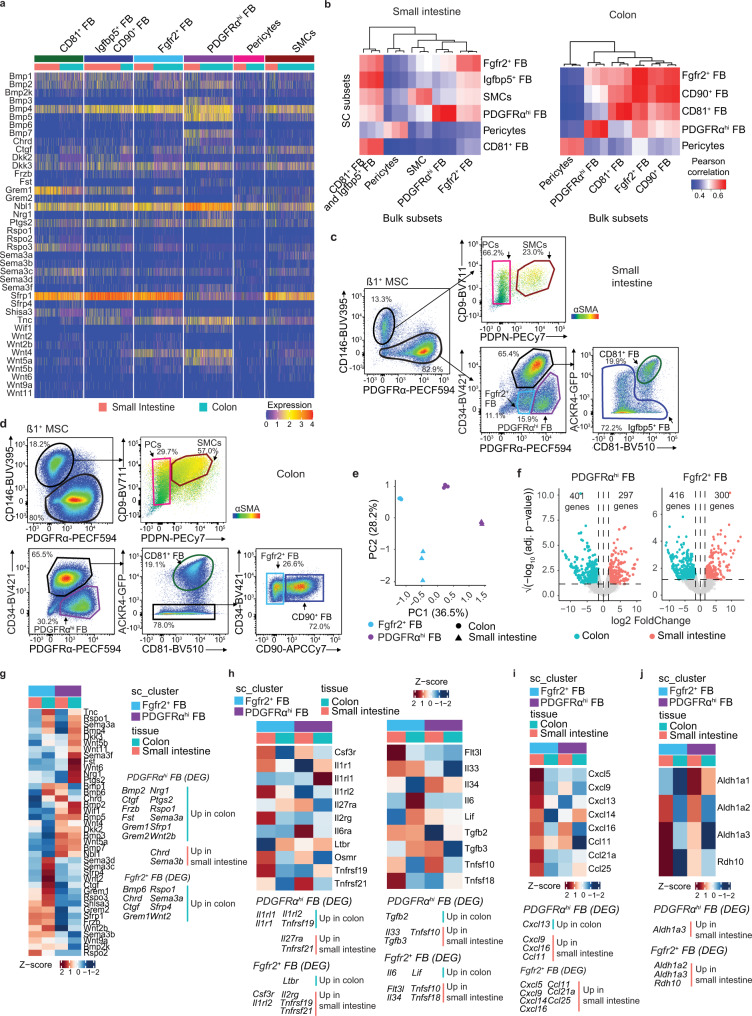
Despite similar FB subset composition, small intestinal and colonic FB display regional transcriptional specialization. **a** Heatmaps showing transcription levels (integrated data) of selected epithelial support genes by indicated MSC subsets. **b** Pearson correlations between averaged cluster expressions of Louvain clusters from scRNA-seq and bulk RNA-seq datasets based on 1937 (small intestine, left) and 1925 (colon, right) overlapping variable genes. Bulk RNA-seq data are from sorted MSC subsets from 3 independent experiments. Unsupervised hierarchical clustering indicates similarities of bulk RNA-seq subsets within each tissue. **c**, **d** Flow cytometric analysis of adult small intestinal (**c**) and colonic (**d**) Itgβ1^+^ MSCs from *Ackr4.GFP* mice. Representative staining from 2 experiments with 2–4 mice/experiment. Colored gates represent indicated MSC subsets. PCs pericytes, SMCs smooth muscle cells, FB fibroblast. **e** Principal component analysis (PCA) of bulk RNA-seq data from indicated sorted FB populations. Results are from 3 independent sorts/population. **f** Volcano plots showing differentially expressed genes (DEGs) between small intestinal and colonic PDGFRα^hi^ FB (left) and Fgfr2^+^ FB (right). Dotted horizontal line denotes significant adjusted *p* value (Benjamini–Hochberg correction) of 0.05, vertical dotted lines denote log_2_FC = 0 and the log_2_FC of ±1.5. **g**–**j** Heatmap representations of averaged transcription levels of indicated genes within sorted FB subsets. Data are averaged from 3 independent bulk RNA-seq datasets. **g** Epithelial support genes, **h** cytokines and cytokine receptors, **i** chemokines, **j** vitamin A metabolism. Gene lists for **i** were selected based on the epithelial support list in (**a**) while those in **h**–**j** were differentially expressed between either small intestinal and colonic PDGFRα^hi^ FB or between small intestinal and colonic Fgfr2^+^ FB. Identified DEG that are 1.5 < |log_2_FC| are listed to the right of (**g**) or below (**h**–**j**) the heatmaps and. See also Supplementary Fig. 2.

### Small intestinal and colonic PDGFRα^hi^ FB and Fgfr2^+^ FB display regional transcriptional specificity

As described above, PDGFRα^hi^ and Fgfr2^+^ FB occupied very distinct locations within the mucosa, with the PDGFRα^hi^ subset being found immediately beneath the epithelium (Fig. 1i), where they are believed to regulate epithelial cell differentiation. However, little is known about the function of Fgfr2^+^ FB and to explore this, we examined our scRNA-seq datasets for surface markers that would allow us to identify and sort these cells for bulk RNA-seq analysis (Supplementary Fig. 2a). 

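Bulk RNA-seq was performed on 30 libraries, 3 replicates of each of 10 sorted populations. From the small intestine these were pericytes, smooth muscle cells (SMC), CD34+ FB, Fgfr2+ FB and PDGFRα hi FB, and from the colon pericytes, CD81+ FB, CD90+ FB, Fgfr2+ FB and PDGFRα hi FB. The paper describes whole transcriptome amplification of the RNA before library construction and a depth of 15000000 to 20000000 reads per sample. The authors trimmed the reads and assigned them to transcripts with kallisto, which matches short stretches of each read to a transcript set rather than aligning it to the genome and divides reads that fit several transcripts among them. For each library they deposited the estimated count and the TPM of 98492 mouse transcripts. The paper's text does not name the transcript set used for the bulk libraries. The estimated counts were used here. They were summed to genes through the transcripts' Ensembl identifiers, of which 97116 matched GENCODE M21 (GRCm38), giving 32342 genes, and rounded to whole numbers. Between 97.8% and 99.2% of a library's estimated counts fell on these genes. The total estimated count per library ranged from 2245052 to 19096945 with a median of 9601683, and 6 libraries lay within the depth the paper states. The range was 2245052 to 15098412 (median 10286761) in small intestinal Fgfr2+ FB, 8740291 to 9785938 (median 9690792) in colonic Fgfr2+ FB, 7327358 to 18148945 (median 8041204) in small intestinal PDGFRα hi FB and 6865683 to 7248567 (median 6986681) in colonic PDGFRα hi FB. It was 9432531 to 11930055 (median 11729938) in small intestinal CD34+ FB, 6185421 to 9075187 (median 7860140) in small intestinal pericytes, 8866828 to 13507159 (median 9512574) in SMC, 9225411 to 13866610 (median 9314458) in colonic pericytes, 13102446 to 18710840 (median 16181861) in colonic CD81+ FB and 14456220 to 19096945 (median 15840424) in colonic CD90+ FB.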

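Expression levels are given as CPM (counts scaled to a common library total) with edgeR's TMM normalization over the 30 libraries, as mean ± SD of 3 libraries. Differences were tested with edgeR's quasi-likelihood test on the rounded counts. A gene was tested if at least 3 libraries of the fit had 6 or more counts. The paper's methods give a filter of 3 replicates and 6 reads for transcripts, whereas here it was applied to the counts summed to genes. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1.5, thresholds that the paper's methods state for the comparison between tissues and that were applied here to every comparison. Standard errors (SE) are the absolute log2 fold change divided by the square root of the test's F statistic. A fold against a population in which every library had 3 counts or fewer is given as a lower bound, computed against 3 counts. The smallest library is replicate 3 of small intestinal Fgfr2+ FB. A gene is described as uncertain where at least 50% of the 31-base stretches of its transcripts also occur in transcripts of other genes, since the reads of such genes can be divided between copies. Gene positions are those of GENCODE M21 (GRCm38), matched by Ensembl identifier.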

For the small intestine, pericytes were identified and sorted as PDGFRα^−^ESAM-1^+^PDPN^−^ cells, SMC as PDGFRα^−^ESAM-1^+^PDPN^+^ cells, PDGFRα^hi^ FB as ESAM-1^−^PDGFRα^hi^CD34^−^ cells, Fgfr2^+^ FB as ESAM-1^−^PDGFRα^int^CD34^−^ cells and CD34^+^ FB (including CD81^+^ and Igfbp5^+^ FB) as ESAM-1^−^PDGFRα^int^CD34^+^ cells. For the colon, pericytes were sorted as for small intestine, PDGFRα^hi^ FB were sorted as ESAM-1^−^PDPN^+^CD34^−^ cells, Fgfr2^+^ FB were sorted as ESAM-1^−^PDPN^hi^CD34^+^CD90^−^ cells, CD90^+^ FB as ESAM-1^−^CD34^+^PDPN^hi^CD90^+^ cells and CD81^+^ FB as ESAM-1^−^PDPN^int^CD34^+^CD90^−^ cells, based on the fact that colonic CD81^+^ FB express low levels of PDPN compared with the other CD34^+^ colonic FB subsets (Supplementary Fig. 2b). Correlation analysis of these bulk sorted intestinal FB subsets with the scRNA-seq data confirmed that flow cytometry and this staining panel could identify small intestinal and colonic FB subsets (Fig. 2b and Supplementary Fig 2c). This initial panel was then refined for use in subsequent flow cytometry-based analysis by including anti-CD81 to identify CD81^+^ FB directly, together with anti-CD146 (Fig. 2c, d), which can be used interchangeably with ESAM-1 (Supplementary Fig. 2d). 

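The transcripts of the proteins used for sorting differed between the sorted populations. *Esam* (which encodes ESAM-1) was at 110 ± 90.3 CPM in small intestinal pericytes, 119 ± 28.7 CPM in SMC and 141 ± 67.1 CPM in colonic pericytes, and below 1 CPM in each of the 7 FB populations. *Pdgfra* was at 6517 ± 325 CPM in small intestinal PDGFRα hi FB and 2444 ± 88.0 CPM in colonic PDGFRα hi FB, against 626 ± 60.9 CPM in small intestinal Fgfr2+ FB and 725 ± 96.2 CPM in colonic Fgfr2+ FB. *Cd34* was at 629 ± 62.8 CPM in small intestinal CD34+ FB and 85.9 ± 51.5 CPM in small intestinal Fgfr2+ FB, which were sorted as CD34-, whereas it was at 494 ± 93.2 CPM in colonic Fgfr2+ FB, which were sorted as CD34+. *Thy1* (which encodes CD90) was at 196 ± 51.2 CPM in colonic CD90+ FB and 26.6 ± 2.55 CPM in colonic Fgfr2+ FB. Of the subset marker genes listed in Supplementary Fig. 2c, all 9 for PDGFRα hi FB had their highest mean in that population in each tissue, as did all 10 for pericytes in each tissue and all 10 for SMC in the small intestine. The 8 genes listed for CD81+ FB were all highest in CD34+ FB in the small intestine and in CD81+ FB in the colon. Of the 9 genes listed for Fgfr2+ FB, 7 were highest in small intestinal Fgfr2+ FB, with *Ces1d* and *Mfap4* highest in CD34+ FB. In the colon 5 of the 9 were highest in Fgfr2+ FB, with *Cxcl14* and *Sertm1* highest in PDGFRα hi FB and *Lrat* and *P2rx1* highest in pericytes. These are rankings of means, and were not tested. The Pearson correlation of mean log2 CPM across genes, which are not independent replicates, was highest between counterparts for pericytes (0.886) and PDGFRα hi FB (0.940). For small intestinal CD34+ FB it was highest with colonic CD90+ FB (0.951), against 0.933 with colonic CD81+ FB. For small intestinal Fgfr2+ FB it was 0.917 with colonic CD90+ FB and 0.913 with colonic Fgfr2+ FB. Restricted to the 2000 most variable genes, the order of the latter pair was the other way around, at 0.635 with CD90+ FB and 0.654 with Fgfr2+ FB. The scRNA-seq data were not used here.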

CD81^+^ FB also expressed the atypical chemokine receptor, ACKR4, as assessed using *Ackr4*.GFP reporter mice (Fig. 2c, d)^19^, consistent with previous reports^7,9,11,19^ and our scRNA-seq analysis (Supplementary Fig. 1b).

PCA analysis of bulk sorted PDGFRα^hi^ FB and Fgfr2^+^ FB distinguished these subsets from one another in PC1, while PC2 separated small intestinal from colonic FB (Fig. 2e). Thus, PDGFRα^hi^ FB and Fgfr2^+^ FB have distinct transcriptional profiles, which are influenced by their anatomical location. 

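Principal component analysis of log2 CPM over the 12 libraries of PDGFRα hi FB and Fgfr2+ FB from both tissues placed 19.6% of the variance on PC1 and 17.3% on PC2. On PC1, the subset accounted for 48.5% of the spread between libraries and the tissue for 24.8%. On PC2, the tissue accounted for 52.2% and the subset for 40.7%. The 3 small intestinal Fgfr2+ FB libraries lay at -161, -74.3 and -70.6 on PC1, and the other 9 libraries between -4.89 and 56.7, so that most of the separation on PC1 came from small intestinal Fgfr2+ FB. On PC2, colonic Fgfr2+ FB lay between -114 and -75.0 and small intestinal PDGFRα hi FB between 59.7 and 99.1, with the other 2 populations between them. The shares depended on the setting. With the variance-stabilizing transformation of DESeq2 and the 500 most variable genes, PC1 held 46.5% of the variance and the subset accounted for 83.8% of PC1, while PC2 held 29.0% and the tissue accounted for 82.8% of PC2. With the 500 most variable genes of log2 CPM, the tissue accounted for 55.2% of PC1 and the subset for 44.1%, and the subset for 50.4% of PC2 and the tissue for 41.3%. With genes scaled to unit variance the subset accounted for 35.9% of PC2 and the tissue for 13.5%. From this separation the paper concludes that PDGFRα hi FB and Fgfr2+ FB have distinct transcriptional profiles that are influenced by anatomical location.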

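Over all genes in the 12 libraries, the subset accounted for 17.5% of the total variance of log2 CPM, the tissue for 16.1% and the part of the tissue difference that differed between the subsets for 10.4%. The remaining 55.9% lay between replicates of the same population. The spread between replicates was not equal. The common biological coefficient of variation, the square root of edgeR's common dispersion, was 0.629 in small intestinal Fgfr2+ FB, 0.521 in colonic Fgfr2+ FB, 0.443 in small intestinal PDGFRα hi FB and 0.412 in colonic PDGFRα hi FB.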

To gain a broader understanding of the transcriptional differences between Fgfr2^+^ FB and PDGFRα^hi^ FB, we performed DEG analysis. This showed that Fgfr2^+^ FB expressed 403 genes at significantly higher levels than PDGFRα^hi^ FB, while PDGFRα^hi^ FB expressed 345 genes at higher levels (Supplementary Fig. 2e, for complete list see Supplementary Data File 1). 

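In the deposited counts, comparing the 6 Fgfr2+ FB libraries with the 6 PDGFRα hi FB libraries, 422 of the 15673 genes tested were differentially expressed by edgeR's quasi-likelihood test, 215 of them higher in Fgfr2+ FB and 207 higher in PDGFRα hi FB. For 290 of the 422, every library of one subset lay above every library of the other. The fit had no term for tissue, so a difference between the tissues added to the spread. With tissue as a covariate 515 genes were called, 393 of them among the 422. The alternative that raised the count most was DESeq2's test on the same counts, with 697 genes. The one that lowered it most was a test of single transcripts, with 139 genes. *Fgfr2* (chromosome 7, 130162451 to 133123350) was higher in Fgfr2+ FB, with a log2 fold change of 3.47 (SE 0.52, adjusted p = 0.00113). It was at 1648 ± 290 CPM in small intestinal and 473 ± 26.3 CPM in colonic Fgfr2+ FB, against 49.7 ± 17.3 and 146 ± 54.0 CPM in small intestinal and colonic PDGFRα hi FB. *Pdgfra* was higher in PDGFRα hi FB, with a log2 fold change of -2.70 (SE 0.30, adjusted p = 8.09e-05). *Wif1* (chromosome 10, 121033960 to 121100650) was at least 50.5-fold higher in PDGFRα hi FB (adjusted p = 5.15e-05), where it was at 12.2 ± 6.85 CPM in the small intestine and 29.1 ± 6.56 CPM in the colon. *Cacna2d3* had no count in any Fgfr2+ FB library and was at least 25.2-fold higher in PDGFRα hi FB (adjusted p = 0.000239). With the replicate number as a block the count was 339, and the deviations of same-numbered libraries from their population means had a mean correlation of -0.000352 over these 12 libraries. Each tissue alone gave a similar number of genes, 460 in the small intestine and 478 in the colon, of which 244 and 248 respectively were among the 422.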

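Gene families were tested for a shared shift between Fgfr2+ FB and PDGFRα hi FB with camera, on families fixed by gene symbol. Gene ontology terms were not used here. Over 76 tests of a family in a comparison, 24 had a Benjamini-Hochberg adjusted p below 0.05. With the correlation between genes estimated from the data in place of camera's preset value, 8 did, and with the replicate number as a block 25. The complement family was higher in Fgfr2+ FB (adjusted p = 4.65e-08, 0.0204 with estimated correlation), with 12 of its 15 genes in that direction and a median log2 fold change of 1.18. Among them *C3* (chromosome 17, 57203970 to 57228136) was at 399 ± 238 CPM in small intestinal Fgfr2+ FB and 1381 ± 1050 CPM in colonic Fgfr2+ FB, against 15.0 ± 1.66 and 54.1 ± 23.4 CPM in the corresponding PDGFRα hi FB (log2 fold change 4.68, SE 0.67, adjusted p = 0.000805 by edgeR's quasi-likelihood test). The chemokine family was also higher in Fgfr2+ FB (adjusted p = 0.0138, 0.114 with estimated correlation), in 21 of 26 genes. The 40 collagen genes showed no shift between the subsets, with a median log2 fold change of 0.10 (adjusted p = 0.867).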

Enrichr based gene ontology (GO) analysis (GO Biological Processes 2021^35,36^) demonstrated that compared with PDGFRα^hi^ FB, Fgfr2^+^ FB were significantly enriched in GO terms associated with extracellular matrix organization, complement activation, vasculogenesis, axonogenesis and several immune processes. 

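Of the families tested, the Bmp ligands were higher in PDGFRα hi FB than in Fgfr2+ FB (camera adjusted p = 1.08e-13, 0.00320 with estimated correlation), in 5 of 7 genes. *Bmp7* was at 902 ± 245 CPM in small intestinal and 657 ± 14.5 CPM in colonic PDGFRα hi FB, with a log2 fold change of -3.22 (SE 0.31, adjusted p = 2.88e-05 by edgeR's quasi-likelihood test). *Bmp5* differed by -2.20 (SE 0.19, adjusted p = 1.35e-05) and *Bmp3* by -4.03 (SE 0.38, adjusted p = 2.27e-05) on the log2 scale. *Bmp4*, the most abundant of them in Fgfr2+ FB, did not differ, at 1260 ± 563 and 1913 ± 340 CPM in small intestinal and colonic Fgfr2+ FB and 820 ± 165 and 2127 ± 182 CPM in small intestinal and colonic PDGFRα hi FB (log2 fold change 0.12, SE 0.33, adjusted p = 0.932). Smooth muscle contractile genes were higher in PDGFRα hi FB in 12 of 16 genes, with a median log2 fold change of -0.77 (camera adjusted p = 3.74e-08, 0.114 with estimated correlation). The family's mean log2 CPM differed mainly in the colon, at 6.56 in PDGFRα hi FB and 5.58 in Fgfr2+ FB. In the small intestine it was 6.61 and 6.49, although single genes differed there. *Myh11* was at 1533 ± 492 CPM in small intestinal PDGFRα hi FB and 254 ± 54.8 CPM in small intestinal Fgfr2+ FB (log2 fold change over both tissues -2.62, SE 0.58, adjusted p = 0.0177).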

The terms enriched in PDGFRα^hi^ FB included regulation of developmental processes, smooth muscle contraction and epithelial sheet morphogenesis (Supplementary Fig. 2f).

To determine how location impacts on the transcriptional profile of PDGFRα^hi^ and Fgfr2^+^ FB, we compared the gene expression profile of each subset from the small intestine and colon. 

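The tissue comparisons used 1 model of the 12 libraries of the 4 FB populations. Between small intestinal and colonic PDGFRα hi FB, 276 genes were differentially expressed, 100 higher in the small intestine and 176 higher in the colon. Between small intestinal and colonic Fgfr2+ FB there were 485, of which 199 were higher in the small intestine and 286 in the colon. With DESeq2's test the counts were 518 in PDGFRα hi FB and 1081 in Fgfr2+ FB, and with DESeq2 and only the 2 populations compared, a setting chosen after seeing the values, 692 and 732. With edgeR on only the 2 populations compared they were 406 and 251, and with single transcripts 74 and 109. With the replicate number as a block they were 252 and 380. *Pitx1* (chromosome 13, 55825051 to 55836192) was at 89.5 ± 19.9 CPM in colonic PDGFRα hi FB with no count in small intestinal PDGFRα hi FB, at least 293-fold higher in the colon (adjusted p = 2.40e-06), and was at 93.6 ± 18.5 CPM in colonic Fgfr2+ FB, at least 185-fold higher than in small intestinal Fgfr2+ FB (adjusted p = 4.24e-06). *Cyp1b1* (chromosome 17, 79701537 to 79715061) had no count in colonic Fgfr2+ FB and at most 1 count in a colonic PDGFRα hi FB library. It was at 27.6 ± 10.2 CPM in small intestinal PDGFRα hi FB, at least 71.4-fold higher (adjusted p = 9.09e-05), and at 82.9 ± 40.4 CPM in small intestinal Fgfr2+ FB, at least 266-fold higher (adjusted p = 2.15e-05). *C7* was at 1168 ± 164 CPM in small intestinal and 0.988 ± 1.50 CPM in colonic PDGFRα hi FB (log2 fold change 10.20, SE 0.88, adjusted p = 9.06e-06). Since Fgfr2+ FB were sorted as CD34- from the small intestine and as CD34+ from the colon, the sorting gate differs together with the tissue in that comparison. The gate for PDGFRα hi FB also differed, with PDGFRα hi cells taken from the small intestine and PDPN+ cells from the colon, CD34- in both. *Cd34* was lower in small intestinal Fgfr2+ FB with a log2 fold change of -2.50 (SE 0.39, adjusted p = 0.00160 by edgeR's quasi-likelihood test).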

Small intestinal PDGFRα^hi^ FB differed from their colonic counterparts in their transcription of 698 genes (Fig. 2f, Supplementary Data File 2), while small intestinal and colonic Fgfr2^+^ FB differed in their transcription of 716 genes (Fig. 2f, Supplementary Data file 2). Of these, 149 genes were differentially expressed in both FB subsets (Supplementary Fig. 2g and Supplementary Data File 3). These included numerous Hox genes (Supplementary Fig. 2h), consistent with their role in regional patterning of the intestine^37^. 

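In the deposited counts 98 genes differed between small intestine and colon in the same direction in both subsets, 44 of them higher in the small intestine and 54 higher in the colon. Another 10 genes were called in both subsets in opposite directions, 168 in PDGFRα hi FB alone and 377 in Fgfr2+ FB alone. A call in a single subset does not by itself show that the tissue difference differs between the subsets. In a test of that difference, the interaction of subset and tissue, 18 of the genes called in both subsets passed the threshold. *Postn* was among the genes called in both subsets. It was at 3967 ± 623 CPM in colonic and 29.7 ± 13.5 CPM in small intestinal PDGFRα hi FB (log2 fold change -7.09, SE 0.42, adjusted p = 2.61e-07 by edgeR's quasi-likelihood test), and at 6732 ± 1134 CPM in colonic and 134 ± 47.5 CPM in small intestinal Fgfr2+ FB (log2 fold change -5.61, SE 0.39, adjusted p = 1.84e-06).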

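All 8 *Hox* genes that Supplementary Fig. 2h lists as higher in the colon were called in both subsets in that direction. Of the 6 listed as higher in the small intestine, 4 were called in PDGFRα hi FB and 5 in Fgfr2+ FB, and all 6 had that direction in both. With the adjustment over each list alone, all 8 and all 6 were called in both subsets. The lists are the paper's own calls on these libraries. In the *HoxA* cluster on chromosome 6, *Hoxa13* (52257694 to 52260880) had no count in either small intestinal population and was at 51.3 ± 8.63 CPM in colonic PDGFRα hi FB and 36.7 ± 9.13 CPM in colonic Fgfr2+ FB, at least 168-fold and 72.5-fold higher (adjusted p = 4.17e-05 and 6.58e-05 by edgeR's quasi-likelihood test). *Hoxa5* (52201754 to 52204587) was at 17.0 ± 4.35 and 3.67 ± 1.08 CPM in small intestinal and colonic PDGFRα hi FB (log2 fold change 2.18, SE 0.65, adjusted p = 0.136), and at 32.0 ± 19.1 and 6.06 ± 1.96 CPM in small intestinal and colonic Fgfr2+ FB (log2 fold change 2.44, SE 0.66, adjusted p = 0.0524), and so did not pass over all genes tested. *Hoxc8* was higher in the small intestine in both subsets, with log2 fold changes of 6.60 (SE 1.00, adjusted p = 0.00126) in PDGFRα hi FB and 6.39 (SE 1.00, adjusted p = 0.00160) in Fgfr2+ FB. *Hoxb5* in Fgfr2+ FB (log2 fold change 4.70, SE 1.22, adjusted p = 0.0445) was no longer called in 14 of 22 alternative settings, the replicate block among them.

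**Figure D1:**
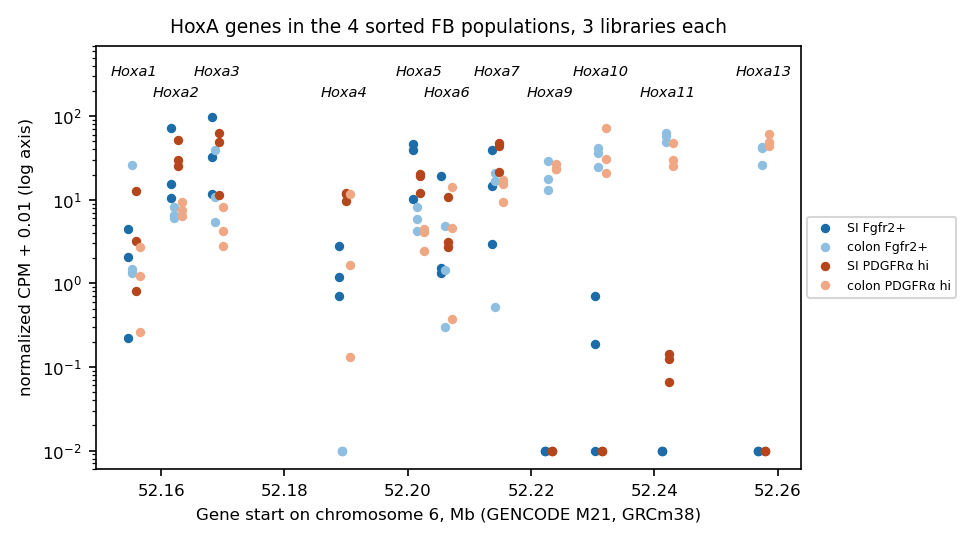
Levels of 11 *HoxA* genes in small intestinal and colonic Fgfr2+ FB and PDGFRα hi FB, against the gene's start on chromosome 6, with the populations set side by side at each start. Each point is 1 library and the vertical axis is logarithmic, in normalized CPM with 0.01 added so that libraries with no count can be drawn. *Hoxa13* is at 0.01 in every small intestinal library, and the colonic means are 36.7 and 51.3 CPM.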

Enrichr based GO analysis demonstrated that colonic PDGFRα^hi^ FB were significantly enriched in pathways associated with epithelial support and wound healing compared with small intestinal PDGFRα^hi^ FB, while the latter were enriched in pathways associated with responses to TGFβ, ion transport and anterior/posterior pattern specification (Supplementary Fig. 2I). This analysis further showed colonic Fgfr2^+^ FB to be enriched in pathways associated with enhanced transcription, extracellular matrix organization and epithelial support, while small intestinal Fgfr2^+^ FB were enriched in pathways that included response to IFNγ, defense response to protozoa as well as anterior/posterior pattern specification.

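In PDGFRα hi FB, the epithelial support genes *Nrg1* and *Ptgs2* were both higher in the colon. *Nrg1* (chromosome 8, 31814551 to 32884029) was at 391 ± 59.6 CPM in colonic and 22.7 ± 14.6 CPM in small intestinal PDGFRα hi FB (log2 fold change -4.15, SE 0.54, adjusted p = 0.000305 by edgeR's quasi-likelihood test). *Ptgs2* was at 204 ± 10.7 and 25.2 ± 8.17 CPM (log2 fold change -3.05, SE 0.46, adjusted p = 0.00132). Potassium channel genes were higher in small intestinal PDGFRα hi FB as a family (camera adjusted p = 0.0198), in 34 of 55 genes with a median log2 fold change of 0.33. This family's adjusted p lay between 0.00669 and 0.139 over the 17 alternatives and was below 0.05 in 12 of them. *Tgfb3* was higher in small intestinal PDGFRα hi FB, at 131 ± 35.8 against 23.5 ± 1.70 CPM in colonic PDGFRα hi FB (log2 fold change 2.44, SE 0.37, adjusted p = 0.00142). Enrichment of gene ontology terms was not recomputed here.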

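In colonic Fgfr2+ FB, the 22 immediate early genes tested, a set of transcription factors and related genes induced within minutes of stimulation, were all higher than in small intestinal Fgfr2+ FB, with a median log2 fold change of -3.09 for small intestine over colon (camera adjusted p = 3.63e-30, 0.0186 with estimated correlation between genes). *Egr1* was at 3407 ± 1368 CPM in colonic and 392 ± 14.1 CPM in small intestinal Fgfr2+ FB (log2 fold change -3.07, SE 0.33, adjusted p = 6.16e-05 by edgeR's quasi-likelihood test), and *Fos* at 282 ± 121 and 14.8 ± 5.59 CPM (log2 fold change -4.21, SE 0.64, adjusted p = 0.00128). *Egr1* and *Fos* were also higher in small intestinal CD34+ FB than in small intestinal Fgfr2+ FB, populations sorted from the same tissue. The 40 collagen genes had a median log2 fold change of -0.45 toward the colon that did not pass (camera adjusted p = 0.186). *Col3a1* was at 9708 ± 3297 CPM in colonic and 4078 ± 721 CPM in small intestinal Fgfr2+ FB (log2 fold change -1.21, SE 0.24, adjusted p = 0.00995), below the fold threshold. All 16 interferon-inducible GTPase genes were higher in small intestinal Fgfr2+ FB, with a median log2 fold change of 2.44 (camera adjusted p = 6.00e-20, 0.0427 with estimated correlation). *Iigp1* was at 311 ± 149 CPM in small intestinal and 34.7 ± 4.06 CPM in colonic Fgfr2+ FB (log2 fold change 3.19, SE 0.43, adjusted p = 0.000541). In the MHC class I family 16 of 17 genes were higher in small intestinal Fgfr2+ FB, with a median log2 fold change of 1.33 (camera adjusted p = 1.60e-13, 0.0214 with estimated correlation). *H2-Q6* and *H2-T22* of that family are uncertain, each with 51.7% shared. Both families were also higher in small intestinal than in colonic PDGFRα hi FB, the GTPases in 15 of 16 genes with a median log2 fold change of 1.07 (camera adjusted p = 2.21e-08, 0.179 with estimated correlation) and MHC class I in 16 of 17 genes with a median of 1.26 (camera adjusted p = 1.55e-13, 0.0214 with estimated correlation).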

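Of the 40 epithelial support genes listed in Fig. 2g, 38 were tested between Fgfr2+ FB and PDGFRα hi FB and 16 were differentially expressed, 7 higher in Fgfr2+ FB and 9 higher in PDGFRα hi FB. With the adjustment over the list alone, 22 were. *Grem1* (chromosome 2, 113746164 to 113758646) was higher in Fgfr2+ FB (log2 fold change 4.78, SE 0.84, adjusted p = 0.00396 by edgeR's quasi-likelihood test), at 62.4 ± 25.3 CPM in the small intestine and 353 ± 183 CPM in the colon against 2.16 ± 0.961 and 13.0 ± 11.0 CPM in PDGFRα hi FB. *Sfrp1* was higher in Fgfr2+ FB by 5.52 (SE 0.50, adjusted p = 1.82e-05), *Rspo3* by 3.12 (SE 0.67, adjusted p = 0.0160) and *Wnt2b* by 3.03 (SE 0.60, adjusted p = 0.00961) on the log2 scale. *Wnt5a* was higher in PDGFRα hi FB, at 620 ± 92.8 CPM in the small intestine and 594 ± 86.7 CPM in the colon, against 47.3 ± 6.90 and 33.5 ± 18.3 CPM in Fgfr2+ FB (log2 fold change -3.88, SE 0.31, adjusted p = 9.84e-06). Tested within each tissue, 14 of the listed genes were called in the small intestine and 23 in the colon. *Rspo3* was not called in the small intestine alone.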

Closer analysis of DEGs revealed that PDGFRα^hi^ FB and Fgfr2^+^ FB expressed a distinct array of epithelial support genes, irrespective of their location along the length of the intestine (Fig. 2g). 

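Between small intestine and colon, 8 of the 38 listed epithelial support genes tested were differentially expressed in PDGFRα hi FB (*Ccn2*, *Frzb*, *Grem1*, *Nrg1*, *Ptgs2*, *Sema3a*, *Sfrp1* and *Wnt2b*) and 7 in Fgfr2+ FB (*Bmp6*, *Ccn2*, *Chrd*, *Grem1*, *Sema3a*, *Sema3c* and *Wnt2*). All of these were higher in the colon. Adjusted over the list alone, 14 were called in PDGFRα hi FB, 12 of them higher in the colon, and 10 in Fgfr2+ FB, all higher in the colon. *Ccn2* was at 52.1 ± 16.3 and 14.8 ± 1.48 CPM in colonic and small intestinal PDGFRα hi FB (log2 fold change -1.84, SE 0.30, adjusted p = 0.00243 by edgeR's quasi-likelihood test), and at 405 ± 50.0 and 59.9 ± 11.4 CPM in colonic and small intestinal Fgfr2+ FB (log2 fold change -2.72, SE 0.31, adjusted p = 9.23e-05). *Grem1* had log2 fold changes of -2.62 (SE 0.64, adjusted p = 0.0443) in PDGFRα hi FB and -2.45 (SE 0.59, adjusted p = 0.0319) in Fgfr2+ FB, and was no longer called in 12 and 7 of 22 alternative settings respectively. The call of *Sema3a* in Fgfr2+ FB was lost in 9 of 22. The replicate block was among the settings that lost each of these calls of *Grem1* and *Sema3a*. *Bmp6* and *Grem1* were also called between small intestinal CD34+ FB and small intestinal Fgfr2+ FB, *Grem1* being higher in the former (log2 fold change 4.00, SE 0.36, adjusted p = 0.00272). *Wnt2* had no count in small intestinal Fgfr2+ FB and between 65 and 133 counts in the colonic Fgfr2+ FB libraries, at least 20.3-fold higher (adjusted p = 0.0206).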

Notably, many of these genes were expressed at significantly higher levels in colonic subsets compared with their small intestinal counterparts (Fig. 2g). PDGFRα^hi^ FB and Fgfr2^+^ FB also expressed a wide range of immunologically relevant genes in both a subset- and tissue-specific manner (Fig. 2h–j). These included several cytokine and cytokine receptors (Fig. 2h), while small intestinal but not colon Fgfr2^+^ FB expressed many chemokine genes (Fig. 2i). 

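Of the 9 cytokine genes listed in Fig. 2h, 3 differed between the subsets in the comparison of all 12 libraries, *Flt3l*, *Il33* and *Tgfb2*, all higher in Fgfr2+ FB. Between tissues, 2 differed in PDGFRα hi FB (*Il33* and *Tgfb3*, both higher in the small intestine) and 3 in Fgfr2+ FB. Of the latter, *Flt3l* and *Il34* were higher in the small intestine and *Il6* was higher in the colon (at least 10.9-fold). Over the list alone these counts were 4, 3 and 6, though the genes of Fig. 2h–j were chosen in the paper for a tissue difference in these libraries, so that an adjustment over these lists is no independent test. Several of these calls lay near the threshold. Between the subsets, *Il33* was no longer called in 11 of 22 alternative settings, the replicate block among them, and *Flt3l* in 7 of 22. *Flt3l* and *Tgfb2* were not called within the colon alone. Within the small intestine alone they were, with log2 fold changes of 2.95 and 2.37 (adjusted p = 0.00436 for both by edgeR's quasi-likelihood test). The tissue difference of *Flt3l* differed between the subsets (interaction log2 fold change 2.47, adjusted p = 0.0301), a call lost in 9 of 20 alternative settings. Between tissues in Fgfr2+ FB, *Il34* was no longer called in 11 of 22 and *Il6* in 9 of 19, in both cases with the replicate block among them. *Il33* (chromosome 19, 29925114 to 29960718) was at 93.5 ± 9.33 and 76.2 ± 30.8 CPM in small intestinal and colonic Fgfr2+ FB and did not differ between them (log2 fold change 0.34, SE 0.54, adjusted p = 0.804 by edgeR's quasi-likelihood test). In PDGFRα hi FB it was at 16.4 ± 10.1 CPM in the small intestine and 0.547 ± 0.383 CPM in the colon (log2 fold change 4.82, SE 0.70, adjusted p = 0.000845). The tissue difference of *Il33* differed between the subsets (interaction log2 fold change -4.48, SE 0.87, adjusted p = 0.0141). *Flt3l* was at 292 ± 135 CPM in small intestinal and 52.1 ± 17.4 CPM in colonic Fgfr2+ FB (log2 fold change 2.53, SE 0.39, adjusted p = 0.00149). *Flt3l*, *Il34* and *Il6* were also called between small intestinal CD34+ FB and small intestinal Fgfr2+ FB, *Flt3l* and *Il34* being lower and *Il6* higher in the former.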

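Of the 11 receptor genes listed in Fig. 2h, *Il1rl2* alone was called in PDGFRα hi FB, higher in the colon, and *Il1rl2* and *Tnfrsf21* in Fgfr2+ FB, both higher in the small intestine. Over the list alone, whose genes the paper chose for a tissue difference in these libraries, 6 were called in PDGFRα hi FB and 5 in Fgfr2+ FB. *Il1rl2* was at 224 ± 79.1 and 66.2 ± 39.1 CPM in small intestinal and colonic Fgfr2+ FB (log2 fold change 1.79, SE 0.46, adjusted p = 0.0415 by edgeR's quasi-likelihood test) and at 7.99 ± 3.32 and 36.4 ± 12.9 CPM in PDGFRα hi FB (log2 fold change -2.22, SE 0.47, adjusted p = 0.0189). The call of *Il1rl2* in Fgfr2+ FB was lost in 12 of 22 alternative settings, the replicate block among them. In PDGFRα hi FB it was lost in 5 of 22, and the call of *Tnfrsf21* was lost in 10 of 22. All 8 chemokine genes listed in Fig. 2i had higher means in small intestinal than in colonic Fgfr2+ FB. Of these, 5 were differentially expressed (*Ccl11*, *Cxcl5*, *Cxcl9*, *Cxcl14* and *Cxcl16*), and all 8 were over the list alone, which was chosen in the same way. The call of *Ccl11* was lost in 5 of 22 alternative settings and that of *Cxcl5* in 4 of 22. *Cxcl14* was at 120 ± 59.2 CPM in small intestinal and 7.02 ± 2.44 CPM in colonic Fgfr2+ FB (log2 fold change 4.13, SE 0.53, adjusted p = 0.000303), and *Cxcl9* at 168 ± 69.6 and 11.8 ± 7.49 CPM (log2 fold change 3.85, SE 0.56, adjusted p = 0.000976). *Ccl11* (chromosome 11, 82057823 to 82062955) was at 1653 ± 901 CPM in small intestinal and 562 ± 34.9 CPM in colonic Fgfr2+ FB (log2 fold change 1.58, SE 0.37, adjusted p = 0.0268). Its tissue difference was larger in PDGFRα hi FB, at 1044 ± 200 and 14.5 ± 7.14 CPM (log2 fold change 6.13, SE 0.45, adjusted p = 2.40e-06, interaction adjusted p = 0.000384). *Ccl21a*, an uncertain gene with 80.6% of its 31-base stretches shared with other genes, was at 15.2 ± 10.2 and 0.348 ± 0.161 CPM in small intestinal and colonic Fgfr2+ FB and did not pass over all genes (adjusted p = 0.0692). *Ccl11*, *Cxcl9* and *Cxcl14* were also lower in small intestinal CD34+ FB than in small intestinal Fgfr2+ FB.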

Both subsets of small intestinal FB also expressed enzymes implicated in the metabolism and generation of retinoic acid (Fig. 2j), a major regulator of small intestinal immune responses. 

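The 4 genes listed in Fig. 2j had higher means in the small intestine than in the colon in both subsets. *Aldh1a3* (chromosome 7, 66390890 to 66427517) was called in both. It was at 301 ± 146 and 15.8 ± 4.08 CPM in small intestinal and colonic PDGFRα hi FB (adjusted p = 1.45e-05 by edgeR's quasi-likelihood test), and at 1513 ± 537 and 79.6 ± 16.0 CPM in small intestinal and colonic Fgfr2+ FB (log2 fold change 4.27, SE 0.39, adjusted p = 1.60e-05). *Rdh10* was called in Fgfr2+ FB, at 748 ± 159 and 86.1 ± 39.1 CPM (log2 fold change 3.14, SE 0.32, adjusted p = 4.12e-05). In PDGFRα hi FB its log2 fold change was 1.06 (SE 0.30, adjusted p = 0.0993), and the interaction was called (adjusted p = 0.0192), though not in 6 of 20 alternative settings. *Aldh1a2* was called in Fgfr2+ FB (log2 fold change 1.68, SE 0.33, adjusted p = 0.00920) and stayed below the fold threshold in PDGFRα hi FB (log2 fold change 1.43, SE 0.33, adjusted p = 0.0326). *Aldh1a1* stayed below that threshold in both, with an adjusted p of 0.0467 in PDGFRα hi FB and a log2 fold change of 1.27 (SE 0.32, adjusted p = 0.0379) in Fgfr2+ FB. It was higher in PDGFRα hi FB than in Fgfr2+ FB (log2 fold change -3.17, SE 0.43, adjusted p = 0.000478). The genes called over the list alone, which the paper chose for a tissue difference in these libraries, were the same in number, 1 in PDGFRα hi FB and 3 in Fgfr2+ FB. *Aldh1a3* and *Rdh10* were also lower in small intestinal CD34+ FB than in small intestinal Fgfr2+ FB.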

Importantly, these bulk RNA-seq expression profiles largely overlapped with our scRNA-seq datasets (Supplementary Fig. 2j), although data from the latter was, as expected, sparser and at lower expression levels generally. 

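The difference between tissues was tested for a difference between the subsets. This interaction passed the threshold for 201 genes, 170 of which were also called in at least 1 of the tissue comparisons. With the replicate number as a block it passed for 175. *Nrg1* differed most clearly among the listed epithelial support genes, with an interaction log2 fold change of 5.53 (SE 0.72, adjusted p = 0.000704 by edgeR's quasi-likelihood test). Its colonic difference in PDGFRα hi FB had no counterpart in Fgfr2+ FB, where it was at 67.4 ± 30.9 CPM in the small intestine and 26.2 ± 8.68 CPM in the colon (log2 fold change 1.39, SE 0.48, adjusted p = 0.143). *Fgfr2* was higher in the small intestine in Fgfr2+ FB (log2 fold change 1.84, SE 0.29, adjusted p = 0.00160) and higher in the colon in PDGFRα hi FB (log2 fold change -1.60, SE 0.29, adjusted p = 0.00543), an interaction log2 fold change of 3.44 (SE 0.41, adjusted p = 0.000384). *Sfrp1* was at 3870 ± 1035 and 3447 ± 243 CPM in small intestinal and colonic Fgfr2+ FB and at 30.9 ± 4.15 and 130 ± 44.5 CPM in small intestinal and colonic PDGFRα hi FB (interaction log2 fold change 2.31, SE 0.36, adjusted p = 0.00298). *Tgfb3* was higher in the small intestine in PDGFRα hi FB and not in Fgfr2+ FB, where it was at 58.0 ± 12.8 and 127 ± 53.4 CPM (interaction log2 fold change -3.52, SE 0.52, adjusted p = 0.00191). *Egr1* had an interaction log2 fold change of -2.16 (SE 0.43, adjusted p = 0.0170), and lost its call in 5 of 20 alternative settings.

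**Figure D2:**
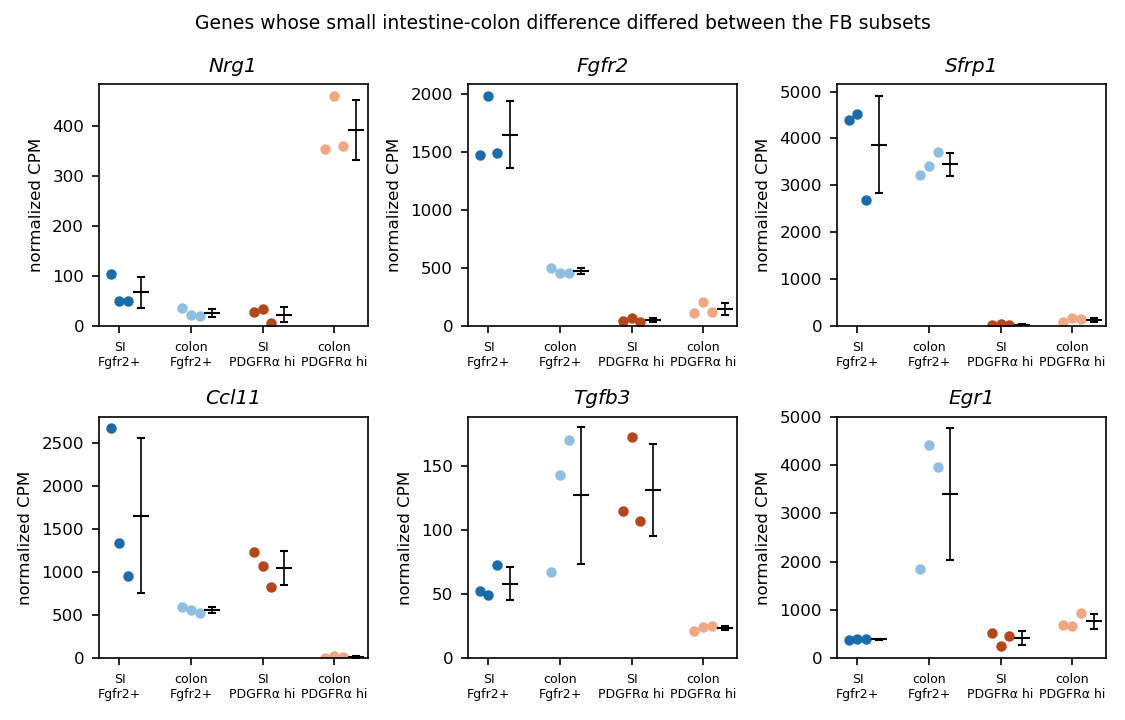
Normalized CPM of 6 genes whose small intestine-colon difference differed between the FB subsets. Each point is 1 library, the black bar is the mean of 3 libraries and its whiskers the SD. The means of *Tgfb3* in small intestinal and colonic Fgfr2+ FB are 58.0 and 127 CPM.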

Collectively, these results highlight the unique transcriptional profiles of intestinal PDGFRα^hi^ FB and Fgfr2^+^ FB and show that these vary depending on location along the length of the intestine.

### Precursors in E12.5 intestine can give rise to all adult intestinal MSC subsets

While adult small intestinal and colonic LP contains multiple phenotypically, transcriptionally and spatially distinct MSC subsets, the developmental relationship between these subsets and whether all derive from similar precursors remain unclear^20,31,32^. To address this, we first investigated which MSC might be present in the small intestine and colon of E12.5 embryos by flow cytometry (Fig. 3a and Supplementary Fig. 3a). In contrast to adult mice (Fig. 2c, d), E12.5 small intestinal and colonic Itgβ1^+^ cells consisted mostly of PDGFRα^+^CD34^−^ MSCs. However there was also a small subset of PDGFRα^−^ cells that expressed dipeptidyl peptidase-4 (DPP4, CD26) and PDPN (Fig. 3a, b), markers of mesothelial cells^38^ that have previously been suggested to be a source of precursors for some intestinal FB and SMC in the developing embryo^31,32,39^. To address whether these populations could give rise to the MSC subsets found in the adult intestine, small and large intestine from E12.5 embryos ubiquitously expressing EYFP were transplanted under the kidney capsule of adult wildtype recipient mice (Fig. 3c). As expected^40–42^, small intestinal and colonic grafts had increased markedly in size by 4–6 weeks post transplantation (Fig. 3c) and contained mucosa that histologically resembled adult small intestine and colon, respectively (Supplementary Fig. 3b). To assess the phenotypic diversity of graft-derived MSC, small intestinal and colonic grafts were isolated 4 weeks after transplantation, digested, and the expression of MSC subset markers on graft-derived (YFP^+^) Itgβ1^+^ MSC assessed by flow cytometry (Fig. 3d and Supplementary Fig. 3c). Both small intestinal and colonic grafts contained putative populations of graft-derived SMC (CD146^+^PDGFRα^−^PDPN^+^), pericytes (CD146^+^PDGFRα^−^PDPN^−^), PDGFRα^hi^ FB (CD146^−^CD34^−/lo^PDGFRα^hi^), CD81^+^ FB (CD146^−^PDGFRα^lo^CD81^+^CD34^+^) and CD81^−^CD34^+^ FB (CD146^−^PDGFRα^lo^CD34^+^CD81^−^) (Fig. 3d). To confirm the presence of these MSC subsets in the grafts, YFP^+^Itgβ1^+^ MSC were sorted from grafted colon and subjected to scRNA-seq (Supplementary Fig. 3c). UMAP dimensionality reduction and Louvain clustering identified eight clusters (Fig. 3e), two of which (clusters 6 and 7) were identified as ICC and mesothelial cells, respectively^43–45^ (Supplementary Fig. 3d). These clusters were not part of our adult MSC datasets, as ICC were removed bioinformatically, while the mesothelium was removed together with the muscularis externa during tissue processing. Pearson correlation analysis based on the pseudo-bulk of overlapping variable genes identified cluster 3 as being similar to adult PDGFRα^hi^ FB, cluster 4 as pericytes and cluster 5 as SMC (Fig. 3e, f). The remaining three clusters (clusters 0–2) were more closely related to the three adult CD34^+^ FB subsets, with cluster 1 correlating most closely to CD81^+^ FB, cluster 0 most closely to Fgfr2^+^/CD90^+^ FB and cluster 2 showing overlap with all three adult CD34^+^ FB subsets (Fig. 3f). Furthermore, the distinct expression of epithelial support genes by each of the four FB subsets largely overlapped with the pattern seen in adult intestine (Fig. 3g and 2a). Collectively, these results suggest that MSC precursors present in E12.5 intestine can give rise to all adult intestinal MSC subsets.

**Fig. 3:**
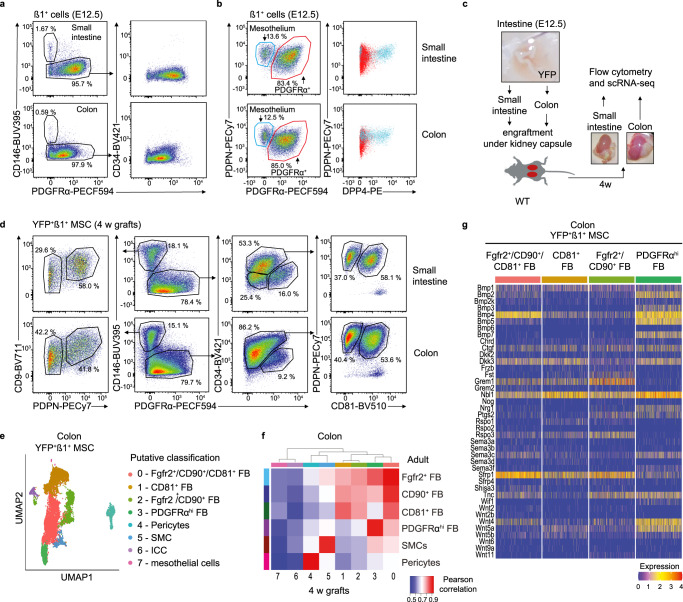
Adult intestinal MSC subsets derive from intestinal precursors present in E12.5 intestine. **a**, **b** Flow cytometric analysis of Itgβ1^+^ MSCs isolated from indicated organs on embryonic day (E) 12.5. **b** Right hand plots show expression of DPP4 (CD26) on gated PDPN^+^PDGFRα^−^ (blue) and PDPN^+^PDGFRα^+^ (red) cells from plots on left. Data are representative of **a** 4 experiments with 2–8 embryos/experiment, or **b** 3 experiments with 6–8 individual embryos. **c** Workflow of transplantation of E12.5 intestine from YFP^+^ mice under the kidney capsule of WT recipients. **d** Flow cytometric analysis of YFP^+^Itgβ1^+^ MSC in intestinal grafts 4 weeks after transplantation. Results are representative of 2 experiments with 4 (small intestine) or 2–3 (colon) grafts/experiment. **e** UMAP dimensionality reduction of scRNA-seq data colored by Louvain clustering from FACS purified YFP^+^Itgβ1^+^ MSC isolated from colonic grafts 4 weeks after transplantation. Data are from 8624 single cells from 3 pooled colonic grafts with an average of 2223 genes/cell. **f** Pearson correlations of averaged gene expression in colonic graft and adult colon MSC clusters based on 1486 overlapping variable genes. **g** Heatmap showing transcription levels (integrated data) of selected epithelial support genes within the putative corresponding FB clusters identified in (**e**). See also Supplementary Fig. 3.

### Adult intestinal MSC derive from *Gli1*^*+*^ embryonic precursors

To explore further the origin of adult MSC, we next lineage-traced E12.5 MSC and mesothelium into adulthood. GLI1 is a transcription factor induced by active hedgehog-signaling and is expressed by MSC in multiple organs^46^, including early embryonic and adult intestinal MSC^6,47,48^. Consistent with this, a large proportion of each of the MSC subsets present in the adult small intestine and colon of *Gli1*-EGFP mice expressed *EGFP* (Supplementary Fig. 4a). Further, while *Gli1* transcripts were sparse in our scRNA-seq datasets, they were present across all adult intestinal MSC subsets (Supplementary Fig. 4b). In E12.5 *Gli1*-EGFP embryos, small intestinal and colonic PDGFRα^+^ MSC and PDGFRα^−^PDPN^+^ mesothelial cells expressed EGFP, whereas intestinal epithelial, endothelial and CD45^+^ cells did not (Fig. 4a, b). Again, while *Gli1* transcripts were sparse in our embryonic scRNA-seq datasets, they were present in both embryonic mesothelial cells and PDGFRα^+^MSC (Supplementary Fig. 4c). To lineage-trace *Gli1*-expressing cells into adulthood, female *R26R*.EYFP mice^49^ were mated with *Gli1*-Cre.ERT2 males expressing the estrogen receptor (ERT2) under control of *Gli1*-Cre, and pregnant dams injected i.p with 4-hydroxytamoxifen (4-OHT) at E11.5 (Fig. 4c). Two days later, YFP expression had been induced in a small but consistent proportion of Itgβ1^+^PDGFRα^+^ MSC and mesothelial cells in the small intestine and colon of *Gli1*-CreERT2^+/−^.*R26R*.EYFP embryos, but not in Cre^−^ embryos (Supplementary Fig. 4d, e). Labeling was not observed in intestinal epithelial, endothelial or CD45^+^ immune cells of *Gli1*-CreERT2^+/−^.*R26R*.EYFP mice and thus was specific to intestinal MSC and mesothelial cells (Supplementary Fig. 4d, e). Five-seven weeks after birth, similar proportions of YFP-expressing cells were detected in all mature MSC subsets in both the small intestine and colon (Fig. 4d). Given the similar proportions of intestinal MSC that are labeled in E13.5 embryos and adult mice, these results suggest that the majority of adult intestinal MSC derives from *Gli1*^*+*^ cells present in the E12.5 intestine.

**Fig. 4:**
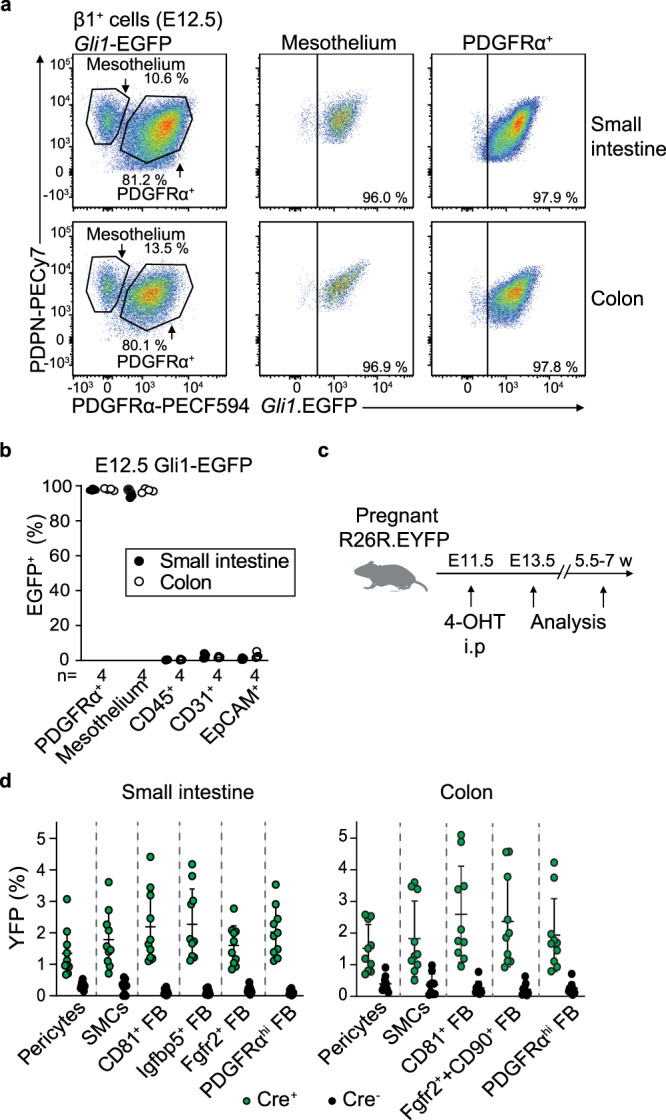
Adult intestinal MSC derive from *Gli1*^*+*^ embryonic precursors. **a** Representative flow cytometric analysis and **b** proportions of indicated cells expressing EGFP in the small intestine and colon of embryonic E12.5 *Gli1*-EGFP mice. Results are from 8 individual embryos, with each circle representing an individual embryo. **c** Workflow of lineage-tracing experiments. *R26R*.EYFP females were mated overnight with *Gli1*.CreERT2^+/−^ males and pregnant dams injected i.p. with 4-hydroxytamoxifen (4-OHT) at E11.5. **d** Proportions of indicated MSC subset expressing YFP in small intestine and colon of 5.5–7-week-old *Gli1*.CreERT2^+/−^.*R26R*.EYFP (Cre^+^) and *R26R*.EYFP (Cre^−^) littermates. Results are pooled from 4 independent experiments with 10 Cre^+^ mice and 11 Cre^−^ mice. Each circle represents an individual mouse. Bars represent the means and SD. See also Supplementary Fig. 4. Source data are provided as a Source Data file.

### Trajectory analysis indicates that adult intestinal FB subsets develop in a linear fashion from embryonic *Gli1*^*+*^ precursors

To gain further insights into the relationship between embryonic intestinal *Gli1*^*+*^ cells and adult intestinal MSC subsets, scRNA-seq was performed on fluorescently activated cell sorted Itgβ1^+^ MSC from the colon of E12.5 embryos. Louvain clustering identified six clusters (Fig. 5a), 5 of which (clusters 0–3 and 5) expressed *Pdgfra* (Fig. 5b) and represented embryonic FB and one of which, cluster 4, was identified as mesothelial cells due to its expression of mesothelial associated markers^44,45^ (Fig. 5b). Consistent with our flow cytometric analysis (Fig. 3b), this cluster also expressed transcripts for *Dpp4* and *Pdpn*, but lacked expression of *Pdgfra* (Fig. 5b, Supplementary Fig. 5a). The mesothelial associated gene Wilms tumor 1 (*Wt1*)^31,39^, whose expression is maintained in cells that have recently undergone epithelial to mesenchymal transition (EMT)^50^, was expressed by embryonic mesothelial cells but also by cells within FB cluster 5 (Supplementary Fig. 5b). This indication that FB cluster 5 may represent a population of FB that have recently undergone EMT is supported by the fact that both embryonic mesothelial cells and FB cluster 5 expressed several genes associated with FB progenitors^51–56^ (Supplementary Fig. 5c). To assess the relationship between embryonic and adult MSC subsets, the embryonic and adult colonic datasets were integrated and tSPACE^57^ trajectory analysis was performed on MAGIC imputed sets of variable genes, as described previously^58,59^. Pericytes were removed from this analysis, as too few of these cells were present in the adult dataset to generate meaningful conclusions. Three-dimensional visualization of tSPACE principal components (tPC) 1–3 demonstrated that embryonic cells clustered together and away from adult MSC subsets (Fig. 5c). Nevertheless, two distinct connections were observed between embryonic and adult colonic MSC (Fig. 5c, arrow heads), one between embryonic clusters and adult SMC, and the second between embryonic clusters and adult CD81^+^ FB and to a lesser extent adult CD90^+^ FB (Fig. 5c). Mapping the location of the individual embryonic clusters within the tSPACE projection suggested that the embryonic FB that connected directly with adult SMC were enriched in clusters 0 and 2, whereas the embryonic FB that connected directly with adult CD81^+^ FB were enriched in cluster 5 (Fig. 5d). The location of mesothelial cluster 4 and cluster 5 within the tSPACE projection was largely overlapping (Fig. 5d), suggesting direct trajectory connections between these populations. As intestinal mesothelial cells at this stage of embryonic gut development undergo EMT and give rise to some intestinal FB and SMC^31,32,39^, while both cluster 5 FB and the embryonic mesothelium shared features of FB progenitors (Supplementary Fig. 5c), we selected these clusters as tSPACE trajectory starting points for pseudotime analysis (Fig. 5e). Both starting points indicated similar pseudotime trajectories towards either adult SMC or adult CD81^+^ FB (Fig. 5e). Collectively, this bioinformatic based analysis indicates that *Gli1*^+^ embryonic precursors may give rise to both SMC and FB in the adult intestine via distinct embryonic intermediates.

**Fig. 5:**
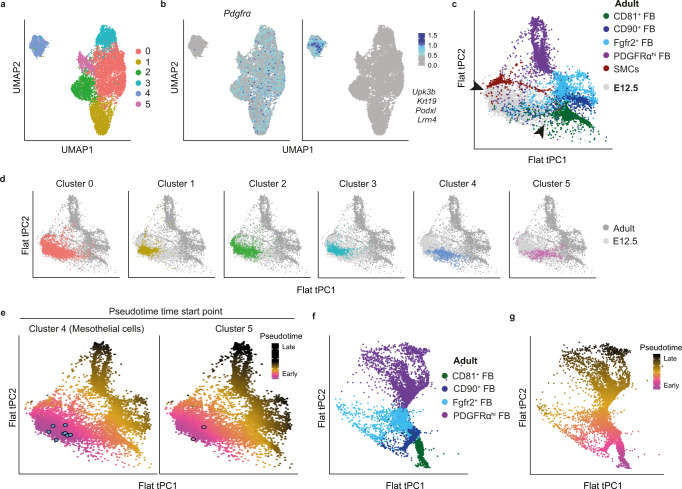
Trajectory analysis indicates that adult intestinal FB subsets develop in a linear fashion from embryonic *Gli1*^*+*^ precursors. **a** UMAP dimensionality reduction of scRNA-seq data colored by Louvain clustering from FACS purified Itgβ1^+^ MSC from the colon of embryonic day E12.5 mice. Data are from 9632 single cells from 2 pooled experiments using 3–5 embryonic colons/experiment, with an average of 2521 genes/cell. **b** UMAP of E12.5 large intestinal Itgβ1^+^ MSC overlaid with expression of *Pdgfra* or the indicated mesothelium associated genes. **c**, **d** tSPACE principal component analysis (tPC1–3) projection of pooled adult colonic and E12.5 large intestinal MSC embedded into 2D space. **c** Adult clusters are color coded as indicated, while E12.5 clusters are in gray. Arrow heads indicate connections between embryonic and adult clusters. **d** Location of indicated E12.5 clusters on tPC projections of adult (dark gray) and embryonic (light gray) MSC. **e** Pseudotime analysis using averaged values of the 9 trajectory starting points (highlighted blue cells) in embryonic Cluster 4 (mesothelial cells, left panel) or 2 trajectory starting points (highlighted pink cells) in embryonic Cluster 5 (right panel) superimposed on the tPC projection. **f** tSPACE projections of indicated adult colonic MSC in tPC1–3 embedded into 2D space and **g** pseudotime analysis superimposed on (**f**) using averaged values of the 215 trajectories starting in CD81^+^ FB. See also Supplementary Fig. 5.

Interestingly, rather than branching directly and separately into the various FB subsets, the only direct connection of adult CD81^+^ FB was to CD90^+^ FB and these then connected to Fgfr2^+^ FB and finally to PDGFRα^hi^ FB (Fig. 5c); tSPACE analysis of adult FB alone showed a similar linear connection between adult FB subsets (Fig. 5f). This finding is consistent with a recent FB atlas of multiple mouse tissues published by Buechler et al. that identified two universal subtypes of FB, *Pi16*^+^ FB and *Col15a1*^+^ FB, with the *Pi16*^+^ FB containing precursors that are capable of giving rise to all tissue-specific FB subsets via a *Col15a1*^+^ intermediate^60^. Overlay of DEG from the FB clusters defined by Buechler et al. onto our adult colonic FB datasets demonstrated that the *Pi16*^+^, *Col15α1*^+^, *Fbln1*^+^ and *Bmp*4^+^ FB clusters broadly overlapped with our colonic CD81^*+*^, CD90^*+*^, Fgfr2^*+*^ and PDGFRα^hi^ FB subsets, respectively (Supplementary Fig. 5d). We thus used CD81^*+*^ FB as the starting population for a new pseudotime analysis of adult colonic FB, which indicated a linear trajectory from adult CD81^+^ FB via CD90^+^ FB and Fgfr2^+^ FB to PDGFRα^hi^ FB (Fig. 5g). Collectively, this bioinformatic analysis suggests that adult intestinal FB arise sequentially from CD81^+^ FB.

### Colonic PDGFRα^hi^ FB may arise directly from Fgfr2^+^ FB and consist of three transcriptionally distinct clusters

Subepithelial PDGFRα^hi^ FB have been described as both “telocytes” and αSMA expressing “myofibroblasts”^5,7,10,12,27^, but whether all these cells represent the same, distinct, or partially overlapping populations remains unclear. Furthermore, as PDGFRα^hi^ FB are believed to support epithelial cell function in anatomically distinct compartments, the stem cell niche^5,10^ and in the region where epithelial cells differentiate^5,7,9,27^, there may be further sub-specialization of these FB depending on their location. Consistent with additional heterogeneity, our tSPACE analysis suggested that PDGFRα^hi^ FB diverged along three distinct trajectories (Fig. 5f, g) and to assess whether these trajectories reflected potential heterogeneity among PDGFRα^hi^ FB, we isolated the PDGFRα^hi^ FB scRNA-seq data and re-clustered the cells at higher resolution. This identified three subclusters, each of which aligned along a distinct trajectory branch when mapping back to the adult tPC projection (Fig. 6a, b). These clusters could be distinguished based on their expression of *Cd9* and *Cd141* (thrombomodulin (Thbd)), into *Cd9*^hi^*Cd141*^−^, *Cd9*^lo^*Cd141*^+^ and *Cd141*^int^ cells (Fig. 6b, c), all of which expressed the “telocyte” marker, *Fox1l* (Supplementary Fig. 6a)^10^. RNA velocity analysis^61^ suggested that all three clusters originated from Fgfr2^+^ FB (Fig. 6d). Similar CD9^hi^CD141^−^, CD9^lo^CD141^+^ and CD9^−^CD141^+/int^ subsets of colonic PDGFRα^hi^ FB could be identified by flow cytometry (Fig. 6e). Analysis of the top DEG between these populations demonstrated that *Cd9*^hi^*Cd141*^−^ cells expressed the highest levels of *Nrg1*, *Fgf7, Il1rl1* (ST2 (IL33 receptor)) and *Ptgs2*, while the *Cd9*^lo^*Cd141*^+^ cells expressed high levels of fibrosis-associated *Aspn* (Asporin), *Il11ra1* and *Cxcl12*, and the *Cd141*^int^ cells expressed high levels of *Cxcl10*, *Ly6c1*, *Adamdec1*, *Wnt4a* and *Plpp3* (Supplementary Fig. 6b). Interestingly, only CD9^lo^CD141^+^ cells, and to a lesser extent the CD141^int^ cells, expressed mRNA and protein for αSMA (Fig. 6f and Supplementary Fig. 6c), a marker used to define subepithelial “myofibroblasts”. Immunohistochemical staining for PDGFRα and αSMA showed that αSMA^+^PDGFRα^hi^ cells localized preferentially to the isthmus area just above colonic crypts, while αSMA^−^PDGFRα^hi^ cells aligned directly underneath the epithelium at the top and bottom of crypts (Fig. 6g). The CD9^lo^CD141^+^, CD9^hi^CD141^−^ and CD141^int^ FB also differentially expressed several epithelial support genes (Fig. 6h), suggesting that these populations may play distinct roles in supporting the epithelium at different stages of its development. Thus, adult colonic subepithelial PDGFRα^hi^ FB consist of spatially and transcriptionally distinct clusters, only a proportion of which express the myofibroblast marker αSMA.

**Fig. 6:**
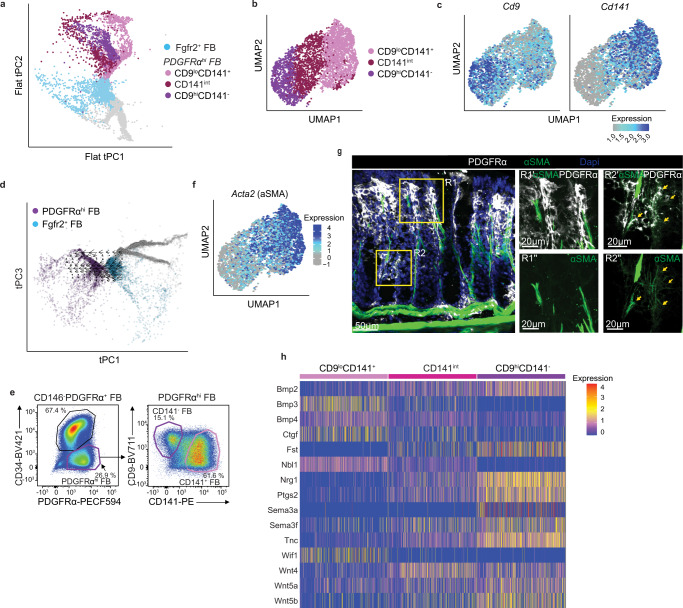
Colonic PDGFRα^hi^ FB may arise directly from Fgfr2^+^ FB and consist of three transcriptionally distinct clusters. **a** tSPACE projection of colonic MSC in tPC1–3 embedded into 2D space, highlighting Fgfr2^+^ FB, together with three PDGFRα^hi^ FB clusters. **b** UMAP dimensionality reduction of re-clustered colonic PDGFRα^hi^ FB depicting the three indicated subclusters and **c** expression *of Cd9* (left panel) and *Cd141* (right panel) overlaid onto the UMAP in (**b**). **d** tSPACE projection of adult colonic MSC in tPC1 and 3, highlighting Fgfr2^+^ FB and PDGFRα^hi^ FB overlaid with RNA velocity estimates. **e** Representative flow cytometric analysis of CD9 and CD141 expression by colonic PDGFRα^hi^ FB. Representative plots from 2 experiments with 3 mice/experiment. **f** *Acta2* (αSMA) gene expression projected onto UMAP of colonic PDGFRα^hi^ FB in (**b**). **g** Immunohistochemical staining of colonic tissue for indicated antigens. R1′^,^″ and R2′^,^″ represent magnifications of R1 and R2 quadrants (yellow squares) on left image. Results are representative stains from 3 experiments with 3 mice/experiment. Arrows indicate αSMA^+^PDGFRα^hi^ FB. **h** Heatmap showing transcription levels (integrated data) of significantly (*p* < 0.05) differentially expressed epithelial support genes between the PDGFRα^hi^ FB clusters. See also Supplementary Fig. 6.

## Discussion

Recent studies have demonstrated considerable heterogeneity within the intestinal LP MSC compartment^5–7,11,12,25,27^ and suggested non-redundant roles for MSC subsets in intestinal homeostasis^7–9,11,27^, inflammation^5,26,62^ and cancer^25^. In addition, analysis of pooled scRNA-seq datasets from different studies suggest that MSC subset composition is similar in the small intestine and colon and in mouse and human intestine^12^. Here, we confirm and extend these findings by showing that the location of intestinal MSC subsets and their expression of epithelial support genes is largely conserved between the small intestine and colon. Nevertheless, by generating flow cytometry panels for identifying and sorting small intestinal and colonic MSC subsets from the same mice, we show significant differences in the transcriptional profile of equivalent MSC subsets between the small intestine and colon, suggesting an important role for the local environment in regulating niche specific MSC functions. Furthermore, by using a combination of transplantation and lineage-tracing approaches, scRNA-seq and bioinformatics analysis, we provide important insights into the ontogeny and developmental trajectories of intestinal MSC subsets, and demonstrate that these cells derive from *Gli1*^*+*^ precursors present in the E12.5 intestine.

Consistent with previous reports^7,10,11,34,63^, we found that PDGFRα^hi^ FB lie directly underneath the epithelium in both the small and large intestine, while CD81^+^ FB were present in the submucosa and surrounding larger vessels deep in the mucosa, in proximity to the epithelial stem cell niche. In contrast, the location of intestinal CD81^−^PDGFRα^lo^ FB has not yet been fully elucidated. Our scRNA-seq analysis demonstrated that CD81^−^PDGFRα^lo^ FB in both the small intestine and colon consisted of two populations; in addition to the Fgfr2^+^ FB subset found in both the small intestine and colon, there was a CD90^+^ FB subset in the colon and an Igfbp5^+^ subset in the small intestine. We found that the latter two transcriptionally related FB subsets located primarily near the base of colonic crypts indicating that they primarily represent peri-cryptal populations of FB. In contrast, Fgfr2^+^ FB were located along the length of the villus core in the small intestine and within the isthmus between colonic crypts. These findings are consistent with studies using *Fgfr2-*mCherry reporter mice^25^ and suggest the Fgfr2^+^ FB primarily represent interstitial FB^25^. Collectively, these studies of intestinal FB subsets confirm and extend previous work, highlighting their distinct transcriptional profiles and complex spatial organization within the mucosa.

To gain additional insights into intestinal FB subsets, as well as tissue-specific differences in FB function, we generated and validated a flow cytometry panel that allowed us to sort and perform bulk RNA-seq analysis on individual FB subsets. We focused our downstream analysis on PDGFRα^hi^ FB and Fgfr2^+^ FB, the former because of their subepithelial location and the known differences in the composition of the epithelium between the small intestine and colon^1^, and the latter because there is limited knowledge of their function^11,25^. GO analysis identified multiple transcription pathways that were enriched in Fgfr2^+^ FB compared with PDGFRα^hi^ FB and suggested that these cells play a more dominant role in extracellular matrix organization, immune response regulation, as well as the regulation of endothelial cell and neuronal growth, consistent with their interstitial location. In contrast, PDGFRα^hi^ FB were enriched in pathways associated with epithelial sheet morphogenesis and development, as well as smooth muscle contraction, the latter consistent with the observation that a proportion of these cells express αSMA.

We also observed a marked difference in the transcriptional profile of PDGFRα^hi^ FB and Fgfr2^+^ FB depending on whether they derived from the small intestine or colon. Both PDGFRα^hi^ and Fgfr2^+^ FB expressed higher levels of many epithelial support genes in the colon compared with the small intestine, suggesting there may be a greater need for FB support of epithelial integrity in the colon compared with the small intestine. Consistent with this, WNT secretion by *Gli1*-expressing MSC is essential for homeostasis of the colonic epithelium^6,9,16^, but this is less important in the small intestine, where Paneth cells represent a major source of WNTs^18,64^. While few pathways were selectively upregulated in small intestinal FB subsets, both small intestinal Fgfr2^+^ FB and PDGFRα^hi^ FB subsets were enriched in the GO term for “anterior/posterior pattern specification”, expressing selected Hox genes. Both subsets in the small intestine also expressed higher levels of several genes encoding enzymes involved in vitamin A metabolism, consistent with previous findings that some small intestinal FB display aldehyde dehydrogenase activity and that there is increased retinoic acid receptor signaling in the small intestine compared with the large intestine^21,65^. Small intestinal Fgfr2^+^ FB were also enriched in the GO terms “response to IFNγ”and “defense response to protozoa” and expressed higher levels of genes encoding chemokines, cytokines and cytokine receptors than their colonic counterparts, suggesting a more prominent immunological role for these cells in the steady state small intestine compared with the colon. Collectively, these findings indicate that the local microenvironment plays a crucial role in regulating the transcriptional profile and specialization of intestinal FB in different regions of the intestine. The nature of these environmental factors and their importance in local tissue homeostasis awaits further study.

The mesothelium is an epithelial monolayer that lines body cavities and internal organs, including the serosal surface of the intestine^66^. While mesothelial cells are not thought to undergo EMT in the steady state postnatal intestine^39^, tissue injury can induce EMT in which mesothelium gives rise to both SMC and FB in a number of tissues including the intestine^30,32,67^. In contrast to the postnatal intestine, the intestinal mesothelium has been shown to undergo EMT in early embryonic development and give rise to SMC in the intestinal muscle layers and vasculature^31,39^, as well as an uncharacterized FB in the outer serosa of the intestine^32^. Whether mesothelium or other precursors present in the early embryonic intestine contribute to the MSC subsets present in the adult small intestine and colon LP has remained unclear. Here we used intestinal transplantation and lineage-tracing approaches to demonstrate that all adult small intestine and colon LP MSC subsets derive from *Gli1*-expressing progenitors present in the E12.5 intestine. At that time point, *Gli1* expression was restricted to mesothelial cells and a population of PDGFRα^+^ FB. scRNA-seq analysis showed that both mesothelial cells and a minor cluster of cells within the PDGFRα^+^ FB population expressed markers previously associated with FB progenitors, with tSPACE analysis suggesting a direct trajectory connection between mesothelial cells and cluster 5. Collectively this suggests that *Gli1*^*+*^ mesothelial cells in E12.5 intestine may be the source of all adult LP FB subsets, although this remains to be proven directly and we cannot rule out the possibility that *Gli1*^*+*^ cells of non-mesothelial origin within embryonic cluster 5 also contribute to adult LP FB generation. Of note, although *Wt1*-CreERT2 mice have been used previously to lineage-trace cells derived from mesothelium^39^, they would not be appropriate for discriminating between mesothelial cells and cells within cluster 5 in the E12.5 intestine, as both expressed *Wt1*. Thus, this issue remains to be explored using more precise approaches.

Our tSPACE analysis revealed direct connections between embryonic MSC clusters and adult CD81^+^ FB, suggesting that all adult intestinal FB subsets arise via CD81^+^ FB, rather than from distinct populations of embryonic intermediates. Consistent with this possibility, we found intestinal CD81^+^ FB to be located at the base of the mucosa in the adventitia surrounding larger vessels, an anatomical niche that contains MSC progenitors in other tissues^46,68–73^. In addition, our intestinal CD81^+^ FB were transcriptionally related to the *Pi16*^+^ FB recently reported to be an adventitial FB population capable of giving rise to additional FB subsets in a variety of tissues^60^. Finally, lineage-tracing experiments have shown that intestinal *Grem1*^*+*^ FB, which are equivalent to CD81^+^ FB, give rise to subepithelial FB along the entire crypt-villus axis^55^. Collectively, these findings suggest that CD81^+^ FB act as precursors of FB subsets in the adult intestine.

While early bioinformatics based trajectory studies of intestinal FB suggested a bifurcation downstream from CD81^+^ FB^5^, our tSPACE, pseudotime and Velocity analyses suggested that there was a linear progression of colonic CD81^+^ FB to adult CD90^+^ FB, then to Fgfr2^+^ FB and finally to PDGFRα^hi^ FB. Again, this conclusion is consistent with the recent work on *Pi16*^+^ FB precursors, which have been shown to give rise first to *Col15α1*^+^ FB (transcriptionally related to our CD90^+^ FB) and then to tissue-specific FB clusters that in the intestine included *Fbln1*^+^ FB (related to our Fgfr2^+^ FB) and finally to *Bmp4*^+^ FB (related to our PDGFRα^hi^ FB)^60^. Interestingly, the trajectory from CD81^+^ FB also correlated with the basal to apical localization of the downstream FB subsets in the colonic LP, indicating that this process may be driven by factors present in distinct microenvironmental niches. Notably, FB populations turn over slowly in the steady state adult intestine^5,27,55^ and our results do not exclude the possibility that under these conditions individual FB subsets may self-maintain without input from upstream precursors.

Recent scRNA-seq studies have suggested that colonic subepithelial PDGFRα^hi^ FB are heterogeneous^5,25,27^ and here we found that PDGFRα^hi^ FB diverged into 3 clusters, which we could define as CD9^lo^CD141^+^, CD9^hi^CD141^−^ and CD141^int^ FB. The CD9^lo^CD141^+^ FB are likely related to the PDGFRα^hi^ FB subcluster S2a defined by Kinchen et al., as they expressed high levels of *Cxcl12*, while CD9^hi^CD141^−^ FB expressed high levels of *Nrg1* and so are likely related to the PDGFRα^hi^ FB subcluster S2b^5^. Although all three clusters expressed the telocyte marker *Foxl1*^10^, CD9^lo^CD141^+^ FB and to a lesser extent CD141^int^ FB, expressed *Acta2*, coding for αSMA, a marker often associated with myofibroblasts. αSMA^+^PDGFRα^hi^ FB were located directly underneath the epithelium approximately halfway up colonic crypts, suggesting that CD9^lo^CD141^+^ and CD9^hi^CD141^−^ subepithelial FB localize within distinct regions along the crypt axis. Of the three PDGFRα^hi^ FB clusters, CD9^lo^CD141^+^ FB expressed the highest levels of the WNT antagonists *Wif1*, *Bmp3* and *Bmp4*. Therefore we speculate that the location of CD9^lo^CD141^+^ FB halfway up colonic crypts allows them to promote the terminal differentiation of epithelial cells as they migrate up the crypt^74^. In contrast, CD9^hi^CD141^−^ FB expressed high levels of top of crypt-associated non-canonical *Wnt4, Wnt5a* and *Wnt5b*^75,76^ and *Tenascin C (Tnc)*^77,78^ and base of crypt-associated *Ptgs2* (the gene encoding COX-2)^15,25^ and *Sema3a*^16^. Thus, our findings indicate that each of the three PDGFRα^hi^ FB subsets may play distinct roles in colonic epithelial homeostasis.

In conclusion, our study provides a comprehensive mapping of intestinal MSC diversity, location and epithelial support function and highlights a central role for location along the intestinal length in regulating the transcriptional profile and functional specialization of intestinal FB. We also show that all adult MSC derive from *Gli1*-expressing embryonic precursors and propose these to be of mesothelial origin. Our data further suggest that there is a linear developmental relationship between adult FB subsets that culminates in the development of a heterogeneous group of subepithelial PDGFRα^hi^ FB. Together our findings provide key insights into MSC diversity, development, function and interrelationships with relevance to intestinal development and homeostasis.

## Methods

### Mice and ethical statements

*Gli1*^tm3(cre/ERT2)Alj^ (*Gli1*-CreER^T2^, 007913 Jackson laboratories), B6.129×1-Gt(ROSA)26Sor^tm1(EYFP)Cos^/J (*R26R*.EYFP, 006148 Jackson laboratories), *Gli1*-EGFP^79^ and EYFP mice (obtained by crossing *R26R*.EYFP with the relevant Cre mice) were bred and maintained at the Bio-Facility animal house (Technical University of Denmark). C57BL/6Nrj mice were purchased from Janvier Labs (Le Genest-Saint-Isle, France). *Ackr4*^tmlCcbl1^ mice (*Ackr4*.EGFP)^80^ were bred and maintained in the Central Research Facility, Glasgow University. Mice were maintained on a 12 h light and dark cycle at 22 °C and 55% humidity. Adult mice were used between 5.5 and 12w of age. Mice of both genders were used in all experiments and littermates were used as controls. All experiments were approved by the Danish Animal Experiments Inspectorate (license 2016-15-0201-00931), or with ethical approval under a Project Licence from the UK Home Office.

### Kidney grafting

EYFP male mice were mated overnight with C57BL/6Nrj females and the following morning was defined as gestational day 0.5 (E0.5). Pregnant dams were sacrificed at E12.5 and small and large intestine were dissected from embryos under a stereo microscope (VWR). Adult WT mice were anaesthetized by i.p injection of Ketaminol Vet. (100 mg/kg, MSD animal health) and Rompun Vet. (10 mg/kg, Bayer) and were injected subcutaneously with Bupaq (0.1 mg/kg, Richter Pharma). Washed embryonic intestine was transplanted under the kidney capsule of anesthetized recipients as described previously^42^. Recipients were sacrificed at the time points indicated and grafts were dissected and cut into pieces prior to cell isolation as described below.

### In vivo lineage tracing

*Gli1*-CreER^T2^ male mice were mated overnight with *R26R*.EYFP females and the following morning was defined as gestational day E0.5. At E11.5, pregnant dams were injected i.p. with 4-hydroxytamoxifen ((4-OHT), 1.6 mg, Sigma) and progesterone (0.8 mg, Sigma) in 160 μL phosphate buffered saline (PBS) with 25% Kolliphor (Sigma)/25% ethanol (Fischer Scientific). Small and large intestine were isolated from embryos or weaned offspring at the time points indicated.

### Cell isolation

Intestinal cell suspensions were generated as described previously^81^ with minor changes. Briefly, washed intestinal tissue was opened longitudinally and Peyer’s patches removed. For scRNA-seq and bulk RNA-seq experiments on adult intestine, muscularis externa was stripped away using tweezers. Tissues were cut into 0.5–1 cm pieces and epithelial cells removed by 3 consecutive rounds of incubation in HBSS supplemented with HEPES (15 mM), sodium pyruvate (1 mM), penicillin/streptomycin (100 U/mL), gentamycin (0.05 mg/mL), EDTA (2 mM) (all Invitrogen) and FCS (2.5%) (Sigma), for 15 min at 37 °C with constant shaking at 350 rpm. After each incubation, samples were shaken for 10 sec and medium containing epithelial cells and debris was discarded. For colonic tissues, DL-dithiothreitol (5 mM) (Sigma) was added at the first incubation step. Remaining tissue pieces were digested with collagenase P (0.6 U/mL, Sigma) or with Liberase TM (0.325 U/mL, Roche) and DNAse I (31 μg/mL, Roche) in R10 medium (RPMI 1640, sodium pyruvate (1 mM), HEPES (10 mM), penicillin/streptomycin (100 U/mL), gentamycin (0.05 mg/mL), and 10% FCS) for up to 30 min at 37 °C with constant shaking at 550 rpm (small intestine) or with a magnetic stirrer and at 280 rpm (large intestine). For bulk RNA-seq cells were treated with ACK lysing buffer (Gibco) to lyse red blood cells prior to sorting. For isolation of cells from embryonic intestine, tissues were digested directly for 30 min at 37 °C in Eppendorf tubes with constant shaking at 900 rpm. The resulting cell suspensions were filtered through a 70 μm filter and washed in MACS buffer (PBS with FCS (3%) and EDTA (2 mM)) twice prior to subsequent analyses.

### Flow cytometry and cell sorting

Cell suspensions were stained with fluorochrome labeled primary antibodies (see Supplementary Table 1) in Brilliant stain buffer (BD Biosciences) for 30 min on ice. Flow cytometry was performed on an LSR Fortessa II (BD Biosciences), FACSAria Fusion (BD Biosciences), or FACSMelody (BD Biosciences) and analyzed with FlowJo software (TreeStar). Dead cells were identified by staining with either 7-AAD (eBioscience) or Zombie UV fixable viability dye (BD Biosciences) and cell doublets were excluded on the basis of FSC-A/FSC-H. For intracellular staining, cells were stained for surface antigens, fixed with FoxP3 Staining Buffer set (eBioscience) and stained for αSMA in FoxP3 Permeabilization buffer (eBioscience). After washing, cells were stained with antibodies to surface antigens not compatible with fixation according to the manufacturer’s instructions.

### Immunohistochemistry

Tissues were fixed in paraformaldehyde (4%, PFA) and sectioned (70 μm) using a Vibratome (Leica VT12000S). Sections were incubated in PBS containing bovine serum albumin (BSA) (1%) and Triton-X100 (0.3%) for 1 h at room temperature (RT) to block non-specific staining and incubated with fluorochrome conjugated or unconjugated primary antibodies (see Supplementary Table 1) overnight at 4 °C. After washing with PBS containing Triton-X100 (0.3%), tissues were incubated with secondary antibodies (see Supplementary Table 1) at RT for 2–4 h. For detection of CD81, staining with biotinylated anti-CD81 was enhanced using the Biotinyl Tyramide kit (Perkin Elmer) according to the manufacturer’s instructions after blocking of endogenous biotin using Streptavidin/Biotin Blocking kit (Invitrogen). Endogenous. peroxidase was inactivated by incubating tissues with H_2_O_2_ (3%) for 30 min at RT before incubation with streptavidin-horse radish peroxidase (HRP). Sections were analyzed under 40x magnification using a Zeiss LSM710 confocal microscope and images were processed using Zeiss Zen and Imaris software. For histological analysis of kidney grafts, tissue pieces were fixed in 4% paraformaldehyde for 8 h and paraffin-embedded sections were stained with hematoxylin and eosin.

### RNAscope

Sections (3–5 μm) of formalin-fixed paraffin-embedded tissues were transferred to glass slides and RNA-scope staining was performed using the RNAscope® Multiplex Fluorescent Reagent Kit v2 (ACDBio) according to the manufacturer’s instructions with the indicated probes (see Supplementary Table 1). Tissue sections were incubated with anti-PDPN in RNAscope® co-detection Antibody Diluent overnight at 4 °C, slides were washed in PBS and Tween-20 (0.1%), permeabilized and hybridized with probes. Probes were detected using the Opal^TM^ fluorochromes, anti-PDPN was detected by incubation with Cy3 conjugated anti-syrian hamster antibody for 30 min at RT, and nuclei were counter-stained using DAPI. Stained samples were washed in H_2_O and a cover glass with ProLong Gold antifade mount applied. Samples were imaged with a Zeiss LSM 710 confocal laser microscope.

### Library preparation and sequencing

#### Single-cell RNA-seq

Sorted cells were washed in cold PBS containing bovine serum albumin (0.04%), counted and diluted to the desired concentration following 10X Genomics guidelines (10x Genomics, CG000053_CellPrepGuide_RevC). ScRNA-seq libraries were prepared according to the manufacturer’s instructions using Chromium Single Cell 3′ Library & Gel Bead Kit v3 (10x Genomics, PN-1000092) or 5′ kit Chromium Single Cell 5′ Library & Gel Bead Kit (10x Genomics, PN-1000006) and Chromium Chip B Single Cell Kit (PN-1000074) with the Chromium Controller & Next GEM Accessory Kit (10x Genomics, PN-120223). In brief, single cells, reverse transcription reagents, Gel Beads containing barcoded oligonucleotides, and oil were combined on a microfluidic chip to form Gel Beads in Emulsion (GEMs). Individual cells were lysed inside the GEMs and the released poly-A transcripts were barcoded with an Illumina R1 sequence, a 10X barcode and a Unique Molecular Identifier (UMI) during reverse transcription (RT). After RT, GEMs were broken, barcoded cDNA was purified using Dynabeads MyOne silane (10x Genomics, PN-2000048) and amplified by Polymerase Chain Reaction (PCR). Amplified cDNA were cleaned up with SPRIselect Reagent kit (Beckman Coulter, B23318). Indexed sequencing libraries were constructed by enzymatic fragmentation, end-repair and A-tailing, before a second and final PCR amplification using the Chromium i7 Sample Index (10x Genomics, PN-220103), introducing an Illumina R2 sequence, a unique sample index (allowing multiplex sequencing) and P5/P7 Illumina sequencing adapters to each library. Library quality control and quantification were performed using a KAPA Library Quantification Kit for Illumina Platforms (Kapa Biosystems, KK4873) and the 2100 Bioanalyzer equipped with a High Sensitivity DNA kit (Agilent, 5067-4626). Muliplexed libraries were pooled and sequenced either by NextSeq 500/550 High Output v2.5 kit (150 cycles) at the Center of Excellence for Fluorescent Bioanalytics (KFB, University of Regensburg, Germany) or by Novaseq 6000 S1 or S2 (200 cycles) at the SNP&SEQ Technology Platform (Uppsala, Sweden) with the following sequencing run parameters: Read1 − 28 cyles; i7 index − 8 cycles; Read2 – 126 cycles at a depth of at least 100 M reads/sample.

#### Bulk RNA-seq

MSC subsets were sorted into RLT buffer and total RNA was isolated using the RNeasy Micro kit (Qiagen). Following the manufacturer’s protocol, extraction was performed with an on-column DNAse digestion step after the first washing step. The RNA quality and quantity were measured using the 2100 BioAnalyzer equipped with RNA6000 Pico chip (Agilent Technologies). Using Ovation RNA-Seq System V2 kit (Nugen), RNA was subjected to whole transcriptome amplification and the MiniElute Reaction Cleanup kit (Qiagen) was used to purify the amplified cDNA samples. The quantity and quality of the cDNA samples were measured using the 2100 BioAnalyzer equipped with DNA1000 chip (Agilent technologies) and the Nanodrop (ThermoFisher Scientific). Following the manufacturer’s instructions, libraries were constructed with the Ovation Ultralow system V2 kit (Nugen). A Bioruptor Pico (Diagenode) was used to fragment amplified cDNA (100 ng) by sonication, and sheared cDNA end-repaired to generate blunt ends and ligated to Illumina adapters with indexing tags followed by AMPure XP bead purification. A 2100 Bioanalyzer equipped with DNA1000 chip (Agilent technologies) was used to evaluate library size distribution, and this was quantified using KAPA library Quantification Kit Illumina platforms (Kapa Biosystems). Libraries were diluted before being pooled at equimolar concentration (10 nM final) and subsequently sequenced on the Hiseq2500 platform (Illumina) using 50 bp single reads (Center for Genomic Regulation, Spain) with a read depth of 15–20 M reads per sample.

### Computational analysis

#### Single-cell RNA-seq

Alignment of scRNA-seq data to mouse reference genome, mm10, was performed with CellRanger (version 3.0.2 & 3.1.0)^82,83^. The data was imported into R (version 4.0.1)^84^ and processed to remove debris and doublets in individual samples by looking at gene, read counts and mitochondrial gene expression. Variable genes were calculated with Seurats FindVariableFeatures function and selection method set to “vst” (Seurat version 3.1.5)^85^. The respective samples and all their overlapping genes were then integrated with anchor integration for Seurat. Cell cycle effects were regressed out with linear regression using a combination of the build-in function in Seurat and scoring gene sets from ccremover (version 1.0.4) per cell^86^ during scaling of the gene expression. The datasets were dimensionality reduced first with PCA and then UMAP and clustered with Louvain clustering all using Seurat. After initial clustering, contaminating cells were removed and an additional round of clustering and dimensionality reduction with UMAP was run on the cells of interest. DEGs were identified using Seurat FindAllMarkers function with the default test setting (non-parameteric Wilcoxon Rank Sum test. correcting for multiple comparisons with Bonferroni). Expression of gene modules in the form of published signature gene sets were calculated with AddModuleScore (Seurat) taking the top DEG from telocytes (10 genes), Lo-1 FB (10 genes) and Lo-2 FB (7 genes) reported by McCarthy et al.^7^, the top 10 DEG from FB1-5, MC and SMCs reported by Hong et al.^11^, and the top 20 DEG from *Pi16*^*+*^, *Col15a1*^*+*^, *Fbln1*^*+*^ and *Bmp4*^*+*^ FB reported by Buechler et al.^60^. Pearson correlations between datasets were calculated based on average expressions per cluster of overlapping variable genes and plotted with heatmap.2 (version 3.0.3)^87^. Single-cell heatmaps were constructed with a modified version of Seurats DoHeatmap to allow for multiple grouping variables. Data plotted in expression heatmaps was scaled based on the anchor integrated data. Data imputation was performed per dataset across samples on raw count data with magicBatch^58^ (version 0.1.0) where the affinity matrix used was Seurat’s batch-corrected PCA coordinates with *T* = 6. Trajectories and trajectory spaces were determined with tSPACE^57^ (version 0.1.0) on the top 2000 imputed variable genes for adult trajectories and top 1000 imputed variable genes for the integrated E12.5 and adult trajectory. The tPC1–3 3D trajectory spaces were embedded into 2D using Dufy^88^ (version 1.0.1). Splicing information was calculated from output BAM files with velocyto^61^ (version 0.17.17), with a repeated annotation file^89^. In R with velocyto.R (version 0.6), genes were filtered using a threshold of 0.2 for spliced and 0.05 for un-spliced matrices. The remaining variable genes were used to estimate the relative genes velocities for delta*T* = 1 on the cells of interest with a quantile fit of 0.02 and kCells = 40. The velocity estimates were then embedded on the tPC space with *n* = 400 and scale = sqrt.

#### Bulk RNA-seq

Raw RNA sequencing data from the 30 samples were pre-processed with TrimGalore (version 0.4.0) and FastQC (version 0.11.2). Pseudo-alignment of reads was performed with Kallisto (version 0.42.5) to obtain RNA expression information. To assess correlations between bulk-seq samples and SC clusters Pearson correlations based on SC variable genes were calculated between the bulk-seq samples and the pseudo-bulk of the SC clusters for the individual tissues and visualized with heatmap.2 (part of gplot package).

For all DESeq2 (1.26.0^90^) analysis, transcripts identified in less than 3 replicates and at levels below 6 reads were filtered out prior to further analysis. Heatmaps of bulk-seq data expression was created in R with the ComplexHeatmap package (version 2.7.11) and volcano plots with ggplot2 (version 3.3.1). For the comparison between tissues, DEGs were only classified as significant if they had a |log_2_FC| > 1.5 and adjusted (Benjamini-Hochberg corrected) *p* value <0.05. GO analysis was performed using GO Biological Processes 2021^35,36^ from Enrichr computational biosystems^91–93^ and plotted with ggradar (version 0.2) using sqrt(−log10(adjusted *p* values)) transformation.

### Statistical analysis

Statistical significance was determined with a two-way ANOVA with Benjamini, Krieger and Yekutieli multiple comparisons and performed in Prism software (GraphPad). *p < 0.05, **p < 0.01, ***p < 0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The single-cell RNA-seq and bulk RNA-seq data has been deposited at NCBI GEO under the accession code “GSE182176”. The flow cytometry-based data generated in this study are provided in the Source Data file associated with this manuscript. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The small and large intestine contain related mesenchymal subsets that derive from embryonic Gli1+ precursors
**Source:** Nat Commun. 2023 Apr 21;14:2307. doi: 10.1038/s41467-023-37952-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental Information

### The small and large intestine contain transcriptionally related mesenchymal stromal cell subsets that derive from embryonic *Gli1*<sup>+</sup> precursors

Simone Isling Pærregaard<sup>1</sup>, Line Wulff<sup>1, #</sup>, Sophie Schusseck<sup>1, #</sup>, Kristoffer Niss<sup>2</sup>, Urs Mörbe<sup>1</sup>, Johan Jendholm<sup>1</sup>, Kerstin Wendland<sup>3</sup>, Anna T. Andrusaite<sup>4</sup>, Kevin F. Brulois<sup>5</sup>, Robert J. B. Nibbs<sup>4</sup>, Katarzyna Sitnik<sup>1</sup>, Allan McI Mowat<sup>4</sup>, Eugene C. Butcher<sup>5,6</sup>, Søren Brunak<sup>2</sup>, William W. Agace<sup>1,3, \*</sup>.

#### Supplementary Table 1: Antibodies and RNA-scope probes

| Antibodies                              |                                 |                                   | Dilution      |
|-----------------------------------------|---------------------------------|-----------------------------------|---------------|
| AF488 donkey anti-rat IgG               | Jackson IR                      | Cat#712-545-153, RRID: AB_2340684 | 1mg/mL, 1/500 |
| AF488 anti-mouse $\alpha$ SMA clone 1A4 | Abcam                           | Cat#ab184675, RRID: AB_2832195    | 1/200-1/300   |
| AF488 streptavidin                      | Thermo Fischer Scientific (TFS) | Cat#S32354, RRID: AB_2315383      | 1/500         |
| AF594 anti-mouse CD31 clone MEC13.3     | BioLegend                       | Cat#102520, RRID: AB_2563319      | 1/100-1/150   |
| AF647 anti-mouse CD31 clone MEC13.3     | BioLegend                       | Cat#102515, RRID: AB_2161030      | 1/75-1/200    |
| AF647 donkey anti-goat IgG              | Jackson IR                      | Cat#705-605-147, RRID: AB_2340437 | 1mg/mL, 1/500 |
| AF647 donkey anti-rabbit IgG            | Jackson IR                      | Cat#711-605-152, RRID: AB_2492288 | 1mg/mL, 1/500 |
| AF647 anti-mouse EpCAM clone G8.8       | BioLegend                       | Cat#118211, RRID: AB_1134104      | 1/200         |
| AF700 anti-mouse B220 clone RA3-6B2     | BioLegend                       | Cat#103232, RRID: AB_493717       | 1/100         |
| AF700 anti-mouse CD11b clone M1/70      | BioLegend                       | Cat#101222, RRID: AB_493705       | 1/100         |
| AF700 anti-mouse CD11c clone N418       | BioLegend                       | Cat#117320, RRID: AB_528736       | 1/100         |
| AF700 anti-mouse CD45 clone 30-F11      | TFS                             | Cat#56-0451-82, RRID: AB_891454   | 1/100         |
| AF700 anti-mouse CD45.2 clone 104       | TFS                             | Cat#56-0454-82, RRID: AB_657752   | 1/100         |
| AF700 anti-mouse Gr-1 clone RB6-8C5     | BioLegend                       | Cat#108422, RRID: AB_2137487      | 1/100         |
| AF700 anti-mouse NK1.1 clone PK136      | BioLegend                       | Cat#108730, RRID: AB_2291262      | 1/100         |
| AF700 anti-mouse Ter119 clone Ter119    | BioLegend                       | Cat#116220, RRID: AB_528963       | 1/100         |
| APC anti-mouse BP3 clone BP3            | BioLegend                       | Cat#140208, RRID: AB_10901172     | 1/250         |
| APC anti-mouse L1CAM clone 555          | Miltenyi                        | Cat#130-102-221, RRID: AB_2655594 | 1/40-1/100    |
| APC anti-mouse NCAM clone 809220        | R&D                             | Cat#FAB7820A                      | 1/100         |
| APCCy7 anti-mouse CD90.2 clone 53-2.1   | BD Biosciences                  | Cat#561641, RRID: AB_10898013     | 1/100         |
| APCCy7 anti-mouse CD45.2 clone 104      | BioLegend                       | Cat#109824, RRID: AB_830789       | 1/100         |
| APCCy7 anti-mouse EpCAM clone G8.8      | BioLegend                       | Cat#118218, RRID: AB_2098648      | 1/250         |

|                                                   |                |                                   |                 |
|---------------------------------------------------|----------------|-----------------------------------|-----------------|
| APC-eF780 anti-mouse Ter119 clone Ter119          | TFS            | Cat#47-5921-82, RRID: AB_1548786  | 1/100           |
| Biotin anti-mouse CD34 clone MEC14.7              | BioLegend      | Cat#119304; RRID: AB_345282       | 1/100           |
| Biotin anti-mouse CD81 clone Eat-2                | BioLegend      | Cat#104903, RRID: AB_313138       | 1/100           |
| BUV395 anti-mouse CD146 clone ME-9F1              | BD Biosciences | Cat#740330, RRID: AB_2740063      | 1/100           |
| BV421 anti-mouse PDGFR $\alpha$ clone APA5        | BD Biosciences | Cat#566293, RRID: AB_2739666      | 1/66            |
| BV421 anti-mouse CD34 clone RAM34                 | BD Biosciences | Cat#562608, RRID: AB_11154576     | 1/100           |
| BV510 anti-mouse EpCAM clone G8.8                 | BD Biosciences | Cat#747748, RRID: AB_2872217      | 1/100-1/250     |
| BV510 streptavidin                                | BD Biosciences | Cat#563261, RRID: AB_2869477      | 1/100           |
| BV605 anti-mouse CD31 clone 390                   | BioLegend      | Cat#102427, RRID: AB_2563982      | 1/250           |
| BV605 anti-mouse Itgb1 clone HM $\beta$ 1-1       | BD Biosciences | Cat#740365, RRID: AB_2740097      | 1/200           |
| BV650 anti-mouse BP3 clone BP-3                   | BD Biosciences | Cat#740611, RRID: AB_2740311      | 1/100           |
| BV650 anti-mouse CD31 clone 390                   | BD Biosciences | Cat#740483, RRID: AB_2740207      | 1/250-1/400     |
| BV711 anti-mouse CD9 clone KMC8                   | BD Biosciences | Cat#740696, RRID: AB_2740380      | 1/100           |
| BV786 anti-mouse BP3 clone BP-3                   | BD Biosciences | Cat#741012, RRID: AB_2740634      | 1/100-1/200     |
| Cy3 donkey anti-rat IgG                           | Jackson IR     | Cat#712-166-150, RRID: AB_2340668 | 1.5mg/mL, 1/500 |
| Cy3 goat anti Syrian hamster IgG                  | Jackson IR     | Cat#107-165-142, RRID: AB_2337464 | 2mg/mL, 1/500   |
| FITC anti-mouse CD34 clone RAM34                  | TFS            | Cat#11-0341-85, RRID: AB_465022   | 1/100-1/150     |
| FITC anti-mouse CD90.2 clone 53-2.1               | TFS            | Cat#11-0902-82, RRID: AB_465154   | 1/100           |
| PE anti-mouse CD141 clone REA964                  | Miltenyi       | Cat#130-116-017, RRID: AB_2727308 | 1/100           |
| PE anti-mouse CD26 clone H194-112                 | BioLegend      | Cat#137804, RRID: AB_2293047      | 1/100           |
| PE anti-mouse ESAM clone 1G8                      | BioLegend      | Cat#136204, RRID: AB_1953301      | 1/200           |
| PE anti-mouse Itgb1 clone HMB1-1                  | BioLegend      | Cat#102208, RRID: AB_312885       | 1/200           |
| PE/CF594 anti-mouse PDGFR $\alpha$ clone APA5     | BD Biosciences | Cat#562775, RRID: AB_2737786      | 1/66-/100       |
| PECy7 anti-mouse PDPN clone 8.1.1                 | TFS            | Cat#25-5381-82, RRID: AB_2573460  | 1/125-1/500     |
| PerCP/Cy5.5 anti-mouse CD31 clone 390             | BioLegend      | Cat#102420, RRID: AB_10613644     | 1/200           |
| PerCP-eF710 anti-mouse EpCAM clone G8.8           | TFS            | Cat#46-5791-82, RRID: AB_10598205 | 1/250           |
| Unconjugated anti-mouse CD34 clone RAM34          | TFS            | Cat#14-0341-82, RRID: AB_467210   | 1/150-1/200     |
| Unconjugated anti mouse PDPN clone 8.1.1          | Biolegend      | Cat#127402, RRID: AB_1089187      | 1/250           |
| Unconjugated anti-mouse PPAR $\gamma$ polyclonal  | Invitrogen     | Cat#PA5-25757, RRID: AB_2543257   | 1/100           |
| Unconjugated anti-mouse PDGFR $\alpha$ polyclonal | R&D            | Cat#AF1062, RRID: AB_2236897      | 1/300-1/400     |
| <b>RNA-scope probes</b>                           |                |                                   |                 |
| RNAscope <sup>®</sup> Probe - Mm- CXCL14-C3       | ACDBio         | 459741-C3                         |                 |
| RNAscope <sup>®</sup> Probe- Mm-Fgfr2-no-XHs-C1   | ACDBio         | 443501                            |                 |

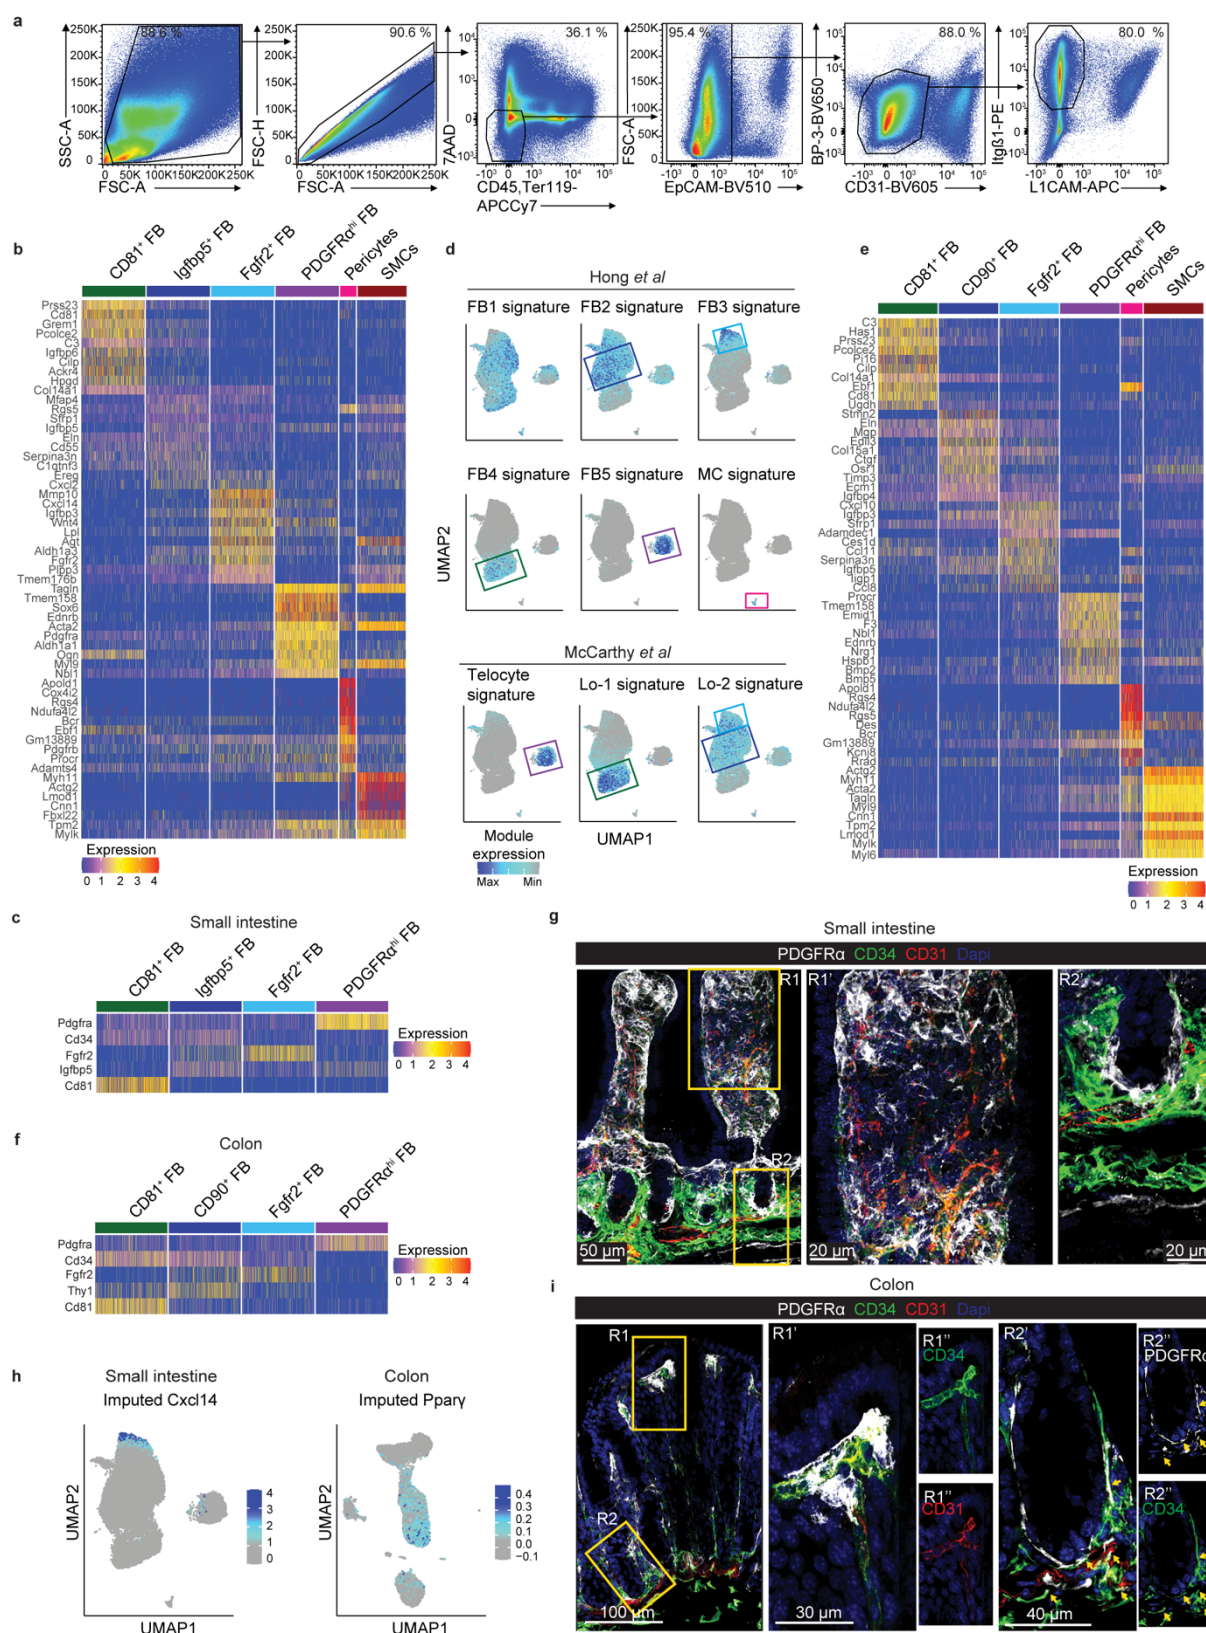

## Figure S1.

Related to Figure 1. **(a)** Flow cytometric gating strategy for sorting adult small intestinal and colonic Itg $\beta$ 1<sup>+</sup> MSC. **(b)** Heatmap with transcription levels (integrated data) of the top 10 differentially expressed genes (DEG) between adult small intestinal MSC subsets. **(c)** Heatmap with transcription levels (anchor integrated data) of markers used to distinguish small intestinal FB subsets. **(d)** Signature genes for MSC subsets identified in Hong *et al*<sup>1</sup> and McCarthy *et al*<sup>2</sup> projected onto the small intestinal MSC UMAP as gene modules. Boxes represent the 6 MSC clusters and are color coded as in **(b)**. **(e)** Heatmap with transcription levels (integrated data) of the top 10 DEGs between adult colonic MSC subsets. **(f)** Heatmap with transcription levels (anchor integrated data) of markers used to distinguish colonic FB subsets. **(g and i)** Immunohistochemical staining of mouse jejunum **(g)** or colon **(i)** for indicated antigens. R1' and R2' are high magnifications of the R1 and R2 quadrants (yellow squares) in the left image. **(i)** Arrows indicate CD34<sup>+</sup> FB (CD34<sup>+</sup>PDGFR $\alpha$ <sup>+</sup>CD31<sup>-</sup> cells). Results are representative stains from **(g)** 3 and **(i)** 2 experiments analyzing intestinal sections from 3 mice/experiment. **(h)** MAGIC imputed projection of *Cxcl14* on small intestinal MSC UMAP (left) and *Ppar $\gamma$*  expression projected onto the colon MSC UMAP (right).

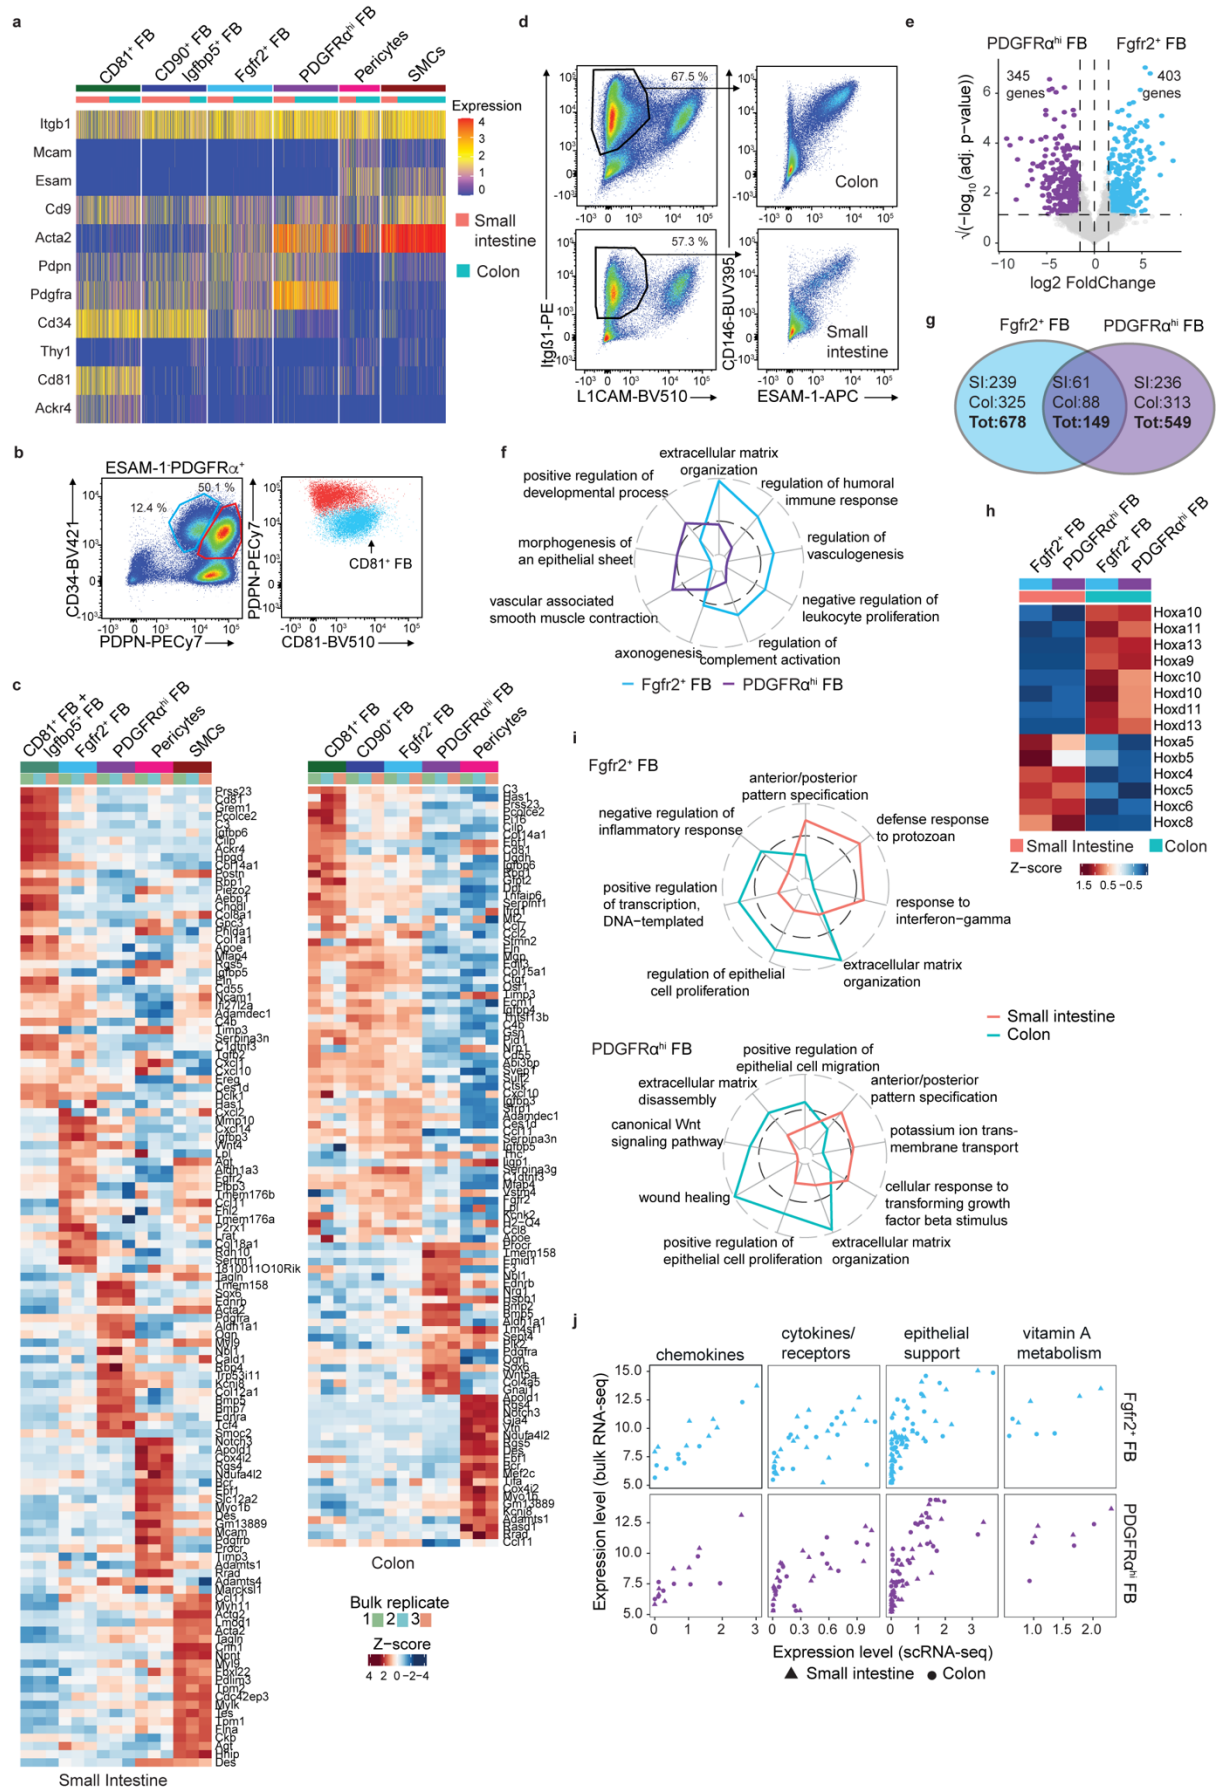

## Figure S2.

Related to Figure 2. **(a)** Heatmap showing transcription levels (integrated data) of genes used as markers to distinguish the 6 MSC subsets by flow cytometry. **(b)** Flow cytometric analysis verifying that colonic PDPN<sup>lo</sup>CD34<sup>+</sup>FB (blue gate, left plot) express CD81 (blue cells right plot). Representative gating of at least 3 experiments with 4-7 mice/experiment. **(c)** Heatmaps showing scaled transcription levels of the top 20 DEGs defining the scRNA-seq subsets within the bulk RNA-seq subsets from colon (left) and small intestine (right). **(d)** Flow cytometric gating strategy of colon (top panels) and small intestine (bottom panels) showing co-staining of ESAM-1 and CD146 by Itgβ1<sup>+</sup> MSCs. Representative stains of at least 6 experiments with 1 mouse/experiment. **(e)** Volcano plot displaying DEGs between PDGFRα<sup>hi</sup> and Fgfr2<sup>+</sup> FB irrespective of location (Fgfr2<sup>+</sup> FB n=6, PDGFRα<sup>hi</sup> FB n=6), adjusted p-values by Benjamini-Hochberg correction. **(f)** Radarplot of sqrt(-log<sub>10</sub>(p-adj)) of gene ontology (GO) analysis using Enrichr (GO Biological Processes 2021) of DEGs between in PDGFRα<sup>hi</sup> or Fgfr2<sup>+</sup> FB. Black dashed line indicates the threshold of adjusted p-value=0.05. Selected significant GO terms are shown. **(g)** Venn diagram depicting the number of DEGs in indicated FB subsets between the small intestine (SI) and colon (Col). **(h)** Heatmap of scaled transcription levels (averaged between bulk RNA-seq triplicates) of Hox genes that were differentially expressed between small intestine and colon in the indicated FB subset. **(i)** Radarplot of sqrt(-log<sub>10</sub>(p-adj)) for GO analysis of DEGs between small intestinal and colonic PDGFRα<sup>hi</sup> FB and between small intestinal and colonic Fgfr2<sup>+</sup> FB. Significant terms of biological relevance are included in this visualization. **(j)** Gene expression values between bulk RNA-seq and scRNA-seq data for the gene sets analyzed in Figure 2h-j.

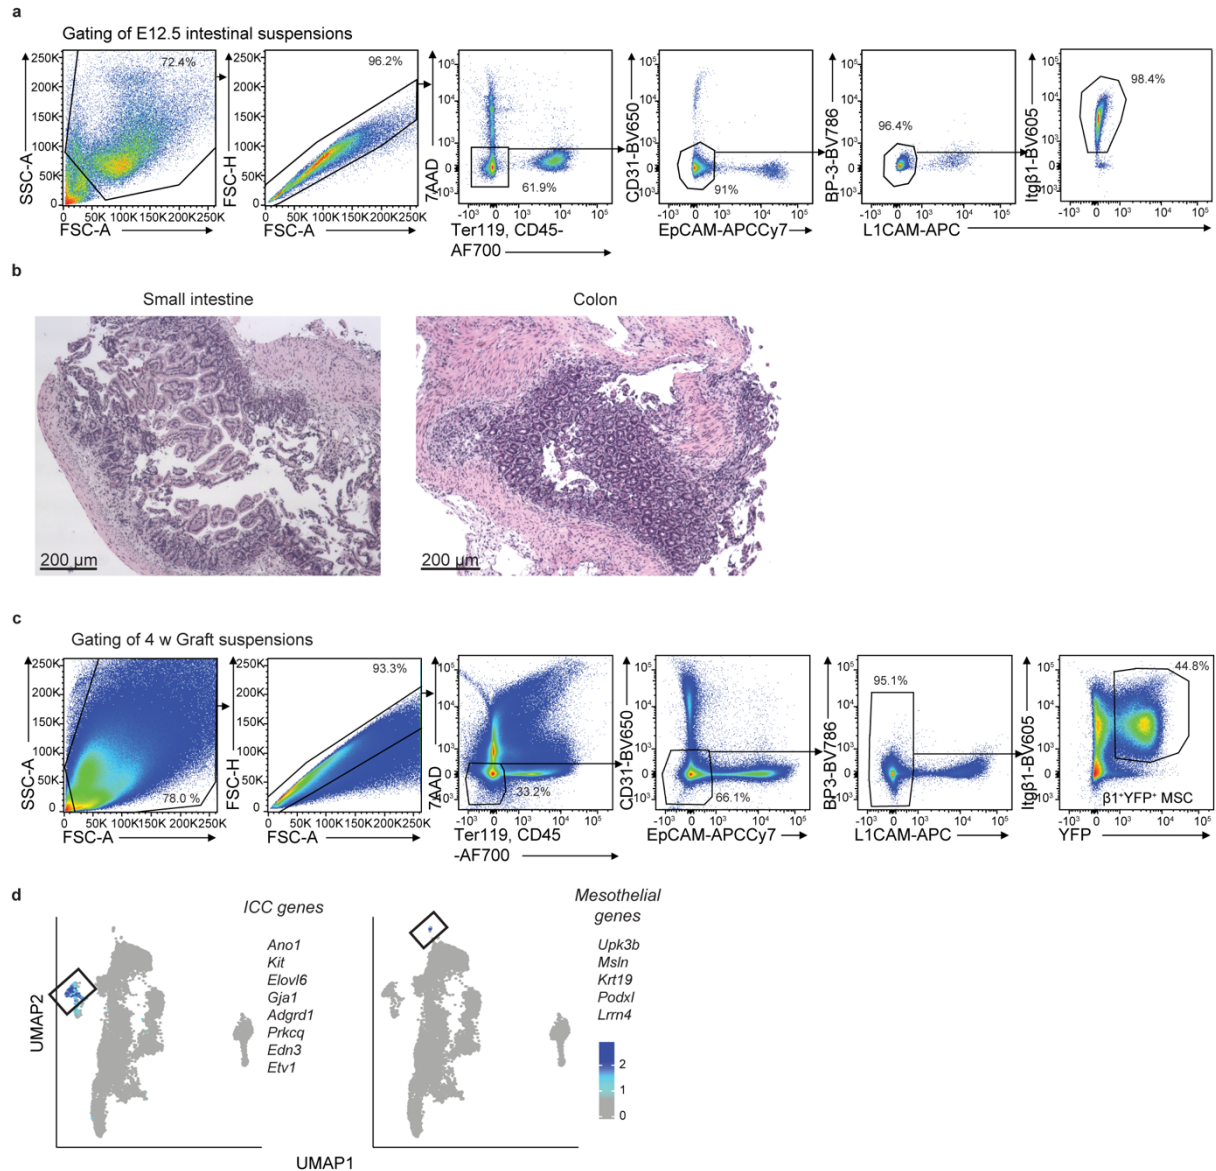

**Figure S3.**

Related to Figure 3. **(a)** Flow cytometric gating strategy for the identification and sorting of intestinal  $\text{Itg}\beta 1^+$  MSC from embryonic day (E)12.5 mice. **(b)** Hematoxylin and eosin staining of small intestinal and colonic grafts 6 weeks post transplantation. Results are representative stains of 2 grafts for each tissue. **(c)** Flow cytometric gating strategy for the identification and sorting of  $\text{YFP}^+\text{Itg}\beta 1^+$  MSC from intestinal grafts. **(d)** Projections of module score of signature genes for Interstitial cells of Cajal (ICC) and mesothelium onto colon graft UMAP. Boxes identify the ICC and mesothelial clusters.

Supplementary Figure 4

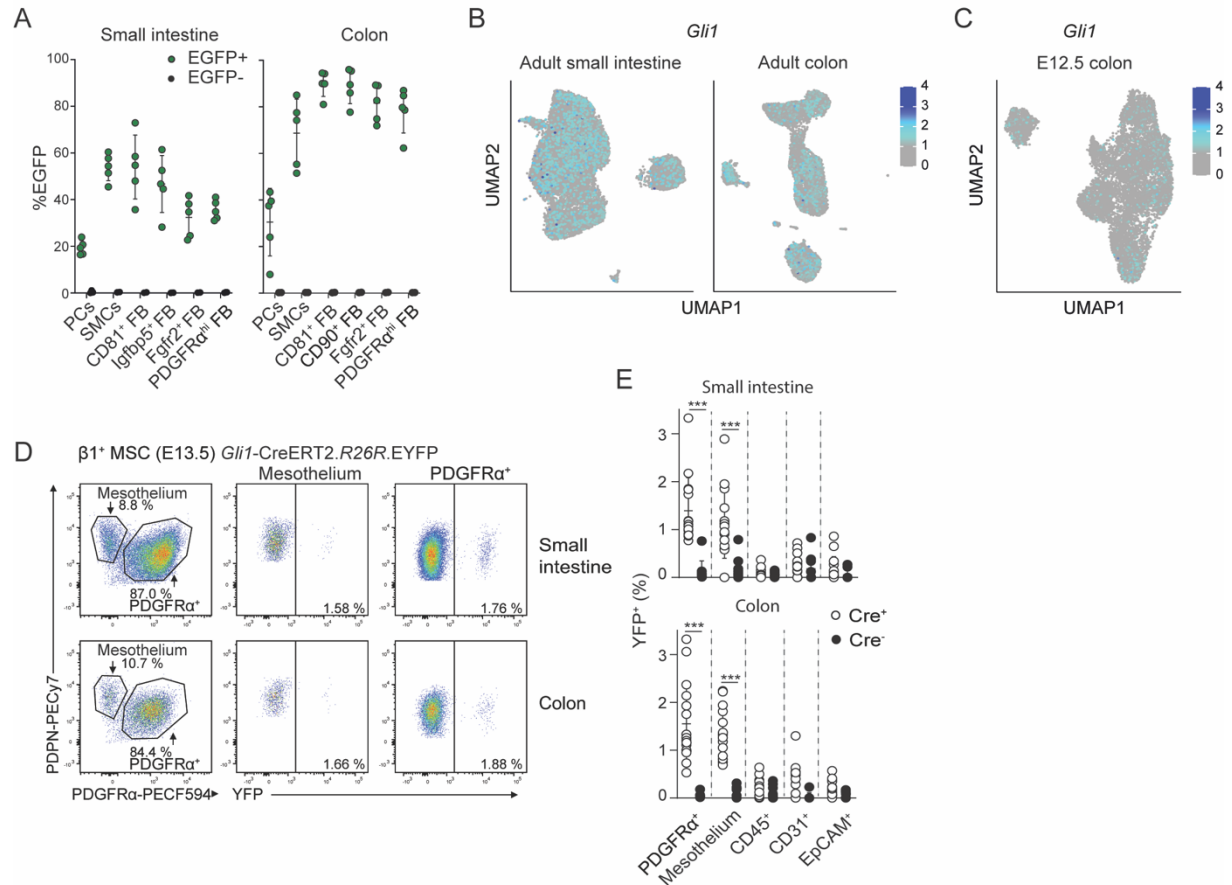

**Figure S4.**

Related to Figure 4. **(a)** Proportions of EGFP<sup>+</sup> cells within indicated MSC subsets from the small intestine (left panel) and colon (right) of 7-8 week old *Gli1*-EGFP mice as assessed by flow cytometry. Results are from 8 mice, with each symbol representing an individual mouse and bars show mean and SD. **(b)** *Gli1* log-normalized gene expression projected onto UMAP of adult small intestine (left panel) and colon (right panel) MSC. **(c)** *Gli1* log-normalized gene expression projected onto UMAP of E12.5 large intestine MSC. **(d)** Representative flow cytometric analysis and **(e)** pooled data of the proportions of YFP-expressing cells in indicated intestinal populations of E13.5 *Gli1*.CreERT2<sup>+/+</sup>.*R26R*.EYFP mice 2 days after injection with

4-OHT. Pre-gating strategy as in Fig. S3a. Results are from 4 pooled experiments with 1-6 embryos/experiment (SI, n=25; LI, n=24). Bars, mean (SD). \*\*\* $p < 0.00001$ , 2-way ANOVA with Benjamini, Krieger and Yekutieli multiple comparisons. Source data are provided as a Source Data file.

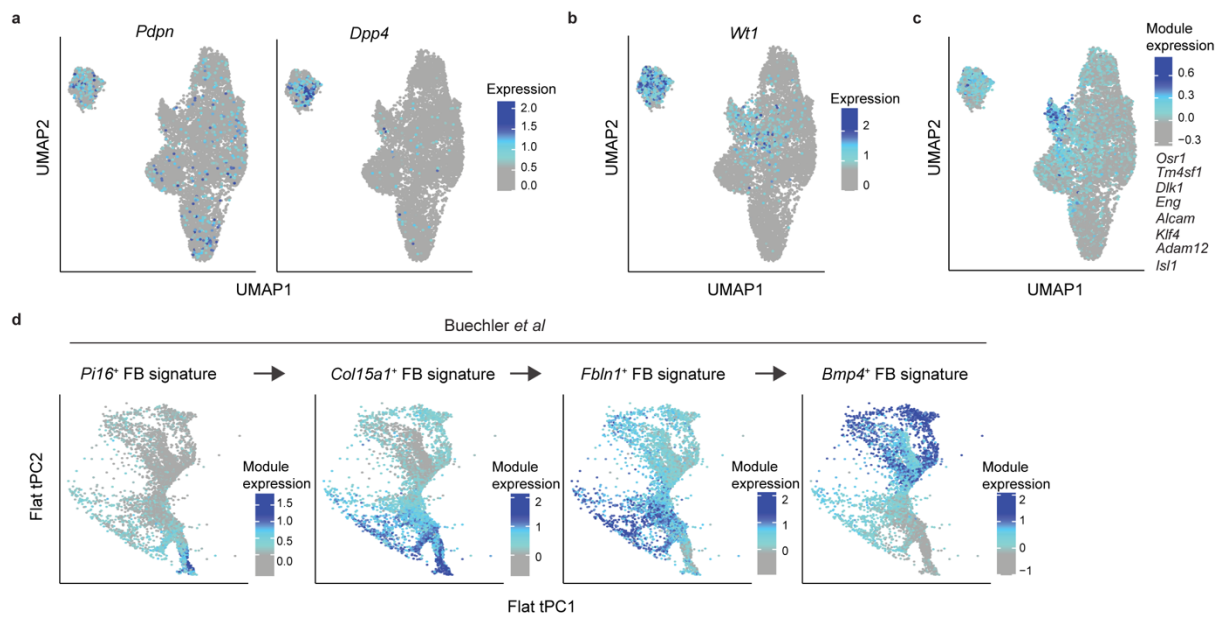

**Figure S5.**

Related to Figure 5. (a) *Pdpn* and *Dpp4*, (b) *Wt1* log-normalized gene expressions and (c) mesenchymal precursor associated gene expression module score integrated and normalized gene expression projected onto UMAP of E12.5 large intestinal MSC. (d) Top 20 DEGs for indicated FB clusters identified in Buechler *et al* projected as gene modules onto colonic tSPACE projections of adult colonic MSC in tPC1-3. Arrows indicate predicted trajectory between FB clusters according to Buechler *et al*<sup>3</sup>.

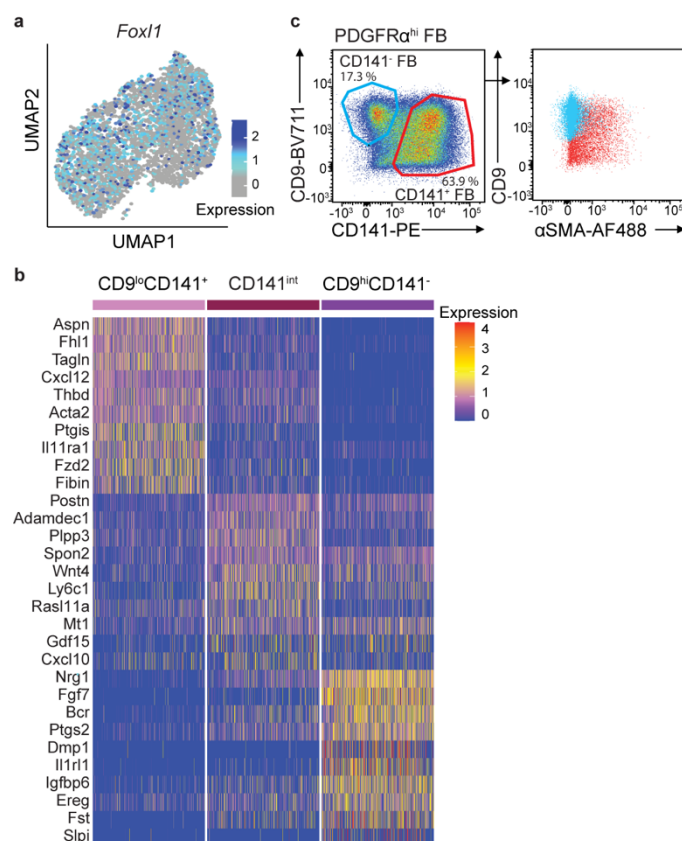

**Figure S6.**

Related to Figure 6. **(a)** Integrated and normalized *Foxl1* expression projected onto UMAP of colonic PDGFR $\alpha$ <sup>hi</sup> FB. **(b)** Heatmap with expression (integrated) of top 10 differentially expressed genes (DEGs) between the three colonic PDGFR $\alpha$ <sup>hi</sup> subsets. **(c)** Flow cytometric analysis of PDGFR $\alpha$ <sup>hi</sup> FB showing expression of  $\alpha$ SMA (right hand plot) by CD141<sup>+</sup> (red) and CD141<sup>-</sup> (blue) cells using the gates depicted in the left panel. Results are representative staining of 2 experiments with 3 mice/experiment.

### Supplemental references

1. Hong, S. P. *et al.* Distinct fibroblast subsets regulate lacteal integrity through YAP/TAZ-induced VEGF-C in intestinal villi. *Nat. Commun.* **11**, 4102 (2020).
2. McCarthy, N. *et al.* Distinct Mesenchymal Cell Populations Generate the Essential Intestinal BMP Signaling Gradient. *Cell Stem Cell* **26**, 391-402.e5 (2020).
3. Buechler, M. B. *et al.* Cross-tissue organization of the fibroblast lineage. *Nature* (2021). doi:10.1038/s41586-021-03549-5

# Supplementary material for: The small and large intestine contain related mesenchymal subsets that derive from embryonic Gli1+ precursors
**Source:** Nat Commun. 2023 Apr 21;14:2307. doi: 10.1038/s41467-023-37952-5
**Supplement:** Supplementary file 2 — Description of additional supplementary files

### **Description of additional supplementary files**

Supplementary Data File 1: List of differentially expressed genes between intestinal Fgfr2+ and PDGFR $\alpha$ hi fibroblasts.

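The list gives genes that the paper's DESeq2 analysis found to differ between the subsets, 403 higher in Fgfr2+ FB and 345 higher in PDGFRα hi FB by the paper's count. In the deposited counts, 403 of the former and 343 of the latter could be tested with edgeR, and 402 and 342 had the paper's direction. Of these lists, 192 and 160 genes passed the adjusted p and fold thresholds over all genes tested. With the adjustment over each list alone and no fold threshold, 357 and 291 passed the adjusted p threshold. The lists are the paper's own calls on these libraries. Of the 215 and 207 genes called here, 23 and 47 were not on the lists.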

Supplementary Data File 2: List of differentially expressed genes between small intestinal Fgfr2+ and colonic Fgfr2+ fibroblasts and between small intestinal PDGFR $\alpha$ hi and colonic PDGFR $\alpha$ hi fibroblasts.

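Counted from its entries, the list holds 400 genes higher in colonic and 296 higher in small intestinal PDGFRα hi FB. For Fgfr2+ FB it holds 414 higher in colonic and 298 higher in small intestinal cells. In neither subset do these add up to the total in the paper's text. In the deposited counts 400, 295, 414 and 296 of the listed genes could be tested with edgeR, and all had the paper's direction. Of them, 165, 94, 241 and 167 respectively passed the thresholds over all genes tested. Of the genes called here, 11 and 6 in PDGFRα hi FB and 45 and 32 in Fgfr2+ FB, higher in the colon and in the small intestine respectively, were not on the lists.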

Supplementary Data File 3: List of genes that were differentially expressed in both Fgfr2+ and PDGFR $\alpha$ hi fibroblasts in the small intestine versus the colon.

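Counted from its entries, this list holds 88 genes higher in the colon and 61 higher in the small intestine. All had those directions in the deposited counts, and 53 and 38 were called with edgeR in both subsets.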

# Supplementary material for: The small and large intestine contain related mesenchymal subsets that derive from embryonic Gli1+ precursors
**Source:** Nat Commun. 2023 Apr 21;14:2307. doi: 10.1038/s41467-023-37952-5
**Supplement:** Supplementary file 6 — Reporting Summary

Last updated by author(s): Mar 24, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No data was collected externally, thus no software was used.

Data analysis ellRanger (version 3.0.2 & 3.1.0), R (version 4.0.1), Seurat (version 3.1.5), ccremover (version 1.0.4), heatmap.2 (version 3.0.3), magicBatch (version 0.1.0), tSPACE (version 0.1.0), Dufy (version 1.0.1), Enrichr (version from october 2022), TrimGalore (version 0.4.0), FastQC (version 0.11.2), Kallisto (version 0.42.5), DESeq2 (version 1.26.0), ggplot2 (version 3.3.1), velocity.R (version 0.6), velocity (version 0.17.17), ComplexHeatmap (version 2.7.11), ggradar (version 0.2), FlowJo software (version 10.6), Prism (GraphPad)(version XX)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single-cell RNA-seq and bulk RNA-seq data has been deposited at NCBI GEO under the accession code GSE182176 (<https://www.ncbi.nlm.nih.gov/query/>)

acc.cgi?acc=GSE182176). The flow cytometry-based data generated in this study are provided in the Source Data file associated with this manuscript. The Microscopy data reported in this paper will be shared by the lead contact upon request. This paper does not report original code. Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

The single-cell RNA-seq and bulk RNA-seq data has been deposited at NCBI GEO under the accession code GSE182176 (<https://www.ncbi.nlm.nih.gov/query/acc.cgi?acc=GSE182176>). The flow cytometry-based data generated in this study are provided in the Source Data file associated with this manuscript. The Microscopy data reported in this paper will be shared by the lead contact upon request. This paper does not report original code. Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

Data and Code availability

The single-cell RNA-seq and bulk RNA-seq data has been deposited at NCBI GEO under the accession code GSE182176 (<https://www.ncbi.nlm.nih.gov/query/acc.cgi?acc=GSE182176>). The flow cytometry-based data generated in this study are provided in the Source Data file associated with this manuscript. The Microscopy data reported in this paper will be shared by the lead contact upon request. This paper does not report original code. Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                                                                                              |
|-----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Not applicable                                                                                                                                                                                                                                                                                                               |
| Population characteristics  | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                 | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                   |
| Ethics oversight            | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not perform specific power calculations, but wherever possible had a minimum of 3 mice/group and experiment and all experiments were repeated 2-3 times. This was restricted by the number of animals available with the correct genotype. In the experiments involving 4-OHT injection into pregnant mice, we not know the genotype of the embryos before analysis and thus some groups in some experiments contained less than 3 mice. These sets of experiments were however repeated 4 times. For scRNA-seq of colon transplants 3 colonic grafts were pooled prior to analysis. This was deemed sufficient as the purpose of these experiments was to determine whether embryonic fibroblast could give rise to fibroblast subsets that were transcriptionally and phenotypically related to those found the intestine of adult mice. |
| Data exclusions | In the experiments depicted in Figure S4A, the cells from one large intestinal sample died during preparation and were not included in the analysis. In Figure S4E we excluded one Cre- EPCAM+ small intestinal sample outlier, where for some unknown reason 24% of cells were YFP+. YFP positive cells among EPCAM+ cells in 9 other Cre- mouse embryos was less than 0.3%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | All flow cytometry and scRNA-seq experiments were repeated at least 2-3 times except the scRNA-seq of colon transplants as described above. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Mice were grouped based on genotype.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | For Flow cytometry data collection the experimentalist was most often aware of the source of the data being analysed. Blinding was not deemed necessary as data derived through the flow cytometer is not subjective. Blinding was not either deemed necessary for the bioinformatics analysis of scRNA-seq data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

AF488 donkey anti-rat IgG Jackson IR Cat#712-545-153, RRID: AB\_2340684  
 AF488 anti-mouse  $\alpha$ SMA clone 1A4 Abcam Cat#ab184675, RRID: AB\_2832195  
 AF488 streptavidin Thermo Fischer Scientific (TFS) Cat#S32354, RRID: AB\_2315383  
 AF594 anti-mouse CD31 clone MEC13.3 BioLegend Cat#102520, RRID: AB\_2563319  
 AF647 anti-mouse CD31 clone MEC13.3 BioLegend Cat#102515, RRID: AB\_2161030  
 AF647 donkey anti-goat IgG Jackson IR Cat#705-605-147, RRID: AB\_2340437  
 AF647 donkey anti-rabbit IgG Jackson IR Cat#711-605-152, RRID: AB\_2492288  
 AF647 anti-mouse EpCAM clone G8.8 BioLegend Cat#118211, RRID: AB\_1134104  
 AF700 anti-mouse B220 clone RA3-6B2 BioLegend Cat#103232, RRID: AB\_493717  
 AF700 anti-mouse CD11b clone M1/70 BioLegend Cat#101222, RRID: AB\_493705  
 AF700 anti-mouse CD11c clone N418 BioLegend Cat#117320, RRID: AB\_528736  
 AF700 anti-mouse CD45 clone 30-F11 TFS Cat#56-0451-82, RRID: AB\_891454  
 AF700 anti-mouse CD45.2 clone 104 TFS Cat#56-0454-82, RRID: AB\_657752  
 AF700 anti-mouse Gr-1 clone RB6-8C5 BioLegend Cat#108422, RRID: AB\_2137487  
 AF700 anti-mouse NK1.1 clone PK136 BioLegend Cat#108730, RRID: AB\_2291262  
 AF700 anti-mouse Ter119 clone Ter119 BioLegend Cat#116220, RRID: AB\_528963  
 APC anti-mouse BP3 clone BP3 BioLegend Cat#140208, RRID: AB\_10901172  
 APC anti-mouse L1CAM clone 555 Miltenyi Cat#130-102-221, RRID: AB\_2655594  
 APC anti-mouse NCAM clone 809220 R&D Cat#FAB7820A  
 APCCy7 anti-mouse CD90.2 clone 53-2.1 BD Biosciences Cat#561641, RRID: AB\_10898013  
 APCCy7 anti-mouse CD45.2 clone 104 BioLegend Cat#109824, RRID: AB\_830789  
 APCCy7 anti-mouse EpCAM clone G8.8 BioLegend Cat#118218, RRID: AB\_2098648  
 APC-eF780 anti-mouse Ter119 clone Ter119 TFS Cat#47-5921-82, RRID: AB\_1548786  
 Biotin anti-mouse CD34 clone MEC14.7 BioLegend Cat#119304, RRID: AB\_345282  
 Biotin anti-mouse CD81 clone Eat-2 BioLegend Cat#104903, RRID: AB\_313138  
 BUV395 anti-mouse CD146 clone ME-9F1 BD Biosciences Cat#740330, RRID: AB\_2740063  
 BV421 anti-mouse PDGFR $\alpha$  clone APA5 BD Biosciences Cat#566293, RRID: AB\_2739666  
 BV421 anti-mouse CD34 clone RAM34 BD Biosciences Cat#562608, RRID: AB\_11154576  
 BV510 anti-mouse EpCAM clone G8.8 BD Biosciences Cat#747748, RRID: AB\_2872217  
 BV510 streptavidin BD Biosciences Cat#563261, RRID: AB\_2869477  
 BV605 anti-mouse CD31 clone 390 BioLegend Cat#102427, RRID: AB\_2563982  
 BV605 anti-mouse Itgb1 clone HM  $\beta$ 1-1 BD Biosciences Cat#740365, RRID: AB\_2740097  
 BV650 anti-mouse BP3 clone BP-3 BD Biosciences Cat#740611, RRID: AB\_2740311  
 BV650 anti-mouse CD31 clone 390 BD Biosciences Cat#740483, RRID: AB\_2740207  
 BV711 anti-mouse CD9 clone KMC8 BD Biosciences Cat#740696, RRID: AB\_2740380  
 BV786 anti-mouse BP3 clone BP-3 BD Biosciences Cat#741012, RRID: AB\_2740634  
 Cy3 donkey anti-rat IgG Jackson IR Cat#712-166-150, RRID: AB\_2340668  
 Cy3 goat anti Syrian hamster IgG Jackson IR Cat#107-165-142, RRID: AB\_2337464  
 FITC anti-mouse CD34 clone RAM34 TFS Cat#11-0341-85, RRID: AB\_465022  
 FITC anti-mouse CD90.2 clone 53-2.1 TFS Cat#11-0902-82, RRID: AB\_465154  
 PE anti-mouse CD141 clone REA964 Miltenyi Cat#130-116-017, RRID: AB\_2727308  
 PE anti-mouse CD26 clone H194-112 BioLegend Cat#137804, RRID: AB\_2293047  
 PE anti-mouse ESAM clone 1G8 BioLegend Cat#136204, RRID: AB\_1953301  
 PE anti-mouse Itgb1 clone HMB1-1 BioLegend Cat#102208, RRID: AB\_312885  
 PE/CF594 anti-mouse PDGFR $\alpha$  clone APA5 BD Biosciences Cat#562775, RRID: AB\_2737786  
 PECy7 anti-mouse PDPN clone 8.1.1 TFS Cat#25-5381-82, RRID: AB\_2573460  
 PerCP/Cy5.5 anti-mouse CD31 clone 390 BioLegend Cat#102420, RRID: AB\_10613644  
 PerCP-eF710 anti-mouse EpCAM clone G8.8 TFS Cat#46-5791-82, RRID: AB\_10598205  
 Unconjugated anti-mouse CD34 clone RAM34 TFS Cat#14-0341-82, RRID: AB\_467210  
 Unconjugated anti mouse PDPN clone 8.1.1 Biolegend Cat#127402, RRID: AB\_1089187  
 Unconjugated anti-mouse PPAR $\gamma$  polyclonal Invitrogen Cat#PA5-25757, RRID: AB\_2543257  
 Unconjugated anti-mouse PDGFR $\alpha$  polyclonal R&D Cat#AF1062, RRID: AB\_2236897

### Validation

All antibodies came from commercial vendors. Validation of individual antibodies can be found in the links below.

AF488 donkey anti-rat IgG <https://www.jacksonimmuno.com/catalog/products/712-545-153>

AF488 anti-mouse  $\alpha$ SMA clone 1A4 <https://www.abcam.com/products/primary-antibodies/alexa-fluor-488-alpha-smooth-muscle-actin-antibody-1a4-ab184675.html>

AF488 streptavidin <https://www.thermofisher.com/order/catalog/product/S32354?SID=srch-hj-S32354>

AF594 anti-mouse CD31 clone MEC13.3 <https://www.biolegend.com/en-us/products/alexa-fluor-594-anti-mouse-cd31-antibody-9633>

AF647 anti-mouse CD31 clone MEC13.3 <https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-cd31-antibody-3094>

AF647 donkey anti-goat IgG <https://www.jacksonimmuno.com/catalog/products/705-605-147>

AF647 donkey anti-rabbit IgG <https://www.jacksonimmuno.com/catalog/products/711-605-152>

AF647 anti-mouse EpCAM clone G8.8 <https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-cd326-ep-cam-antibody-4973>

AF700 anti-mouse B220 clone RA3-6B2 <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-human-cd45r-b220-antibody-3408>

AF700 anti-mouse CD11b clone M1/70 <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-human-cd11b-antibody-3388>

AF700 anti-mouse CD11c clone N418 <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-cd11c-antibody-3429>

AF700 anti-mouse CD45 clone 30-F11 <https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/56-0451-82>

AF700 anti-mouse CD45.2 clone 104 <https://www.thermofisher.com/antibody/product/CD45-2-Antibody-clone-104-Monoclonal/56-0454-82>

AF700 anti-mouse Gr-1 clone RB6-8C5 <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-ly-6g-ly-6c-gr-1-antibody-3390>

AF700 anti-mouse NK1.1 clone PK136 <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-nk-1-1-antibody-6555>

AF700 anti-mouse Ter119 clone Ter119 <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-ter-119-erythroid-cells-antibody-3428>

APC anti-mouse BP3 clone BP3 <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd157-bst-1-antibody-7272>

APC anti-mouse L1CAM clone 555 <https://www.miltenyibiotec.com/DK-en/products/cd171-l1cam-antibody-anti-mouse-555.html#conjugate=apc:size=30-ug-in-1-ml>

APC anti-mouse NCAM clone 809220 [https://www.rndsystems.com/products/mouse-ncam-1-cd56-apc-conjugated-antibody-809220\\_fab7820a](https://www.rndsystems.com/products/mouse-ncam-1-cd56-apc-conjugated-antibody-809220_fab7820a)

APCCy7 anti-mouse CD90.2 clone 53-2.1 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-mouse-cd90-2.561641>

APCCy7 anti-mouse CD45.2 clone 104 <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd45-2-antibody-3906>

APCCy7 anti-mouse EpCAM clone G8.8 <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd326-ep-cam-antibody-5577>

APC-eF780 anti-mouse Ter119 clone Ter119 <https://www.thermofisher.com/antibody/product/TER-119-Antibody-clone-TER-119-Monoclonal/47-5921-82>

Biotin anti-mouse CD34 clone MEC14.7 <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd34-antibody-2602>

Biotin anti-mouse CD81 clone Eat-2 <https://www.biolegend.com/en-us/products/biotin-anti-mouse-rat-cd81-antibody-236>

BUV395 anti-mouse CD146 clone ME-9F1 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-cd146.740330>

BV421 anti-mouse PDGFR $\alpha$  clone APA5 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-cd140a.566293>

BV421 anti-mouse CD34 clone RAM34 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-cd34.562608>

BV510 anti-mouse EpCAM clone G8.8 BD Biosciences Cat#747748, RRID: AB\_2872217 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv510-rat-anti-mouse-cd326.747748>

BV510 streptavidin <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv510-streptavidin.563261>

BV605 anti-mouse CD31 clone 390 <https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd31-antibody-9963>

BV605 anti-mouse Itgb1 clone HM  $\beta$ 1-1 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv605-hamster-anti-mouse-cd29.740365>

BV650 anti-mouse BP3 clone BP-3 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv650-mouse-anti-mouse-cd157.740611>

BV650 anti-mouse CD31 clone 390 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv650-rat-anti-mouse-cd31.740483>

BV711 anti-mouse CD9 clone KMC8 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv711-rat-anti-mouse-cd9.740696>

BV786 anti-mouse BP3 clone BP-3 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-mouse-anti-mouse-cd157.741012>

Cy3 donkey anti-rat IgG <https://www.jacksonimmuno.com/catalog/products/712-166-150>

Cy3 goat anti Syrian hamster IgG <https://www.jacksonimmuno.com/catalog/products/107-165-142>

FITC anti-mouse CD34 clone RAM34 <https://www.thermofisher.com/antibody/product/CD34-Antibody-clone-RAM34-Monoclonal/11-0341-85>

FITC anti-mouse CD90.2 clone 53-2.1 <https://www.thermofisher.com/antibody/product/CD90-2-Thy-1-2-Antibody-clone-53-2-1-Monoclonal/11-0902-82>

PE anti-mouse CD141 clone REA964 <https://www.miltenyibiotec.com/DK-en/products/cd141-bdca-3-antibody-anti-mouse-rea964.html#conjugate=biotin:size=150-ug-in-1-ml>

PE anti-mouse CD26 clone H194-112 <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd26-dpp-4-antibody-6551>

PE anti-mouse ESAM clone 1G8 <https://www.biolegend.com/en-us/products/pe-anti-mouse-esam-antibody-6287>

PE anti-mouse Itgb1 clone HM $\beta$ 1-1 <https://www.biolegend.com/en-us/products/pe-anti-mouse-rat-cd29-antibody-2259>

PE/CF594 anti-mouse PDGFR $\alpha$  clone APA5 <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cf594-rat-anti-mouse-cd140a.562775>

PECy7 anti-mouse PDPN clone 8.1.1 <https://www.thermofisher.com/antibody/product/Podoplanin-Antibody-clone-eBio8-1-1-8-1-1-Monoclonal/25-5381-82>

PerCP/Cy5.5 anti-mouse CD31 clone 390 <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd31-antibody-6668>  
 PerCP-eF710 anti-mouse EpCAM clone G8.8 <https://www.thermofisher.com/antibody/product/CD326-EpCAM-Antibody-clone-G8-8-Monoclonal/46-5791-82>  
 Unconjugated anti-mouse CD34 clone RAM34 <https://www.thermofisher.com/antibody/product/CD34-Antibody-clone-RAM34-Monoclonal/14-0341-82>  
 Unconjugated anti mouse PDPN clone 8.1.1 <https://www.biolegend.com/en-us/products/purified-anti-mouse-podoplanin-antibody-4749>  
 Unconjugated anti-mouse PPAR $\gamma$  polyclonal <https://www.thermofisher.com/antibody/product/PPAR-gamma-Antibody-Polyclonal/PA5-25757>  
 Unconjugated anti-mouse PDGFR $\alpha$  polyclonal [https://www.rndsystems.com/products/mouse-pdgf-r-alpha-antibody\\_af1062](https://www.rndsystems.com/products/mouse-pdgf-r-alpha-antibody_af1062)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Littermates were used for all experiments. Both males and females were used in experiments and evenly distributed amongst the groups where possible. For flow cytometry analysis adult mice were used between 5.5-12w of age. For scRNA-seq analysis of adult intestine females aged 8-10 weeks were used. Pregnant mothers were injected with 4-OH at E11.5. Flow cytometry of mouse embryos was performed at E12.5 and E13.5.

#### Mouse strains:

Gli1-CreERT2: Gli1tm3(cre/ERT2)Alj The Jackson Laboratory, IMSR\_JAX:007913  
 R26R.EYFP: B6.129X1-Gt(ROSA)26Sortm1(EYFP)Cos/J The Jackson Laboratory, IMSR\_JAX:006148  
 Gli1-EGFP (Garcia et al., 2010)  
 EYFP: (obtained by crossing R26R.EYFP with the relevant Cre mice).  
 Ackr4.EGFP: Ackr4tm1Ccb1 (Heinzel, Benz and Bleul, 2007), MGI: 5316751  
 C57BL/6Nrl mice were purchased from Janvier Labs (Le Genest-Saint-Isle, France)

### Wild animals

Wild animals were not part of this study.

### Reporting on sex

For the labeling and lineage tracing experiments we did not split groups based on sex because of limited numbers of mice. Male and female mice were evenly distributed between groups where possible. Female mice alone were used for scRNA seq analysis of adult FB, as our purpose was to examine differences between small intestine and colon MSC subsets and not differences between sex.

### Field-collected samples

Samples were not collected in the field.

### Ethics oversight

All experiments in Denmark were approved by the Danish Animal Experiments Inspectorate, and experiments conducted in Glasgow were performed with ethical approval under a Project Licence from the the UK Home Office.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Small intestinal and large intestinal tissue samples were obtained from adult, embryo or transplanted intestines. Washed intestinal tissue was opened longitudinally and Peyer's patches removed. For scRNA-seq and bulk RNA-seq experiments on adult intestine, muscularis externa was stripped away using tweezers. Tissues were cut into 0.5-1 cm pieces and epithelial cells removed by 3 consecutive rounds of incubation in HBSS supplemented with HEPES, sodium pyruvate, penicillin/streptomycin, gentamycin, EDTA and FCS, for 15 min at 37 degrees C with constant shaking at 350 rpm. After each incubation, samples were shaken for 10 sec and medium containing epithelial cells and debris was discarded. For colonic tissues, DL-dithiothreitol was added at the first incubation step. Remaining tissue pieces were digested with collagenase P or with Liberase TM and DNase I in R10 medium for up to 30 min at 37 degrees C with constant shaking at 550 rpm (small intestine) or with a magnetic stirrer and at 280 rpm (large intestine). For bulk RNA-seq cells were treated with ACK lysing buffer to lyse red blood cells prior to sorting. For isolation of cells from embryonic intestine, tissues were digested directly for 30 min at 37 degrees C in Eppendorf tubes with constant shaking at 900 rpm. The resulting cell suspensions were filtered through a 70  $\mu$ m filter and washed in MACS buffer twice prior to subsequent analyses.

For flow cytometry:

Cell suspensions were stained with fluorochrome labelled primary antibodies in Brilliant stain buffer for 30 min on ice before analyzed by Flow Cytometry. Dead cells were identified by staining with either 7-AAD or Zombie UV fixable viability dye and cell doublets were excluded on the basis of FSC-A/FSC-H. For intracellular staining, cells were stained for surface antigens, fixed with FoxP3 Staining Buffer set and stained for  $\alpha$ SMA in FoxP3 Permeabilization buffer. After washing, cells were stained with antibodies to surface antigens not compatible with fixation according to the manufacturer's instructions.

Instrument

Data was acquired on an LSR Fortessa II, FACSAria Fusion or FACSMelody (BD Biosciences).

Software

Data was analyzed using the FlowJo software (version 10.6)

Cell population abundance

For flow cytometry cell sorting and subsequent scRNA-seq analysis post sort purity ranged from 58-85%. All contaminating cell types were removed computationally prior to further analysis.

Gating strategy

Cell debris and cell aggregates were excluded by FSC-A/SSC-A and FSC-A/FSC-H gating. Dead cells were identified by positive staining with 7-AAD or Zombie UV fixable viability dye and excluded from analysis. Gates were set manually and examples of flow cytometry analysis of adult, embryonic and kidney transplant intestine can be found in the supplementary data. When analysing YFP+ or GFP+ mice YFP- or GFP- mice were used as negative controls.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

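Bulk RNA-seq libraries of 10 populations sorted by flow cytometry from mouse small intestine and colon were analysed, 3 replicates of each and 30 libraries in all. Populations and replicates were assigned from the deposited sample labels and the paper's description of the sorting gates. The scRNA-seq and flow cytometry data were not analysed here.

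The authors amplified the RNA as whole transcriptome, sequenced it, trimmed the reads and quantified transcripts with kallisto. The deposited values are, for each of 98492 transcripts and each library, an estimated count and a TPM value. The authors' estimated count is the expected number of reads of a transcript after reads that fit several transcripts are divided among them, and it is not normalized. The authors' TPM is the same quantity divided by the effective transcript length and scaled to the same total in every library. The paper's text does not name the transcript set for the bulk libraries. Which reads were trimmed or left out before quantification was not examined here, and the depth given is the sum of estimated counts rather than the number of reads sequenced.

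From these values, 97116 transcripts were matched by Ensembl identifier to 32342 genes of GENCODE M21 (GRCm38), from which gene positions were also taken. Estimated counts were summed to genes and rounded to whole numbers. The sum per library lay between 2245052 and 19096945 (median 9601683), and between 97.8% and 99.2% of it fell on matched genes. In 28 of the 30 libraries the transcript with the highest TPM had no gene here, and a single transcript held between 14.8% and 55.9% of a library's TPM, so that TPM values were used only in alternatives. Levels are CPM with TMM normalization over all 30 libraries, as mean ± SD of 3 replicates, and log2 values use a prior count of 2.

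Differences were tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization, estimated dispersions and the quasi-likelihood test, in a fit of the libraries of the comparison. Genes with at least 6 counts in at least 3 libraries were tested, a filter that the paper's methods give for transcripts and that was applied here to counts summed to genes. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1.5, the thresholds that the paper's methods state for the comparison between tissues, applied here to every comparison. Fgfr2+ FB and PDGFRα hi FB were compared with 6 libraries each and no term for tissue, which was a covariate only in an alternative. The tissue comparisons in each subset and their interaction came from 1 model of the 12 libraries. Pericytes of both tissues, small intestinal CD34+ FB with small intestinal Fgfr2+ FB, and colonic CD90+ FB with colonic Fgfr2+ FB were compared in fits of 6 libraries. Gene families fixed by symbol, with at least 5 tested genes, were tested with camera (preset correlation between genes 0.01) from limma 3.58.1. Gene ontology enrichment was not recomputed here. Principal component analysis used centred log2 CPM without scaling. The share of the spread on a component that goes with subset or tissue is the share of its sum of squares.

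A fold against a population with 3 counts or fewer in every library is a lower bound, computed against 3 counts. With 3 libraries per population, an exact rank comparison of 1 population with another cannot go below a p of 0.10, so the tests rest on dispersions estimated across genes. A gene was described as uncertain if at least 50% of the 31-base stretches of its transcripts occur in other genes' transcripts. This applied to 31 of the 579 genes covered by the rule that follows. Uncertain genes were kept in the tests of gene families.

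The genes named in the text were taken from the genes the paper names for these libraries or lists in Fig. 2g–j and Supplementary Fig. 2a, 2c and 2h, the genes of the tested families, and for each comparison and direction the 5 called genes with the largest fold change whose populations did not overlap. Not every gene under this rule is named, and 1 result is not reported here. The replicate numbers come from the sample labels. The paper gives the libraries as coming from 3 independent experiments, and its Discussion describes small intestinal and colonic subsets as sorted from the same mice. Its text does not say which libraries share mice and names no pairing in the tests, so the replicate number was used as a block only in an alternative.

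The alternatives tried were DESeq2 1.42.0, RLE and upper-quartile normalization, no filter on low counts, a filter of 10 counts in every library of 1 population, length-scaled TPM counts, the replicate block, all 30 libraries in 1 model, only the 2 populations compared, single transcripts, other fold thresholds, and each library left out in turn. DESeq2 with only the 2 populations compared was added after the values had been seen. The tests were tried on simulated counts. There, 200 genes above a minimum mean count were changed by a log2 fold change of 3. edgeR recovered 130 of them in a tissue contrast of the 12 libraries, with 5 other genes called, and DESeq2 169, with 48 others called.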

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

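The tests of depth, of GC content and gene length, and the comparisons of immediate early genes among small intestinal populations were chosen after the results were seen. The remaining tests in this part were set before their results were seen. Thinning, where used, drew every library down to 2220997 counts, in 10 draws.

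For 201 genes the difference between small intestine and colon differed between Fgfr2+ FB and PDGFRα hi FB by the interaction test (107 toward the small intestine in Fgfr2+ FB relative to PDGFRα hi FB, 94 the other way), which the paper did not test. Over the alternatives that did not leave out a library the number lay between 116 and 563. Thinned to the depth of the smallest library, a median of 178 of the 201 genes were still called, and after each library's trend with GC content and gene length was removed 189 were, so neither explains most of these calls. The real arrangement gave as many genes in 1 of 16 arrangements of the tissue labels that part the same number of same-numbered libraries, and the largest of the others gave 62. That design cannot give a share below 0.05. The sorting gates changed between the tissues for both subsets, from PDGFRα to PDPN for PDGFRα hi FB and from CD34- to CD34+ for Fgfr2+ FB, so the interaction may reflect the gates as well as the tissue, and these cannot be told apart with these libraries.

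Sorting on CD34 was tested as an explanation of the tissue difference in Fgfr2+ FB. Small intestinal CD34+ FB and small intestinal Fgfr2+ FB, sorted from the same tissue on opposite CD34 gates, differed in 394 genes, 271 of them higher in CD34+ FB, a comparison the paper does not report. All 394 had populations that did not overlap, as did 28.8% of all genes tested, where chance gives 10%. Thinning kept a median of 324.5 of these genes and removal of the GC and length trends 289. As many genes were called in 1 of 4 splits of the 6 libraries that part as many same-numbered pairs, the real one, and the others gave 0, which cannot give a share below 0.05. Leaving out 1 library moved the count between 59 and 856. Across 17555 genes, which are not independent replicates, the tissue difference in Fgfr2+ FB and the CD34 difference within the small intestine correlated with a mean r of 0.232, with the small intestinal Fgfr2+ FB libraries split between the 2 differences so that none entered both. The same calculation gave 0.0944 with PDGFRα hi FB and 0.0773 with SMC in place of CD34+ FB. Of 253 genes called higher in colonic Fgfr2+ FB and also tested in the CD34 comparison, 243 (96.0%) were higher in small intestinal CD34+ FB and 108 were called there, against 46.0% of all tested genes being higher. These shares use the same small intestinal Fgfr2+ FB libraries on both sides. With PDGFRα hi FB in place of CD34+ FB, 170 of 225 (75.6%) were higher and 48 called. Part of the tissue difference in Fgfr2+ FB is therefore consistent with the change of CD34 gate, or with the cell types that gate admits, since small intestinal CD34+ FB also include CD81+ FB. The difference in Fgfr2+ FB cannot be told apart from that explanation for these genes.

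Of the 485 genes called between tissues in Fgfr2+ FB, thinning kept a median of 415 and removal of the GC and length trends 427. The call count of the real split was the largest of 4 (1 of 4, the others 0), as it was for PDGFRα hi FB (1 of 4, the others 0).

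Immediate early genes differed more between the tissues in Fgfr2+ FB than in PDGFRα hi FB (interaction, camera adjusted p = 1.65e-15, median log2 difference -2.39, 21 of 22 genes in that direction; adjusted p between 4.80e-21 and 0.0279 over 17 alternatives, all below 0.05). The list also differed between the tissues within Fgfr2+ FB (adjusted p = 3.63e-30) and, less, within PDGFRα hi FB (adjusted p = 0.00167, median log2 fold change -0.93, 14 of 22 genes, below 0.05 in 14 of 17 alternatives, between 4.76e-05 and 0.330, the highest with the correlation between genes estimated from the data). Such genes can be induced during cell isolation. In the paper's methods the tissues were dissociated differently, with dithiothreitol added for the colon, and with shaking of the small intestine and a magnetic stirrer for the colon. The mean log2 CPM of the family was higher in the colon for pericytes, PDGFRα hi FB and Fgfr2+ FB, the 3 populations sorted from both tissues (6.35 against 3.33 in Fgfr2+ FB). The populations of a tissue also differed. The family was higher in small intestinal CD34+ FB than in small intestinal Fgfr2+ FB (camera adjusted p = 1.09e-15 over these 2 comparisons, 21 of 22 genes, median 2.45) and than in small intestinal PDGFRα hi FB (camera adjusted p = 1.17e-06, 20 of 22 genes, median 1.56). Across cell types this does not follow the CD34 gate alone, since pericytes, sorted without CD34, had a higher mean in both tissues (6.63 in the small intestine) than small intestinal CD34+ FB (5.79). The small intestinal libraries of these overlapped (5.63 to 7.51 and 5.50 to 6.10), and SMC, also sorted without CD34, were at 4.09. Among FB the means did follow the gate, at 5.79 to 6.95 in populations sorted as CD34+ and 3.33 to 5.16 in those sorted as CD34-. A difference in handling between the tissues that adds to differences between cell types could give these values, as could the CD34 gate in Fgfr2+ FB, and the pattern cannot be told apart from either.

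The interferon-inducible GTPases also differed between the subsets in their tissue difference (camera adjusted p = 0.000357, 14 of 16 genes, median 0.89). The adjusted p was below 0.05 in 15 of 17 alternatives and lay between 1.36e-05 and 0.375, the highest with the correlation between genes estimated from the data. Smooth muscle contractile genes did as well (adjusted p = 0.000541, 11 of 16 genes, median 0.72, below 0.05 in 15 of 17, between 1.16e-05 and 0.375). Heat shock genes passed narrowly (adjusted p = 0.0421, 11 of 12 genes, median -0.71, below 0.05 in 8 of 17, between 0.00288 and 0.532). No explanation of these was tested.

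Cell cycle genes had an interaction adjusted p of 0.00763 (15 of 16 genes, median 2.26). Within PDGFRα hi FB they were higher in the colon in 15 of 16 genes, with a median of -1.42 (camera adjusted p = 0.00627, 0.532 with estimated correlation). Within Fgfr2+ FB the tissue difference did not pass (camera adjusted p = 0.498, median 0.75). Their mean log2 CPM was 0.776, 0.706 and 3.73 in the 3 small intestinal Fgfr2+ FB libraries and 3.11, 1.45 and 4.01 in the colonic PDGFRα hi FB libraries. Without replicate 3 of small intestinal Fgfr2+ FB, which is also the smallest library, the interaction adjusted p was 0.558, the highest of the 17 alternatives (lowest 0.000105), so the interaction depends on that library. It also did not pass without replicate 3 of colonic PDGFRα hi FB (adjusted p = 0.136), with the correlation between genes estimated from the data (adjusted p = 0.532) or with fry (adjusted p = 0.370).

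Colonic CD90+ FB and colonic Fgfr2+ FB, which the paper does not compare, differed in 2 genes, with 1049 genes at an unadjusted p below 0.05. One was *Thy1*, which encodes CD90 itself (log2 fold change 2.87, SE 0.28, adjusted p = 0.00423 by edgeR's quasi-likelihood test). The other was *Gm28439*, an unprocessed pseudogene on chromosome 1, at least 708-fold higher in CD90+ FB (adjusted p = 0.000164). All of its 31-base stretches (100%) occur in other transcripts, so its counts may come from another gene. Over 17 settings the number of genes called in this comparison lay between 0 and 98. The real split was 1 of 4 with as many genes, the largest other giving 1. Of 200 genes changed by a log2 fold change of 3 in simulated counts of this design 79% were recovered. These genes were drawn only from those above a minimum mean count. Few libraries alone would therefore not hide most changes of that size in such genes. Smaller changes were not simulated, so whether the number of libraries accounts for the low count cannot be told.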

How the results depend on the processing

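The settings compared in this part were fixed before the data were examined, except DESeq2 with only the 2 populations compared and the thinning of libraries, which were chosen after the values had been seen. The causes of the changes were not tested.

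The list of named genes and comparisons was shortened to 119 after results had been seen, to genes named in the text. Of these 119, 67 gave the same direction and the same side of the threshold in every setting, and 64 of the 103 called were called in every other setting. Over all 2997 values of named genes and gene families, 2717 were unchanged in this sense, 240 lost the threshold, 39 passed it newly and 1 reversed. The reversal was *Cd34* between Fgfr2+ FB and PDGFRα hi FB within the small intestine only, with a log2 fold change of -0.41 against 1.96 over both tissues, neither past the threshold (adjusted p = 0.785 and 0.102 by edgeR's quasi-likelihood test).

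With DESeq2 in place of edgeR, the number of called genes rose from 422 to 697 between Fgfr2+ FB and PDGFRα hi FB (417 of the 422 shared), from 276 to 518 (274 shared) between tissues in PDGFRα hi FB, from 485 to 1081 (476 shared) in Fgfr2+ FB, from 98 to 177 (96 shared) in both subsets and from 201 to 563 (198 shared) in the interaction. It rose from 0 to 354 between small intestinal and colonic pericytes (1091 genes at an unadjusted p below 0.05 with edgeR), from 394 to 1056 between small intestinal CD34+ FB and Fgfr2+ FB, and from 2 to 98 between colonic CD90+ FB and Fgfr2+ FB. On simulated counts DESeq2 also called more genes that had not been changed (72 against 6 in the interaction, 101 against 1 in pericytes). With DESeq2 and only the 2 populations compared, there were 692 genes in PDGFRα hi FB, 732 in Fgfr2+ FB and 155 in both.

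Tested as single transcripts, 139, 74 and 109 genes had a called transcript between the subsets, between tissues in PDGFRα hi FB and between tissues in Fgfr2+ FB. With all 30 libraries in 1 model there were 166 genes in PDGFRα hi FB, 255 in Fgfr2+ FB, 57 in both, 116 in the interaction, 998 between pericytes, 213 with the CD34 gate and 0 with the CD90 gate. With edgeR on only the 2 populations compared there were 406 in PDGFRα hi FB and 251 in Fgfr2+ FB, so that the subset with more genes was not the same as with 485 in Fgfr2+ FB and 276 in PDGFRα hi FB. Without a low-count filter there were 339 in the interaction, 18 between pericytes and 16 with the CD90 gate. Upper-quartile normalization gave 4 between pericytes and 5 with the CD90 gate, the filter of 10 counts in every library of 1 population gave 3 and 5, and length-scaled TPM counts gave 258 with the CD34 gate. Of the genes called with the CD90 gate, none was lower in CD90+ FB, against 57.1% with DESeq2, 37.5% without a filter and 40% with the replicate block.

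With the replicate number as a block, there were 339 genes between the subsets, 252 in PDGFRα hi FB, 380 in Fgfr2+ FB, 84 in both, 175 in the interaction, 0 between pericytes, 279 with the CD34 gate and 5 with the CD90 gate, and 25 families past the threshold. Deviations of same-numbered libraries from their population means had a mean correlation of 0.00751 over 135 pairs of libraries, against -0.00340 over 270 other pairs. The difference of 0.0109 had a one-sided permutation p of 0.0437 over 10000 permutations. It is small, and within the 12 libraries of Fgfr2+ FB and PDGFRα hi FB the same-numbered correlation was -0.000352. Over all genes the numbers pair the libraries weakly if at all. The interferon-inducible GTPases, however, ranked replicate 1 above 3 above 2 in every small intestinal population. In that order their mean log2 CPM was 6.84, 5.79 and 5.52 in Fgfr2+ FB and 5.82, 5.07 and 4.82 in CD34+ FB. The colonic populations had no shared order for the GTPases, nor had immediate early or cell cycle genes in the small intestine. Cell cycle genes ranked replicate 3 above 1 above 2 in every colonic FB population, though not in colonic pericytes. Their means so ordered were 2.01, 1.34 and 0.54 in CD81+ FB and 4.01, 3.11 and 1.45 in PDGFRα hi FB. Small intestinal CD34+ FB and Fgfr2+ FB shared that order and the other small intestinal populations did not. Same-numbered libraries therefore went together for the GTPases in the small intestine and for cell cycle genes in colonic FB, which was not tested. The paper describes the subsets of both tissues as sorted from the same mice, and whether the replicate numbers follow the mice cannot be told from these values.

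Leaving out 1 library at a time gave from 310 to 424 genes between the subsets, from 183 to 341 in PDGFRα hi FB, from 274 to 492 in Fgfr2+ FB, from 68 to 104 in both and from 141 to 225 in the interaction, over 12 fits each. It gave from 0 to 1 between pericytes, from 59 to 856 with the CD34 gate and from 0 to 24 with the CD90 gate, over 6 fits each. The families past the threshold numbered from 21 to 26, PC1 held from 19.7% to 22.5% of the variance and PC2 from 16.8% to 19.6%.

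Of the family tests, 8 passed with the correlation between genes estimated from the data, against 24 with the preset value and 22 with fry. PC1 held 34.0% of the variance with the 500 most variable genes, 46.5% with DESeq2's variance-stabilizing transformation of 500 genes, 17.9% with genes scaled to unit variance, 18.0% with TPM and 18.6% without a filter, against 19.6%. PC2 held 28.0%, 29.0% and 14.5% with the first 3 of these, against 17.3%. The number of small intestinal populations most correlated with their colonic counterpart was 2 of 4, with 3 for the 2000 most variable genes and 2 with each replicate number left out. Colonic CD81+ FB were taken as the counterpart of small intestinal CD34+ FB. The latter also include Igfbp5+ FB, for which the paper found colonic CD90+ FB to be the closest subset. A highest correlation of small intestinal CD34+ FB with colonic CD90+ FB is therefore not by itself a mismatch.

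The smallest library, of small intestinal Fgfr2+ FB, holds 2245052 counts against a median of 9601683 over all libraries. With every library thinned to 2220997 counts, a median of 474.5 genes were called between tissues in Fgfr2+ FB, against 485, and 218 in the interaction, against 201. Simulated counts at the depth of the libraries had a log2 fold change of 3 in genes above a minimum mean count. It was recovered for 65% of these genes in a tissue contrast, for 38% in the interaction and for 13.5% between pericytes.

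Against splits of the same libraries that part as many same-numbered pairs, the subset comparison gave as many genes in 1 of 100 splits, the real one. The largest other, 177 genes, was the split by tissue.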

Differences from the paper's values

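The paper reports 403 genes higher in Fgfr2+ FB and 345 higher in PDGFRα hi FB, and 215 and 207 were called here. The paper's methods state a fold threshold for the comparison between tissues, and here it was applied to this comparison too. For the 403, DESeq2 (380) and no fold threshold (271) brought the value within 1.5 times the paper's, and the other alternatives set before the data were examined did not. For the 345, DESeq2 (317), tissue as a covariate (251), a log2 threshold of 1 (254) and no fold threshold (268) did, and the others did not.

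The paper reports 698 genes between small intestinal and colonic PDGFRα hi FB, against 276 here. DESeq2 (518) was within 1.5 times and the other alternatives set before the data were examined were not. DESeq2 with only the 2 populations compared, chosen after seeing the values, gave 692. In its supplementary list the paper has 400 genes higher in colonic and 296 higher in small intestinal PDGFRα hi FB, against 176 and 100 here. For the 400, DESeq2 gave 323 and the added setting, chosen after seeing the values, 414. For the 296, no alternative set before the data were examined came within 1.5 times, and the added setting, chosen after seeing the values, gave 278.

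For genes differing in both subsets the paper reports 149, against 98 here. DESeq2 (177), no low-count filter (125), the filter of 10 counts (107), a log2 threshold of 1 (114), no fold threshold (115) and leaving out replicate 3 of small intestinal Fgfr2+ FB (104) were within 1.5 times, the others set before the data were examined were not, and DESeq2 with only the 2 populations, chosen after seeing the values, gave 155. Of these the paper lists 88 as higher in the colon, against 54 here. DESeq2 gave 102, no filter 70, the filter of 10 counts 61, a log2 threshold of 1 61, no fold threshold 62, and leaving out replicate 1 or replicate 3 of small intestinal Fgfr2+ FB 60 each, and the others did not come within 1.5 times. The added setting, chosen after seeing the values, gave 89.

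PC1 held about 37% and PC2 about 28% of the variance in Fig. 2e, read by eye, against 19.6% and 17.3% here. With the 500 most variable genes the shares were 34.0% and 28.0%, and with DESeq2's variance-stabilizing transformation of 500 genes 46.5% and 29.0%. For PC2, leaving out replicate 2 of colonic PDGFRα hi FB (19.1%), replicate 2 of small intestinal Fgfr2+ FB (19.6%) or replicate 3 of small intestinal Fgfr2+ FB (19.4%) was also within 1.5 times. The others were not.

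For Fgfr2+ FB the paper's number of genes differing between tissues is 716, within 1.5 times of the 485 here, and DESeq2 with the 12 libraries gave 1081, which is not. No low-count filter (655) and the filter of 10 counts (544) were also within 1.5 times. The replicate block (380), length-scaled TPM counts (380) and all 30 libraries in 1 model (255) were not. Nor were edgeR on only the 2 populations compared (251), single transcripts (109) and most fits without 1 library.

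The paper describes PC1 as parting the subsets and PC2 as parting the tissues. Here the subset accounted for 48.5% of the spread on PC1 and the tissue for 52.2% on PC2. With DESeq2's variance-stabilizing transformation of 500 genes these shares were 83.8% and 82.8%. With the 500 most variable genes of log2 CPM the order was the other way around, the tissue accounting for more of PC1 (55.2%, subset 44.1%) and the subset for more of PC2 (50.4%, tissue 41.3%). It was also the other way around without replicate 1 or replicate 2 of small intestinal PDGFRα hi FB, where the tissue accounted for 54.3% and 57.2% of PC1 and the subset for 26.4% and 24.0%. PC2 alone went more with the subset than with the tissue when genes were scaled to unit variance (35.9% and 13.5%) and without replicate 3 of small intestinal PDGFRα hi FB (48.2% and 28.2%).

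Some genes the paper shows as differing were not called here. *Hoxa5* was not called in either subset (adjusted p = 0.136 in PDGFRα hi FB and 0.0524 in Fgfr2+ FB by edgeR's quasi-likelihood test). DESeq2 calls it in both, as does DESeq2 with only the 2 populations, chosen after seeing the values, and in Fgfr2+ FB so do the filter of 10 counts and the fit without replicate 2 of small intestinal Fgfr2+ FB. *Hoxb5* was not called in PDGFRα hi FB (adjusted p = 0.0730) and is called by DESeq2, without a filter, with only the 2 populations, with the added setting chosen after seeing the values, and without replicate 3 of small intestinal Fgfr2+ FB or replicate 2 of colonic Fgfr2+ FB.

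The paper describes chemokine genes as expressed by Fgfr2+ FB of the small intestine and not of the colon. Of the 8 listed, *Ccl11* was at 562 ± 34.9 CPM in colonic Fgfr2+ FB. *Ccl21a* (adjusted p = 0.0692 by edgeR's quasi-likelihood test), *Cxcl13* (adjusted p = 0.133) and *Ccl25* (adjusted p = 0.280) were not called between tissues in Fgfr2+ FB. *Ccl21a* is called by DESeq2, without a filter, with only the 2 populations, with the added setting chosen after seeing the values, and without replicate 3 of small intestinal PDGFRα hi FB or replicate 2 of colonic PDGFRα hi FB. *Cxcl13* is called by DESeq2 and by the added setting chosen after seeing the values, and *Ccl25* by none of the settings run over all genes tested. With the adjustment over its list alone, each of these *Hox* and chemokine genes passes, but the paper chose the lists for such differences in these libraries.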

Other observations

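The test of the spread between pericyte libraries was chosen after the result was seen, and the other tests in this part before it.

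No gene was called between small intestinal and colonic pericytes, which were sorted with the same gate in both tissues and which the paper does not compare. There were 0 calls among 13368 genes tested, with 1091 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.0886 by edgeR's quasi-likelihood test. All 4 of the 4 splits that part as many same-numbered pairs gave as many genes, that is 0, which tests nothing. With DESeq2 there were 354 for the real split and at most 98 for the others. The biological coefficient of variation of the 6 pericyte libraries was 1.02, against 0.725 for the 6 Fgfr2+ FB and 0.525 for the 6 PDGFRα hi FB libraries. Each tissue had its own mean in these fits, so a difference in mean between the tissues does not enter them. Within small intestinal and colonic libraries alone the coefficient was 0.791 and 0.733 in pericytes. It was 0.629 and 0.521 in Fgfr2+ FB and 0.443 and 0.412 in PDGFRα hi FB. Each value of 6 libraries lay above those of its single populations, whose fits held only genes with 6 or more counts in all 3 libraries. The spread between pericyte libraries may therefore account for the absence of calls. In simulated counts of this design, a log2 fold change of 3 was recovered for 27 of 200 genes.

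Within that limit, *Hoxa10* and *Hoxa11* had no count in the 3 small intestinal pericyte libraries and between 180 and 739 and between 308 and 877 counts in the colonic ones. Their adjusted p was 0.215 and 0.125 by edgeR's quasi-likelihood test, and both are called with DESeq2 and with all 30 libraries in 1 model, *Hoxa11* also without a low-count filter. The adjusted p lay between 1.39e-07 and 0.401 for *Hoxa10* and between 2.63e-10 and 0.355 for *Hoxa11* over the alternatives. Of the *Hox* genes the paper lists as higher in the colon, 5 were tested in pericytes, none was called over all genes, and 4 were with the adjustment over the list alone.

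Interferon-inducible GTPases had a mean log2 CPM, over 16 genes, of 5.26 ± 0.73 in small intestinal and 3.64 ± 0.13 in colonic pericytes (SD, n = 3) and of 6.05 ± 0.69 and 3.61 ± 0.48 in Fgfr2+ FB. It was 5.54 ± 0.51 in small intestinal PDGFRα hi FB, where the family was also higher than in colonic PDGFRα hi FB (camera adjusted p = 2.21e-08, 0.179 with the correlation between genes estimated from the data), 5.24 ± 0.52 in small intestinal CD34+ FB and 3.00 ± 0.31 in colonic CD81+ FB. MHC class I genes had means of 6.24 ± 0.24 and 4.28 ± 0.41 in small intestinal and colonic pericytes, 6.66 ± 0.46 and 5.35 ± 0.05 in PDGFRα hi FB, and 6.79 ± 0.34 and 5.16 ± 0.37 in Fgfr2+ FB. No explanation was tested.

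RNA from other cells was tested as an explanation of the tissue differences with lists of marker genes. Haematopoietic markers did not pass between tissues in Fgfr2+ FB (camera adjusted p = 0.327, median log2 fold change -0.92), and epithelial markers did not pass in PDGFRα hi FB (adjusted p = 0.678, median -0.99).

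The common biological coefficient of variation, over the 3 libraries of a population, ranged from 0.200 in small intestinal CD34+ FB to 0.791 in small intestinal pericytes.

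*Nrg1*, whose tissue difference differed between PDGFRα hi FB and Fgfr2+ FB (interaction adjusted p = 0.000704 by edgeR's quasi-likelihood test), was lower in small intestinal CD34+ FB than in small intestinal Fgfr2+ FB (log2 fold change -6.85, SE 0.61, adjusted p = 0.00272 by the same test).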
